# Integrated multi-omics analysis of renal metabolism in domestic cats with spontaneous chronic kidney disease

**DOI:** 10.1038/s42003-025-09164-8

**Published:** 2025-12-13

**Authors:** Qinghong Li, Ornella Cominetti, James A. Holzwarth, Stacie Summers, Xu Wang, Loïc Dayon

**Keywords:** Transcriptomics, Proteomics, Chronic kidney disease, Metabolism, Kidney

## Abstract

Chronic kidney disease (CKD) is the leading cause of mortality in aged cats. After injury, feline kidneys undergo extensive metabolic reprogramming, but a comprehensive evaluation is lacking. Here we show a multi-omics study including serum metabolomics from 14 healthy control, 15 early stages, 6 late stages CKD cats, and renal cortical and medullary tissue RNA sequencing and proteomics. The analysis reveals a spatiotemporal pattern of gene and protein expression changes. In the early stages, there are 6 differentially expressed genes in the cortex, while nearly 2000 in the medulla. The number in the cortex increases to more than 4000 in late stages. The study provides evidence of deranged bioenergetics in CKD: circulating fatty acids and acylcarnitines accumulate, while genes and proteins involved in fatty acid transport and oxidation are downregulated. Glucose and pyruvate metabolism is altered. Impaired glutamine metabolism contributes to both energy deficiency and acid-base imbalance. Additionally, there is a downregulation of redox enzymes, and overexpression of proinflammatory mediators in CKD. Gene expression of *TGFβ1* is strongly and positively correlated with that of other fibrogenic genes. Finally, oxygen homeostasis is disrupted. Hypoxia signaling is upregulated, while expression of *SGLT2* gene and protein is downregulated in cats with CKD. The data unveil profound metabolic abnormalities and adaptations in feline CKD.

## Abstract (web summary)

Multiomic integration and analysis on systemic metabolome, renal tissue transcriptome and proteome reveal profound metabolic abnormalities and adaptations in bioenergetics, oxygen and redox homeostasis in feline chronic kidney disease.

## Introduction

Chronic kidney disease (CKD) is the most common cause of mortality in aged cats, affecting >30% of cats aged 10 years or older^1,2^. Despite differing etiology, feline CKD is similar to human CKD in terms of clinical pathology, disease diagnosis and progression^3,4^. Tubulointerstitial fibrosis, a common lesion in both species, is present in the early stages of feline CKD, but typically a hallmark of end-stage CKD in humans^5^. Diabetes is the most common cause of CKD in people^6^, but does not appear to be a significant risk factor for cats^7^. Naturally occurring CKD in cats is considered a model of renal tubulointerstitial fibrosis^8,9^. Research in feline CKD can provide insights into the mechanisms of CKD in humans, and vice versa.

The kidney is a metabolically active organ rich in mitochondria^10,11^. The proximal tubular cells (PTCs) in the cortex have a high oxygen consumption rate, which makes them particularly susceptible to hypoxic injury^12–14^. Different segments of the nephron utilize different energy substrates to meet their specific metabolic needs^12,15^. Under physiological conditions, PTCs can readily metabolize fatty acids, glutamine, and lactate to generate ATP via oxidative phosphorylation (OXPHOS), while other parts of the kidney such as glomeruli oxidize glucose by aerobic glycolysis and inner medulla by anaerobic glycolysis^15^. After injury, the kidney reprograms to shift its energy reliance, which increases its oxygen consumption, becoming more vulnerable to hypoxia and oxidative injury^16,17^. Hypoxia is thought to play a significant role in the development of CKD by initiating chronic kidney inflammation and tubular fibrosis in both humans^13^ and cats^18,19^. However, the understanding on renal adaptations in energy metabolism and the mechanisms driving hypoxia and fibrosis in CKD remains incomplete.

Advancements in deep sequencing and mass spectrometry (MS) represent significant progress in the field of “omics”, providing new opportunities to study kidney health and disease. For example, a proteome study identified key proteins differentially expressed in renal extracellular matrix in rodent models of CKD and improved the understanding of kidney fibrosis^20,21^. In cats with experimental ischemia-induced CKD, transcriptomic analyses on renal tissues showed upregulations of proinflammatory and profibrotic pathways^22^, and cats with naturally occurring CKD showed downregulation of tubular uremic transporters^23^. Here, integration of serum metabolome with renal tissue transcriptome and proteome in cats with different stages of CKD provides a detailed depiction of the spatiotemporal metabolic landscape of feline CKD. The study highlights multiple factors that may contribute to the development of CKD in cats.

## Results

Serum samples were collected from 35 cats (cohort 1, Supplementary Table 1), and renal tissues were collected from 23 cats that were euthanized for humane reasons unrelated to the study (cohort 2, Supplementary Table 2). Cortex and medulla were separated, resulting in 21 cortical and 18 medullary samples for RNA sequencing (RNA-seq), and 23 cortex and 19 medulla samples for proteomic analyses (Fig. 1A). Sex was not different between CKD and healthy cats in either cohort. Age was different between groups in cohort 1, but not in cohort 2.

**Fig. 1:**
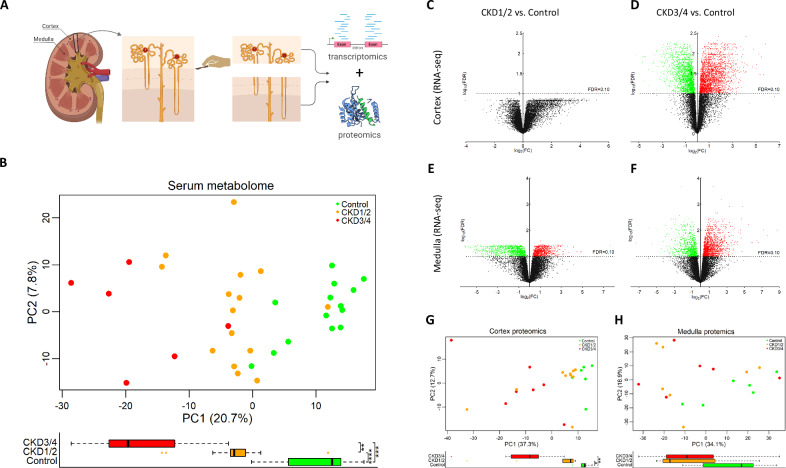
Study overview. **A** Renal sample procurement. Cortex and medulla tissues are separated for RNA sequencing (RNA-seq) and proteomic analysis. **B** PCA plot of serum metabolome (scatter plot, top panel). Separation is visible between the healthy control group, CKD1/2 group, and CKD3/4 group in PC1 (box plot, bottom panel). **C**–**F** Volcano plots of RNA-seq transcriptome from (**C**, **D**) renal cortex and (**E**, **F**) medulla tissues. Transcripts are arbitrarily colored to illustrate up- (red) and down-regulations (green) between (**C**, **E**) early stages of CKD (CKD1/2) versus control, and (**D**, **F**) late stages of CKD (CKD3/4) versus control. Spatiotemporal patterns of gene expression changes are evident. **G**, **H** PCA plot of renal cortex and medulla proteome, respectively. **B**, **G**, **H** The boxplots below the PCA plots show comparison in PC1 among the three groups. The whiskers extend to 1.5 times the interquartile range from the box. Sample size for metabolomics (**B**): control (*n* = 14), CKD1/2 (*n* = 15), and CKD3/4 (*n* = 6). Sample size for proteomics in the cortex (**G**): control (*n* = 6), CKD1/2 (*n* = 10), and CKD3/4 (*n* = 7); in the medulla (**H**): control (*n* = 6), CKD1/2 (*n* = 7), and CKD3/4 (*n* = 6). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Panel (**A**) was created in BioRender.com. PCA principal component (PC) analysis, CKD1/2 IRIS stage 1 and stage 2 chronic kidney disease, CKD3/4 IRIS stage 3 and stage 4 chronic kidney disease.

### Metabolome, transcriptome and proteome analyses

Serum untargeted metabolomic study identified 970 metabolites. The PCA analysis shows a global shift in metabolome profile (Fig. 1B, scatter plot). Both CKD groups are significantly different than the control group in PC1 (both *P* < 0.001, Fig. 1B, box plot). Linear regression analysis identifies 291 differential metabolites of known identities (all FDR < 0.10, Supplementary Data 1).

There are 14987 and 15074 transcripts that meet the minimum expression threshold in the cortex and medulla, respectively. 

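Cortex and medulla were sampled from the kidneys of control cats and of cats with CKD1/2 or CKD3/4, and messenger RNA was sequenced in 40 libraries, each from the cortex or the medulla of 1 cat. The cortex gave 6 control, 9 CKD1/2 and 7 CKD3/4 libraries, where the paper's number of cats for CKD1/2 is 8, and the medulla gave 6, 7 and 5. Reads counted in genes ran in the cortex from 27081514 to 39697315 (median 35693648) in controls, 6614454 to 45668265 (median 32670673) at CKD1/2 and 15172038 to 61100039 (median 31439028) at CKD3/4. In the medulla they ran from 24117655 to 52054277 (median 37156354.5) in controls, 17481771 to 49640978 (median 38094308) at CKD1/2 and 9772966 to 42158554 (median 34802339) at CKD3/4. The depth the paper states for a sample is of sequenced reads, a different quantity, and the values here use the counted reads. The authors aligned the reads to the cat genome and deposited the number of reads per gene without normalization. From there, the low-count filter of at least 2 CPM (counts scaled to the library total) in at least 5 libraries kept 15510 genes in the cortex and 15372 in the medulla. TMM factors and edgeR's quasi-likelihood test were then fitted in each tissue with a coefficient per group, and differentially expressed genes (DEGs) were called at a two-sided adjusted p below 0.10. These choices, 39 lists of genes and most alternatives to each choice were fixed before the data were examined. Fits with edgeR's newer dispersion method, without cats 13 and 20 and without cat 20 were added after that. Where no other comparison is named, a log2 fold change compares a CKD group with the controls of the same tissue. A gene that fell or rose in a number of cats, such as 7 of 7, had that many CKD cats below or above the control mean in CPM. The groups can still overlap. Genes with the largest rises or falls were ranked among called genes with a symbol and a mean of at least 5 CPM in the higher group. Podocytes are cells of the glomerulus, which lies in the cortex. The mean log2 CPM of 6 podocyte genes, among them NPHS1, PTPRO and WT1, was computed for each library. It was 7.22 ± 0.39 (SD) in the control cortex, 6.71 ± 0.97 at CKD1/2 and 6.25 ± 0.57 at CKD3/4. Medullary values were 5.39 ± 1.90, 3.17 ± 0.84 and 3.90 ± 1.66. A fit with this score as a further coefficient is called the podocyte covariate.

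**Figure D1:**
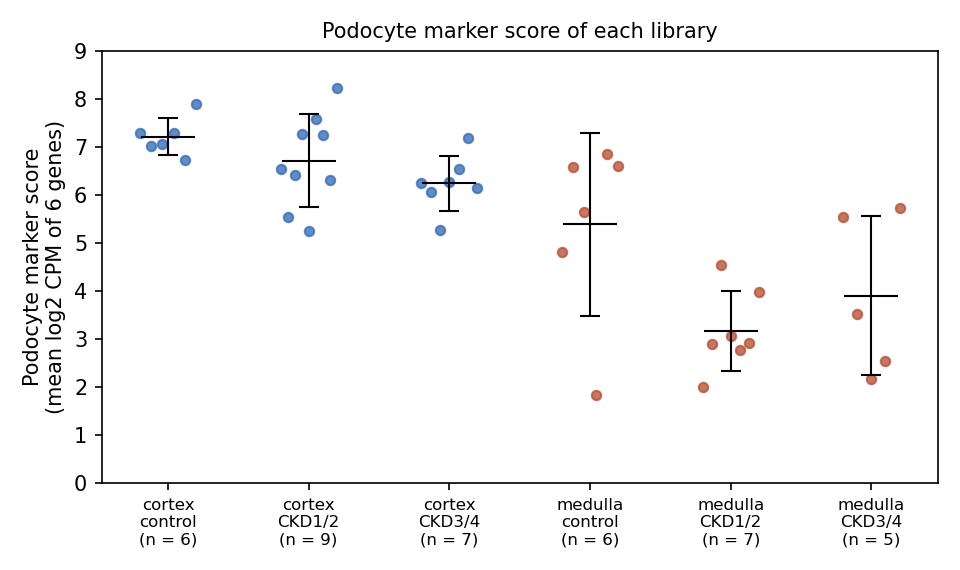
Mean log2 CPM of 6 podocyte genes in each library (points), with the mean and SD of each group. The 6 control medulla libraries run from 1.83 to 6.86.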

Global transcriptome changes in the cortex and medulla in response to CKD are evident in PCA plots (Supplementary Fig. 1A, B, respectively) and heat maps (Supplementary Fig. 1C, D, respectively). 

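Over all genes, the first principal component held 34.3% of the variance in the cortex and 27.3% in the medulla, from log2 CPM with each gene centred and scaled. In the cortex, CKD3/4 libraries had a mean score of 35.5 ± 48.3 (SD, n = 7) on it and controls -65.9 ± 42.5 (n = 6; exact two-sided permutation test, p = 0.00350, adjusted p = 0.0280 over 12 tests). CKD1/2 libraries lay at 16.3 ± 80.2 (n = 9; exact test against controls, adjusted p = 0.0799), and their difference from CKD3/4 was within the spread of the libraries (adjusted p = 0.715 from the exact test). In the medulla, the score was 20.6 ± 45.6 at CKD1/2 (n = 7) against -55.1 ± 27.8 in controls (n = 6), with p = 0.00466 and adjusted p = 0.0280 by exact permutation. The 5 CKD3/4 medullas spread most, at 37.3 ± 81.8 (exact permutation against controls, adjusted p = 0.0606). On the second component, with 19.1% of the variance in the cortex and 25.0% in the medulla, no pair of groups reached an adjusted p below 0.05. On the first component the cortex CKD1/2 difference passed that level when genes were centred only (adjusted p = 0.0345) or with the 500 most variable genes (0.0312), where the medulla CKD1/2 difference ended (0.0517, and 0.144 without CKD3/4 cat 20). On the second, the CKD3/4 medulla passed against controls with unscaled genes (adjusted p = 0.0140) and with 500 genes (0.0130), and against CKD1/2 with unscaled genes (0.0345). The CKD1/2 medulla passed against controls without CKD3/4 cat 20 (0.0350).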

The volcano plots reveal spatiotemporal patterns in global gene expression changes. 

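At CKD3/4, 2584 genes were higher and 2260 lower in the cortex than in controls (7 and 6 cats), 4844 of 15510 at an adjusted p below 0.10. The largest rises included LTF (4.46 ± 1.20, log2 fold change ± standard error), an iron-binding protein of neutrophils and epithelia, and MMP8 (4.12 ± 1.22), a collagenase. Among the largest falls were FTCD (-4.53 ± 1.05), TTR (-3.47 ± 1.23) and MTTP (-3.36 ± 0.77), a lipid transfer protein. CRYAA, a small heat shock protein, had the lowest fold change (-4.88 ± 1.37, adjusted p = 0.0210) and lay below the control mean in 7 of 7 cats. Its controls spread widely (26.2 ± 45.4 CPM, SD), and the groups overlapped. At CKD1/2 (9 cats), 494 genes were higher and 93 lower, 587 in all. Genes of macrophages were among the highest, with MMP12 at 4.98 ± 1.14 (adjusted p = 0.0731) and the chitinase CHIT1 at 3.88 ± 1.00 (adjusted p = 0.0816), and ACE, a protease of the brush border, was among the lowest (-1.60 ± 0.44, adjusted p = 0.0863). At an adjusted p below 0.05 the counts were 6, all higher, at CKD1/2 and 3115 at CKD3/4, and at an unadjusted p below 0.05 they were 3294 and 5682. The CKD1/2 count was 0 without control cat 01, 04, 05 or 06, 6, 21, 113, 263, 311 or 329 without CKD1/2 cat 09, 16, 15, 12, 11 or 13, and 1018, 1417, 1632 or 2218 without CKD1/2 cat 07 or 10, control cat 03 or CKD1/2 cat 14. The CKD3/4 count was 2815 without control cat 05. With the podocyte covariate the counts were 4 and 2596, and with DESeq2 1970 and 5613.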

In the cortex, there is a drastic increase in the number of differentially expressed genes (DEGs) from 6 in CKD1/2 to 4616 in CKD3/4 compared to control (Fig. 1C, D). 

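In the medulla, 938 genes were higher and 982 lower at CKD1/2 (7 cats against 6 controls), 1920 of 15372, and 1707 were higher and 1165 lower at CKD3/4 (5 cats), 2872 in all. PADI1, an enzyme that converts arginine in proteins to citrulline, had the highest fold change at either stage, 7.88 ± 1.59 (adjusted p = 0.0456) at CKD1/2 and 8.95 ± 1.67 (adjusted p = 0.00744) at CKD3/4. It was at 0.0321 CPM in controls, near the floor, and at 10.5 ± 16.1 (CKD1/2) and 22.2 ± 33.3 (CKD3/4; SD). CD68 (3.81 ± 0.94, log2 fold change ± standard error), a lysosomal protein of macrophages, was among the highest at CKD1/2, and the keratin KRT17 (7.44 ± 1.32) and the mucin MUC4 (7.54 ± 1.50) at CKD3/4. KRT17 and MUC4 were also near the floor in controls (0.0861 and 0.0449 CPM). Of the listed markers of urothelium, the lining of the urinary tract, 1 was measured in the medulla. It was called higher at CKD3/4 too, but not without cat 20. Which cells gave these rises was not tested. Among the lowest at CKD1/2 were the proximal tubule enzyme GATM (-5.63 ± 0.83) and the podocyte protein NPHS1 (-5.33 ± 1.42). SLC34A1, the proximal tubule phosphate carrier, was at -4.51 ± 1.67 in the CKD3/4 group. The 2 stages shared 621 higher and 418 lower genes, 1039 in all (54.1% of the CKD1/2 genes), and none moved in opposite directions in this edgeR fit. With DESeq2 1784 of 1786 shared genes went the same way, and in one fit of all 40 libraries 1873 of 1876. Independent lists of these lengths would share 104 and 74.4, but both stages are compared with the same 6 controls. In 100 simulations of unchanged groups against shared controls each gene was drawn independently, which leaves out genes that vary together. Lists of the same length shared a median of 704 genes (highest 750), and at the threshold a median of 0 (highest 1; edgeR). With 3 controls for each stage edgeR called no CKD1/2 gene in 10 of 20 assignments, which say little on sharing. The others shared up to 470 genes. With controls 02, 05 and 06 for CKD1/2, 470 were shared of 5202 and 1353 calls, 248 of them in the same direction. With controls 02, 03 and 05, 156 were shared of 1442 and 1601 calls, 146 of them in the same direction. In the rest all or nearly all shared genes went the same way. Of the 6 podocyte genes 3 were lower at CKD1/2 and 1, SYNPO, higher (median log2 fold change -2.95), and 6 of 11 proximal tubule markers were lower (median -3.73). With the podocyte covariate edgeR called 0 genes at CKD1/2 (DESeq2 without it 3206; 4016 at an unadjusted p below 0.05 without it), 2196 at CKD3/4 and 0 in both. The CKD1/2 count was 1 without control cat 02, 2 without control cat 05 or 06, 65, 154, 550 or 1249 without CKD1/2 cat 16, 11, 07 or 15, and 3076 without cat 10. At CKD3/4 it was 1391, 1734 or 1891 without CKD3/4 cat 20, control cat 06 or CKD3/4 cat 18, with 608 shared genes without cat 20. Control cats 02, 05 and 06, without which the CKD1/2 count fell most, had the highest podocyte scores of the control medullas. Their scores were 6.58, 6.86 and 6.61, and those of control cats 01, 03 and 04 were 4.82, 5.64 and 1.83.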

In the medulla, there are 1995 DEGs in CKD1/2, and 2484 DEGs in CKD3/4 versus control (Fig. 1E, F), between which 879 (879/1995 = 44.1%) are in common.

Protein expression follows similar spatiotemporal patterns. In the cortex, there is no differentially expressed protein (DEP) identified in CKD1/2, but 1107 DEPs in CKD3/4 when compared with control. In the medulla, there is no DEP in CKD1/2, and 226 DEPs in CKD3/4. The PCA plot shows a clear separation between CKD groups and control group in the cortex, but not medulla (Fig. 1G, H).

No significant sex effect on the global profiles of metabolome, transcriptome, or proteome is observed (Supplementary Fig. 2A–C).

### Deranged renal energy metabolism in feline CKD

#### Impaired FA transport (FAT) and oxidation in mitochondria and peroxisomes

Long-chain FA (LCFA) β-oxidation (FAO) generates acetyl-CoA, which enters the tricarboxylic acid (TCA) cycle to produce ATP via OXPHOS (Fig. 2A). The acyl-CoA dehydrogenase (ACAD), which catalyzes the first rate-limiting step of FAO, has many different isomeric forms with different substrate specificities. In protein expression, several ACAD isomeric proteins are downregulated in CKD3/4 group versus control group (all *P* < 0.05, Fig. 2B). Protein expression of the mitochondrial trifunctional protein (MTP) beta subunit (HADHB) protein is reduced in CKD3/4 versus control, but the difference does not reach a statistical significance (*P* = 0.07, Fig. 2B).

**Fig. 2:**
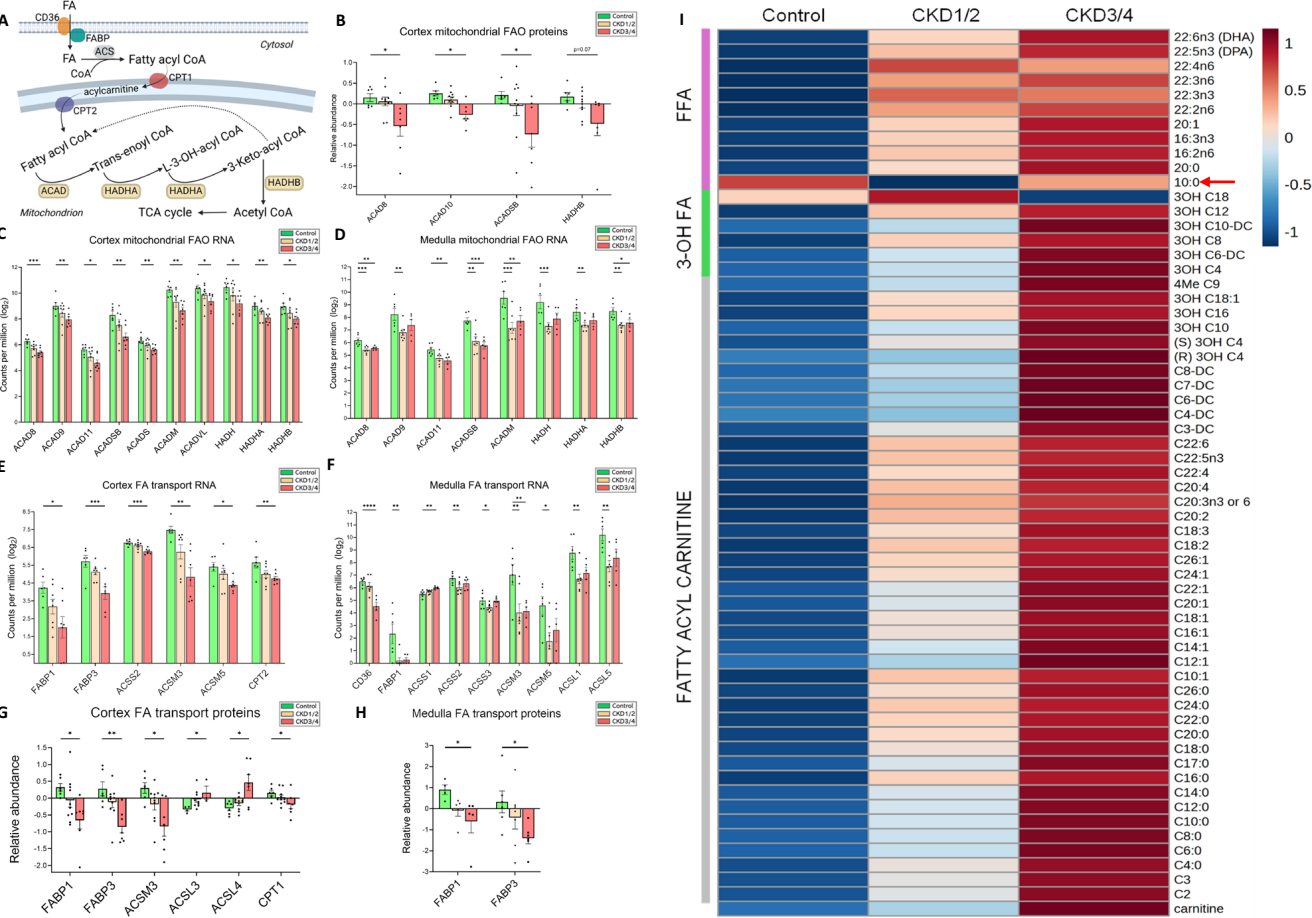
Aberrant FAO in feline CKD. **A** Schematic of FAT and FAO. Uptake of FAs into the cytoplasm through FAT proteins CD36 and FABPs, and transport into mitochondrial matrix through ACS and CPT-mediated carnitine shuttle pathway. The MTP complex is composed of 4 HADHA and 4 HADHB subunits and is specific for LCFA β-oxidation. In mitochondria, ACADs catalyze the first and rate-limiting step of FAO, while HADHA and HADHB are responsible for the rest of three reactions. **B** Expression of FAO enzyme proteins in the cortex. Negative values in protein expression are the results of log2 transformation on data <1. **C**, **D** Expression of FAO genes in the cortex and medulla, respectively. **E**, **F** Expression of FAT genes in the cortex and medulla, respectively. **G**, **H** Expression of FAT proteins in the cortex and medulla, respectively. **I** Heatmap is created using the mean concentrations of serum FFAs, 3-OH FAs, fatty acyl carnitines, and carnitine of the three groups: control, CKD1/2, and CKD3/4. Red arrow points to capric acid (C10:0). Color key for metabolite concentration: maroon (high) and blue (low). Sample size for RNA-seq experiments in the cortex (**C**, **E**): control (*n* = 6), CKD1/2 (*n* = 8), CKD3/4 (*n* = 7); in the medulla (**D**, **F**): control (*n* = 6), CKD1/2 (*n* = 7), CKD3/4 (*n* = 5); Sample size for proteomics experiments in the cortex (**B**, **G**): control (*n* = 6), CKD1/2 (*n* = 10), and CKD3/4 (*n* = 7) and in the medulla (**H**): control (*n* = 6), CKD1/2 (*n* = 7), and CKD3/4 (*n* = 6). Error bars represent the SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Panel A was created in BioRender.com. FA fatty acid, LCFA long-chain fatty acid, FAT FA transport, FAO FA oxidation, CD36 FA translocase, FABP FA binding protein, ACS acyl-CoA synthetase, CPT carnitine palmitoyltransferase, MTP mitochondrial trifunctional protein, HADHA MTP alpha subunit, HADHB MTP beta subunit, ACAD acyl-CoA dehydrogenases, FFA free fatty acid, 3-OH FA 3-hydroxy fatty acid.

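Acyl-CoA dehydrogenases differ in their substrates, and several of them catalyse the first step of each round of mitochondrial β-oxidation. Of their genes 7 were examined, ACADM, ACADS, ACADSB, ACADVL, ACAD8, ACAD9 and ACAD11. All 7 fell in the cortex at CKD3/4, each in 7 of 7 cats, with ACADM, the medium-chain enzyme, 2.40-fold lower (-1.27 ± 0.35, adjusted p = 0.0206). ACADSB, which acts on branched short chains, had the largest fall there (-1.47 ± 0.45, adjusted p = 0.0284), and the others lay between -1.02 and -0.70 (adjusted p from 0.0102 to 0.0608 over the 7). In the medulla at CKD1/2 (7 cats), ACAD8 (-0.75 ± 0.18), ACAD9 (-1.56 ± 0.46), ACADM (-2.06 ± 0.52) and ACADSB (-1.38 ± 0.38) fell (log2 fold change ± standard error), and ACAD11, ACADS and ACADVL did not pass the test (adjusted p from 0.103 to 0.133). At CKD3/4 (5 cats), ACAD8 (-0.64 ± 0.20), ACAD11 (-0.88 ± 0.26), ACADM (-1.66 ± 0.58) and ACADSB (-1.82 ± 0.43) fell in the medulla, each in 5 of 5 cats. None of the 7 passed in the cortex at CKD1/2, where ACADM was at -0.67 (adjusted p = 0.245). These genes were chosen by the study on these samples. They are thus not independent evidence for the list of 22 genes of mitochondrial fatty acid oxidation that holds them. Of that list, 19 genes were lower and 1 higher in the cortex at CKD3/4, the same counts when adjusted over the list alone. Among the 12 genes the paper does not name, 9 were lower. The list's adjusted p = 1.28e-07 from camera at a preset correlation and adjusted p = 0.334 with an estimated correlation. In the medulla 15 were lower at CKD1/2 and 9 at CKD3/4, 8 and 4 of them not named by the paper (20 and 14 adjusted over the list alone). These gave adjusted p = 9.03e-13 and 1.66e-05 from camera and adjusted p = 0.272 and 0.442 with an estimated correlation. Beside these genes, markers of the proximal tubule, the segment richest in them, changed by -1.92 in mean log2 CPM in the cortex at CKD3/4 (exact permutation test, adjusted p = 0.00932 over 12 cell types). Of 11 such markers 6 were lower in the medulla at CKD1/2 and 4 at CKD3/4, with median log2 fold changes of -3.73 and -2.08. The list's lower count was 8 without control cat 05 and 12 with the podocyte covariate in the CKD3/4 cortex, where the higher count was 0 without control cat 04 or 05 or CKD3/4 cat 19, 22 or 23 or with the podocyte covariate (edgeR, 17 of the list at an unadjusted p below 0.05). The lower count was 0 without control cat 02, 05 or 06 or CKD1/2 cat 16 or with the podocyte covariate (edgeR, 3 of the list at an unadjusted p below 0.05), 1 without CKD1/2 cat 11 and 4 without CKD1/2 cat 07 in the CKD1/2 medulla, and 2 with the podocyte covariate, 3 without CKD3/4 cat 20, 4 without control cat 02 and 5 without control cat 05 or 06 or CKD3/4 cat 18 or 22 in the CKD3/4 medulla. Cortical CKD3/4 calls of ACAD9, ACAD11, ACADS and ACADVL ended without control cat 05, also without control cat 04 or with the podocyte covariate for ACAD11, and also without CKD3/4 cat 19, 20 or 23, in one fit of all 40 libraries or with the podocyte covariate for ACADVL (adjusted p then 0.101 to 0.221), and those of ACAD8, ACADM and ACADSB held. All 4 medullary CKD1/2 calls ended without control cat 02, 05 or 06 or CKD1/2 cat 11 or 16 or with the podocyte covariate and also without CKD1/2 cat 07 for ACAD9 and ACADSB (adjusted p then 0.100 to 0.901). CKD3/4 calls of ACAD8, ACAD11 and ACADM ended there without CKD3/4 cat 20 or with the podocyte covariate, also without control cat 02 for ACAD8, also without CKD3/4 cat 18 for ACAD11, and also without control cat 02, 05 or 06 or CKD3/4 cat 18 or 22 for ACADM (adjusted p then 0.101 to 0.191), and that of ACADSB held.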

Gene expression of several ACADs is downregulated in CKD groups compared to control group in the cortex (Fig. 2C) and medulla (Fig. 2D). 

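HADHA and HADHB encode the subunits of the mitochondrial trifunctional protein, which carries long-chain acyl groups through the later steps of β-oxidation. HADH acts on the shorter chains. In the cortex, HADHA was at 336 ± 92.8 CPM at CKD3/4 (SD, n = 7) and 603 ± 197 in controls (n = 6), a 1.80-fold fall (-0.84 ± 0.26, log2 fold change ± standard error, adjusted p = 0.0287). HADH (-0.99, adjusted p = 0.0561) and HADHB (-0.87, adjusted p = 0.0598) fell with it, and all 3 were lower in 7 of 7 cats. For the CKD1/2 medulla the falls were -1.90 for HADH (adjusted p = 0.0529), -1.03 for HADHA (0.0642) and -1.07 for HADHB (0.0596), again below the control mean in every cat. At CKD3/4 in the medulla HADHB fell (-0.89 ± 0.33, adjusted p = 0.0867), while HADH was at -1.29 (adjusted p = 0.110) and HADHA at -0.66 (adjusted p = 0.193). HADHA lies on chromosome A3 from 119486124 to 119534882 in the Fca126 annotation, beside HADHB. The cortical calls of HADH and HADHB ended without control cat 05 or CKD3/4 cat 19, 20 or 23, with the podocyte covariate or without both cats 13 and 20 and also without control cat 04 for HADHB (adjusted p then 0.102 to 0.211). The CKD1/2 medullary calls ended without control cat 02, 05 or 06 or CKD1/2 cat 11 or 16 or with the podocyte covariate and also without CKD1/2 cat 07 for HADHA and HADHB (adjusted p then 0.101 to 0.800). That of HADHB at CKD3/4 ended without control cat 02, 05 or 06 or CKD3/4 cat 18, 20 or 22, unfiltered, in a fit of only 2 groups or with the podocyte covariate (adjusted p then 0.121 to 0.217).

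**Figure D2:**
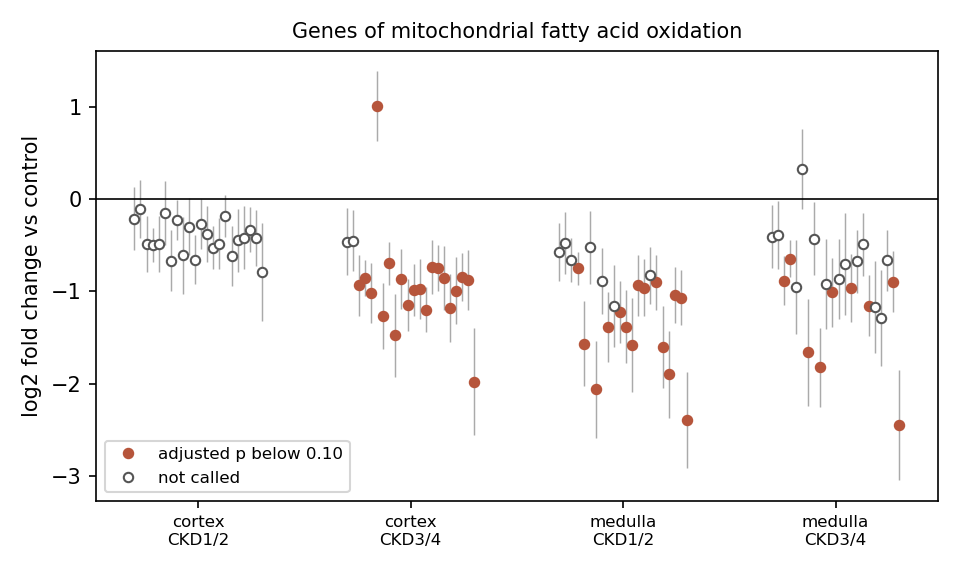
Log2 fold change against control, with standard error, of the 22 genes of mitochondrial fatty acid oxidation in each comparison; filled points passed an adjusted p of 0.10. In the CKD1/2 cortex 0 genes passed, in the CKD3/4 cortex 20, and in the medulla 15 at CKD1/2 and 9 at CKD3/4.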

There is also a downregulation in the gene coding for the 3-hydroxyacyl-CoA dehydrogenase (HADH) for medium-chain fatty acid (MCFA) and short-chain FA (SCFA) β-oxidation, and the genes for MTP alpha subunit (HADHA) and beta subunit (HADHB) for LCFA β-oxidation (Fig. 2C, D). Notably, in the medulla, expression changes of several genes take place in the early stages of CKD (CKD1/2), while in the cortex these changes occur in the late stages of CKD (CKD3/4).

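Whether the change at a stage differed between the tissues was tested for each gene as an interaction, the medullary minus the cortical log2 fold change, over 16294 genes. For ACADM it was -1.36 (standard error 0.61, adjusted p = 0.854) at CKD1/2 and -0.34 (standard error 0.65, adjusted p = 0.974) at CKD3/4. HADH gave -1.44 (standard error 0.58, adjusted p = 0.820) and -0.24 (standard error 0.62, adjusted p = 0.980). HADHA, a subunit of the trifunctional protein, gave -0.67 (standard error 0.39, adjusted p = 0.892) at CKD1/2. ACAD9, which also helps to assemble complex I, gave -1.04 (standard error 0.54, adjusted p = 0.878). No gene of fatty acid oxidation passed the interaction test at either stage by edgeR in this fit, which treats the 2 tissues of a cat as independent. With the cat as replicate block edgeR called 0 genes at either stage too. At an unadjusted p below 0.05 there were then 1992 at CKD1/2 and 2240 at CKD3/4, against 918 and 739 without the block. Chance alone would give a share of about 0.05 of the genes. The counts without the block were near it and those with the block above it, but genes vary together and no single gene passed. For the 22 genes together, the mean log2 CPM of the medulla minus that of the cortex of the same cat was -1.36 ± 0.45 at CKD1/2 (SD, n = 6 cats) and -0.50 ± 0.54 in controls (n = 6). The difference was -0.86 (exact two-sided permutation test, p = 0.0195, adjusted p = 0.253 over 78 tests of 39 lists). At CKD3/4 (n = 5) that difference was 0.06 (adjusted p = 0.957 by exact permutation). The paper states that several genes change in the early stages in the medulla and in the late stages in the cortex. Its discussion names differences in vascular anatomy and metabolic activity as a possible part of the reason.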

Uptake of FA is mediated by fatty acid translocase (CD36) and fatty acid biding proteins (FABPs). FAs in the cytosol are transported into mitochondrial matrix by acyl-CoA synthetases (ACSs) and carnitine palmitoyltransferases (CPT1 and CPT2) for β-oxidation (Fig. 2A). 

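Among genes that take up, bind or activate fatty acids, ACSM3, a medium-chain acyl-CoA synthetase, fell 4.21-fold in the cortex at CKD3/4 (-2.07 ± 0.54, log2 fold change ± standard error, adjusted p = 0.0162). FABP1 (-1.71 ± 0.61) and FABP3 (-1.60 ± 0.35), which bind fatty acids in the cytosol, fell with it. CPT2 (-1.01 ± 0.29), which returns acylcarnitines to acyl-CoA inside the mitochondrion, ACSM5 (-1.07 ± 0.37) and ACSS2 (-0.48 ± 0.11) also fell, all 6 in 7 of 7 cats (adjusted p from 0.00870 to 0.0504). The long-chain synthetases ACSL1 (-1.23, adjusted p = 0.126) and ACSL5 (-0.85, adjusted p = 0.124) and the carrier CD36 (-0.71, adjusted p = 0.251) did not pass there. In the CKD1/2 medulla FABP1 fell most (-4.25 ± 1.23, adjusted p = 0.0627), with ACSL1 (-2.02 ± 0.57), ACSL5 (-2.15 ± 0.59) and ACSM3 (-2.52 ± 0.82). ACSM5 (-2.46, adjusted p = 0.110), ACSS2 (-0.69, adjusted p = 0.106) and CPT2 (-0.81, adjusted p = 0.111) did not pass. At CKD3/4 in the medulla CD36 fell to 29.8 ± 13.7 CPM (SD, n = 5) from 107 ± 23.5 in controls (n = 6; -1.85 ± 0.35, adjusted p = 0.00778). ACSL1 (-1.67 ± 0.63) and ACSM3 (-3.27 ± 0.96) fell too, and ACSS1, which activates acetate, rose (0.45 ± 0.13, adjusted p = 0.0403). Of 24 genes of fatty acid transport, of which 21 were measured, 8 were lower and 2 higher in the CKD3/4 cortex (10 and 2 adjusted over the list alone). The counts were 4 and 1 in the CKD1/2 medulla (10 and 1 adjusted over the list alone), and 3 and 1 at CKD3/4 (3 and 1 adjusted over the list alone). The list's adjusted p from camera was 0.00118, 0.00117 and 0.0229, and adjusted p = 0.334, 0.272 and 0.475 with an estimated correlation. The study chose its transport genes on these samples, and of the 10 listed genes it does not name, 2 were lower and 2 higher in the CKD3/4 cortex, and 0 lower and 1 higher in the CKD1/2 medulla. In the CKD3/4 medulla 0 of these were lower and 0 higher, and in the CKD1/2 cortex 0 were lower and 2 higher. Markers of the distal convoluted tubule moved down in the CKD1/2 medulla, 2 of 3 being lower (median log2 fold change -4.49). So did those of the proximal tubule, 6 of 11 being lower (median -3.73), with 7 in the CKD3/4 cortex (median -1.33) and 4 in the CKD3/4 medulla (median -2.08). The count of lower genes was 4 in one fit of all 40 libraries and 5 without control cat 04 or 05 or with the podocyte covariate in the CKD3/4 cortex, 0 without control cat 02, 05 or 06 or CKD1/2 cat 07, 11 or 16 or with the podocyte covariate (edgeR, 1 of the list at an unadjusted p below 0.05), 7 without control cat 03 or without CKD3/4 cat 20, 8 with edgeR's newer dispersion method, 9 without control cat 04 or with DESeq2, 10 in one fit of all 40 libraries and 12 without CKD1/2 cat 10 in the CKD1/2 medulla, and 1 without CKD3/4 cat 20 or with the podocyte covariate, 5 with DESeq2 and 6 in one fit of all 40 libraries in the CKD3/4 medulla. That of higher genes was 0 without control cat 04 or 05 or CKD3/4 cat 20 or without both cats 13 and 20 and 1 without control cat 01, in one fit of all 40 libraries or with the podocyte covariate in the CKD3/4 cortex, and 0 without control cat 02, 05 or 06 or CKD1/2 cat 07, 08, 11 or 16 or with the podocyte covariate (edgeR, 1 of the list at an unadjusted p below 0.05) in the CKD1/2 medulla. Without CKD1/2 cat 10 FABP1 was at -6.40 (adjusted p = 0.0167), ACSM3 at -3.24 (adjusted p = 0.0286) and ACSL1 at -2.61 (adjusted p = 0.0171) there. Single changes ended the cortical calls of ACSM5 and FABP1 without control cat 05 or in one fit of all 40 libraries, also without control cat 04 for ACSM5, and also with the podocyte covariate for FABP1 (adjusted p then 0.104 to 0.270), and those of ACSM3, CPT2, FABP3 and ACSS2 held. In the medulla they ended all 4 CKD1/2 calls without control cat 02, 05 or 06 or CKD1/2 cat 07, 11 or 16 or with the podocyte covariate and also without CKD1/2 cat 08 or 14 for ACSM3 (adjusted p then 0.104 to 0.962). At CKD3/4 that of CD36 held, and those of ACSL1 and ACSM3 ended without CKD3/4 cat 20 or with the podocyte covariate and also without control cat 02, 05 or 06 or CKD3/4 cat 18, 22 or 23, unfiltered or in a fit of only 2 groups for ACSL1 (adjusted p then 0.104 to 0.267).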

In gene expression, a downregulation of several genes associated with FAT is observed in CKD3/4 in the cortex (all *P* < 0.05, Fig. 2E), and in both CKD1/2 and CKD3/4 in the medulla (all *P* < 0.05, Fig. 2F) compared with control. FABP1 and FABP3 proteins are also downregulated in CKD3/4 group in the cortex (Fig. 2G) and medulla (Fig. 2H) versus control (all *P* < 0.05). In addition, CPT1 and ACSM3 enzyme proteins are downregulated, while ACSL3 and ACSL4 are upregulated in CKD3/4 in the cortex (all *P* < 0.05, Fig. 2G).

In the circulation, many species of free FAs (FFAs) and FAO intermediates, including 3-hydroxy FAs (3-OH FAs) and fatty acyl carnitines (Fig. 2I) accumulate in cats with CKD when compared with control cats, signifying impaired FAO^24^, with the exception of 3-hydroxystearate (3OH C18) and capric acid (C10:0, red arrow). The concentration of capric acid, an MCFA, is reduced in both CKD groups compared to the control group.

While LCFAs and MCFAs are oxidized in the mitochondria, very long-chain FAs (VLCFAs) with 22 to 26 carbon units are almost exclusively oxidized in the peroxisome^25^. Peroxisomal VLCFA β-oxidation depends on the rate-limiting enzyme acyl-CoA oxidase 1 (ACOX1) and acetyl-CoA acyltransferase 1 (ACAA1) (Supplementary Fig. 3A). In the cortex and medulla, gene expression of *ACOX1* and *ACAA1* is downregulated in CKD versus control groups (Supplementary Fig. 3B, C). 

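ACAA1 encodes the thiolase that closes a round of peroxisomal β-oxidation. ACAA1 fell 1.80-fold in the cortex at CKD3/4 (-0.85 ± 0.28, log2 fold change ± standard error, adjusted p = 0.0369) and was at -0.92 ± 0.32 (adjusted p = 0.0907) in the CKD1/2 medulla, lower in 7 of 7 cats in each. It was at -0.44 (adjusted p = 0.410) in the CKD3/4 medulla. Of 17 peroxisomal genes, of which 16 were measured, 7 were lower in the CKD3/4 cortex, 4 in the CKD1/2 medulla and 3 in the CKD3/4 medulla, and none was higher (8, 11 and 3 adjusted over the list alone). Its adjusted p = 0.00253 from camera at a preset correlation and adjusted p = 0.367 with an estimated correlation in the CKD3/4 cortex. For the CKD1/2 medulla they were adjusted p = 1.75e-05 and adjusted p = 0.272 with an estimated correlation. Without the genes named by the study, which it chose on these samples, 4 of 13 were lower in the CKD3/4 cortex, 2 in the CKD1/2 medulla and 1 in the CKD3/4 medulla. Proximal tubule markers in the CKD3/4 cortex differed from control by -1.92 in mean log2 CPM (exact permutation test, adjusted p = 0.00932), and in the medulla 6 (CKD1/2) and 4 (CKD3/4) of 11 were lower. The count was 3 without control cat 05 and 4 without control cat 04 or CKD3/4 cat 19, 20 or 23, with the podocyte covariate or without both cats 13 and 20 in the CKD3/4 cortex, 0 without control cat 02, 05 or 06 or with the podocyte covariate (edgeR, 1 of the list at an unadjusted p below 0.05), 1 without CKD1/2 cat 11 or 16, 2 without CKD1/2 cat 07, 7 in one fit of all 40 libraries and 10 without CKD1/2 cat 10 in the CKD1/2 medulla, and 1 without control cat 05 or CKD3/4 cat 20 or with the podocyte covariate in the CKD3/4 medulla. The cortical call of ACAA1 ended without control cat 05 (adjusted p then 0.157). The CKD1/2 medullary call of ACAA1 ended without control cat 02, 05 or 06 or CKD1/2 cat 07, 11, 14, 15 or 16, unfiltered or with the podocyte covariate (adjusted p then 0.107 to 0.909).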

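ACOX3 encodes the peroxisomal acyl-CoA oxidase of branched chains and lies on chromosome B1 from 202101384 to 202143581 in the Fca126 annotation. It fell in the cortex at CKD3/4 (-1.14 ± 0.35, log2 fold change ± standard error, adjusted p = 0.0310), lower in 7 of 7 cats, a 2.20-fold difference. It fell in the medulla at both stages (-2.12 ± 0.44 (adjusted p = 0.0456) at CKD1/2 and -1.46 ± 0.48 (adjusted p = 0.0611) at CKD3/4), in every cat of either group. ACOX3 in the CKD1/2 cortex was below the control mean in 8 of 9 cats (-0.61 ± 0.33, adjusted p = 0.283) and did not pass. The cortical call held in every alternative, and that of the CKD1/2 medulla ended without control cat 02, 05 or 06 or with the podocyte covariate (adjusted p then 0.121 to 0.591). That of the CKD3/4 medulla ended without control cat 02, 05 or 06 or CKD3/4 cat 20 or 22, in a fit of only 2 groups or with the podocyte covariate (adjusted p then 0.104 to 0.266).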

Expression of *ACOX3 gene*, which encodes an enzyme for branched-chain FA (BCFA) α-oxidation, is also downregulated in CKD (Supplementary Fig. 3B, C).

#### Evidence of disrupted renal glucose homeostasis in CKD

Glucose oxidation yields less ATP per molecule than FAO but requires less oxygen. Glucose metabolism generates pyruvate, which can be converted to acetyl-CoA to feed the TCA cycle and OXPHOS under aerobic conditions (Fig. 3A), or lactate under anaerobic conditions (Fig. 3B). In protein expression, several enzyme proteins, including a member of the phosphofructokinase (PFK) family (i.e. PFKP), triosephosphate isomerase 1 (TPI1), glyceraldehyde 3-phosphate dehydrogenase (GAPDH), and phosphoglycerate mutase 1 (PGAM1) are upregulated in CKD3/4 versus control in the cortex (Fig. 3C). In contrast, gene expression of aldolase B (ALDOB) and PFKM, another member of the PFK family, is downregulated in CKD3/4 in the cortex and in CKD1/2 in the medulla (all *P* < 0.05, Fig. 3D, E). 

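PFKM, a phosphofructokinase isoform, fell in the CKD3/4 cortex (-0.64 ± 0.12, log2 fold change ± standard error, adjusted p = 0.00429) and the CKD3/4 medulla (-0.55 ± 0.15, adjusted p = 0.0294), in 7 of 7 and 5 of 5 cats. At CKD1/2 in the medulla it was at -0.23 ± 0.13 (adjusted p = 0.280) and did not pass. Other glycolytic genes lower in the CKD3/4 cortex were GPI (-0.45 ± 0.14), PGAM2 (-1.52 ± 0.61) and ENO4 (-1.43 ± 0.54). Of 21 glycolysis genes, of which 19 were measured, 7 were lower and 3 higher in the CKD3/4 cortex (8 and 3 adjusted over the list alone). In the CKD1/2 medulla 3 were lower and 1 higher (the same counts adjusted over the list alone). The tests gave adjusted p = 0.104 and 0.745 from camera. Of the 13 that the study, which chose its genes on these samples, does not name, 2 were lower and 2 higher in the CKD3/4 cortex. Distal convoluted tubule markers were -1.44 in mean log2 CPM there against control (exact permutation test, adjusted p = 0.0157), and proximal tubule markers -1.92 (adjusted p = 0.00932). Medullas at CKD1/2 had 6 of 11 proximal tubule markers lower, with a median log2 fold change of -3.73. PFKM was called in every alternative in both CKD3/4 tissues. The counts of lower and higher genes were 4 without control cat 05 or CKD3/4 cat 20 or 23, in one fit of all 40 libraries or with the podocyte covariate, and 1 without control cat 02, 04 or 05 or CKD3/4 cat 19 or 20 or with the podocyte covariate, in the CKD3/4 cortex. They were 0 without control cat 02, 05 or 06 or CKD1/2 cat 11 or 16 or with the podocyte covariate (edgeR, 2 of the list at an unadjusted p below 0.05) and 1 without CKD1/2 cat 07 or 15 or with the other filter reading, and 0 without control cat 02, 05 or 06 or CKD1/2 cat 11 or 16 or with the podocyte covariate (edgeR, 2 of the list at an unadjusted p below 0.05) and 2 without control cat 04 or CKD1/2 cat 14, with DESeq2 or in one fit of all 40 libraries, in the CKD1/2 medulla.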

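Enolases convert 2-phosphoglycerate to phosphoenolpyruvate near the end of glycolysis. The genes ENO4 and ENO2 moved in opposite directions in the medulla at CKD1/2 (7 cats, 6 controls). ENO4 was 3.08-fold lower (-1.62 ± 0.44, log2 fold change ± standard error, adjusted p = 0.0549), in 7 of 7 cats. ENO2, the neuronal isoform, was 2.09-fold higher (1.06 ± 0.31, adjusted p = 0.0638), in 7 of 7. At CKD3/4 neither passed in the medulla, with ENO4 at -1.02 (adjusted p = 0.164) and ENO2 at 0.59 (adjusted p = 0.242). ENO4 fell in the CKD3/4 cortex (adjusted p = 0.0626), where ENO2 rose by 0.99 ± 0.41 (adjusted p = 0.0844), above the control mean in 5 of 7 cats. The medullary calls of both ended without control cat 02, 05 or 06 or CKD1/2 cat 11 or 16 or with the podocyte covariate (adjusted p then 0.109 to 0.77). Cortical calls ended without control cat 01 or CKD3/4 cat 20 or 23 or without both cats 13 and 20, also without CKD3/4 cat 21 or 22 for ENO4, and also without control cat 02, 04 or 05 or CKD3/4 cat 19, unfiltered or with the podocyte covariate for ENO2 (adjusted p then 0.100 to 0.202).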

While enolase 4 (ENO4) gene is downregulated in CKD1/2 in the medulla, ENO2 is upregulated (both *P* < 0.01, Fig. 3E).

**Fig. 3:**
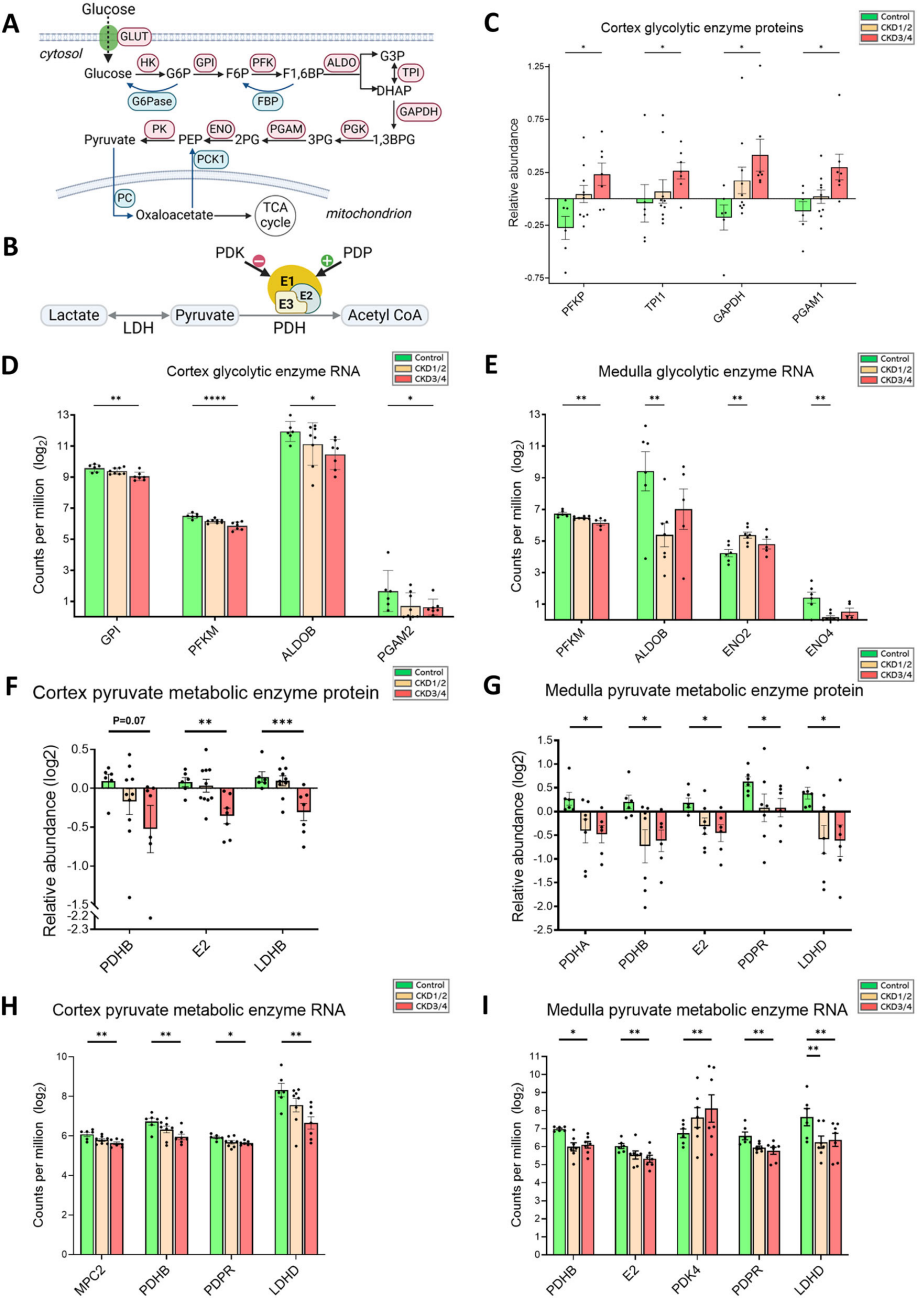
Evidence of disrupted renal glucose homeostasis in CKD. Schematics of (**A**) glucose metabolism and gluconeogenesis, and (**B**) pyruvate metabolism. **C** Protein expression of glycolytic enzymes in the cortex. **D**, **E** Expression of glycolytic genes in the cortex and medulla, respectively. **F**, **G** Protein expression of pyruvate metabolism enzyme proteins in the cortex and medulla, respectively. **H**, **I** Expression of genes coding for pyruvate metabolism enzymes in the cortex and medulla, respectively. Bar plots show means and SEM from the data. Negative values in protein expression are the results of log2 transformation of data <1. Sample size for RNA-seq experiments in the cortex (**D**, **H**): control (*n* = 6), CKD1/2 (*n* = 8), CKD3/4 (*n* = 7); in the medulla (**E**, **I**): control (*n *= 6), CKD1/2 (*n* = 7), CKD3/4 (*n* = 5); Sample size for proteomics experiments in the cortex (**C**, **F**): control (*n* = 6), CKD1/2 (*n* = 10), and CKD3/4 (*n* = 7); in the medulla (**G**): control (*n* = 6), CKD1/2 (*n* = 7), and CKD3/4 (*n* = 6). Error bars represent the SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Panels (**A**, **B**) were created in BioRender.com. G6P glucose 6-phosphate, F6P fructose 6-phosphate, F1,6BP fructose 1,6-bisphosphate, G3P glyceraldehyde-3-phosphate, 1,3BPG 1,3-bisphosphoglycerate, 3PG 3-phosphoglycerate, 2PG 2-phosphoglycerate, PEP phosphoenolpyruvate, HK hexokinase, GPI glucose 6-phosphate isomerase, PFK phosphofructokinase, ALDO aldolase, TPI triosephosphate isomerase, GAPDH glyceraldehyde 3-phosphate dehydrogenase, PGK phosphoglycerate kinase, PGAM phosphoglycerate mutase, ENO enolase, PK pyruvate kinase, G6Pase glucose 6-phosphatase, FBP fructose 1,6-bisphosphatase, PCK1 phosphoenolpyruvate carboxykinase 1, PC pyruvate carboxylase, LDH lactate dehydrogenase, PDH pyruvate dehydrogenase, PDK pyruvate dehydrogenase kinase, PDP pyruvate dehydrogenase phosphatase, E1,E2,E3 pyruvate dehydrogenase complex subunits E1, E2, E3.

Pyruvate dehydrogenase (PDH) complex (PDC) is composed of three catalytic components, namely, E1 (PDH), E2 (dihydrolipoamide transacetylase), and E3 (dihydrolipoamide dehydrogenase), and two regulatory components, PDH kinase (PDK) and PDH phosphatase (PDP) (Fig. 3B). The E1 enzyme is a heterotetramer of two alpha (PDHA) and two beta (PDHB) subunits. Protein expression of E2 is downregulated in the cortex and medulla (both *P* < 0.05, Fig. 3F, G, respectively), and that of PDHA and PDHB is downregulated in the medulla in CKD3/4 versus control (both *P* < 0.05, Fig. 3G). The level of PDHB protein is reduced in the cortex, but the change doesn’t reach a statistical significance (*P* = 0.07, Fig. 3F). In addition, protein expression of the LDH subunit B (LDHB) in the cortex (Fig. 3F) and lactate dehydrogenase D (LDHD) in the medulla (Fig. 3G) is downregulated in CKD3/4 versus control (*P* < 0.001 and *P* < 0.05, respectively). In gene expression, *PDHB* is downregulated in CKD3/4 in the cortex (*P* < 0.01, Fig. 3H) and medulla (*P* < 0.05, Fig. 3I), and *E2* is downregulated in the medulla (*P* < 0.01, Fig. 3I). 

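PDHB encodes the β subunit of the pyruvate dehydrogenase E1 enzyme and DLAT the E2 enzyme, which passes the acetyl group to coenzyme A. PDHB fell 1.67-fold in the CKD3/4 cortex (-0.74 ± 0.21, log2 fold change ± standard error, adjusted p = 0.0222), in 7 of 7 cats, and DLAT was at -0.72 ± 0.32 (adjusted p = 0.112). The CKD3/4 medulla had both lower in 5 of 5 cats, with DLAT at -0.98 ± 0.27 (adjusted p = 0.0348) and PDHB at -0.76 ± 0.27 (adjusted p = 0.0784). PDHB fell at CKD1/2 in the medulla (-0.70 ± 0.24, adjusted p = 0.0925), in 6 of 7 cats. DLAT did not pass there (-0.43, adjusted p = 0.279). PDHB in the cortex and DLAT in the medulla at CKD3/4 were called in every alternative. The call of PDHB ended at CKD3/4 in the medulla without control cat 01, 02, 04, 05 or 06 or CKD3/4 cat 17, 20 or 22, unfiltered or with the podocyte covariate (adjusted p then 0.102 to 0.185). At CKD1/2 it ended without control cat 01, 02, 05 or 06 or CKD1/2 cat 07, 11, 14, 15 or 16, unfiltered or with the podocyte covariate (adjusted p then 0.107 to 0.678).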

The PDP activates PDC by dephosphorylating E1, while PDK phosphorylates E1, which in turn inactivates PDC (Fig. 3B). In CKD, *PDPR*, a PDP regulatory subunit, is downregulated in the cortex and medulla (*P* < 0.05 and *P* < 0.01, Fig. 3H, I, respectively), while *PDK4*, which is highly expressed in the kidney^26^, is upregulated in the medulla (*P* < 0.01, Fig. 3I). 

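PDPR encodes the regulatory subunit of pyruvate dehydrogenase phosphatase, and PDK4 a kinase that switches the complex off. PDPR fell in the CKD3/4 medulla (-0.58 ± 0.19, adjusted p = 0.0644), in 5 of 5 cats. It was at -0.31 ± 0.14 (adjusted p = 0.121) in the CKD3/4 cortex, where 7 of 7 cats lay below the control mean. PDK4 rose 5.05-fold in the CKD3/4 medulla (2.34 ± 0.69, adjusted p = 0.0426), above the control mean in 4 of 5 cats. It was at 1.38 ± 0.65 (adjusted p = 0.129) in the CKD3/4 cortex and 1.12 (adjusted p = 0.272) in the CKD1/2 medulla. Of 17 genes of pyruvate metabolism, all measured, 8 were lower and 1 higher in the CKD3/4 medulla (9 and 1 adjusted over the list alone). Further, 5 were lower in the CKD3/4 cortex (8 adjusted over the list alone) and 4 in the CKD1/2 medulla (7). Camera gave adjusted p = 0.00127, 0.00527 and 6.10e-04 in that order, and adjusted p = 0.442, 0.379 and 0.282 with an estimated correlation. LDHD, a mitochondrial lactate dehydrogenase of that list, fell in all 3 (-1.73 ± 0.52, -1.57 ± 0.42 and -1.58 ± 0.47, log2 fold change ± standard error). The study's genes were chosen on these samples, and of the 11 others 2 were lower in the CKD3/4 cortex, 2 in the CKD1/2 medulla and 4 in the CKD3/4 medulla. Proximal tubule markers moved in that tissue too, 4 of 11 being lower (median log2 fold change -2.08), with 7 in the CKD3/4 cortex (median -1.33) and 6 in the CKD1/2 medulla (median -3.73). The count of lower genes was 1 without CKD3/4 cat 20, 3 without control cat 01 or 04, unfiltered or with the podocyte covariate and 4 without control cat 02, 05 or 06 or CKD3/4 cat 18 or 22 in the CKD3/4 medulla. It was 3 without control cat 05 or with the podocyte covariate, 8 with DESeq2, 9 without control cat 03 and 10 in a fit of only 2 groups in the CKD3/4 cortex, and 0 without control cat 02, 05 or 06 or CKD1/2 cat 11 or 16 or with the podocyte covariate (edgeR, 1 of the list at an unadjusted p below 0.05), 1 without CKD1/2 cat 07, 2 without CKD1/2 cat 15 or unfiltered and 8 without CKD1/2 cat 10 in the CKD1/2 medulla. The call of PDK4 held in every alternative, and that of PDPR ended without control cat 01, 04 or 06 or CKD3/4 cat 18 or 20, unfiltered, in a fit of only 2 groups or with the podocyte covariate (adjusted p then 0.101 to 0.156). Those of LDHD ended in the CKD3/4 medulla without control cat 05 or CKD3/4 cat 20 or with the podocyte covariate (adjusted p then 0.105 to 0.119), and in the CKD1/2 medulla without control cat 02, 05 or 06 or CKD1/2 cat 07, 11 or 16 or with the podocyte covariate (adjusted p then 0.116 to 0.702).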

Finally, expression of *MPC2*, a pyruvate carrier and transporter, is downregulated in CKD3/4 in the cortex (*P* < 0.01, Fig. 3H).

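MPC2, a subunit of the carrier that brings pyruvate into the mitochondrion, fell 1.32-fold in the cortex at CKD3/4 (-0.41 ± 0.12, log2 fold change ± standard error, adjusted p = 0.0258) and was lower in 7 of 7 cats. The CKD1/2 cortex was at -0.21 ± 0.11 (adjusted p = 0.279). The medulla gave larger fold changes with larger errors, -0.59 ± 0.26 (adjusted p = 0.163) at CKD1/2 and -0.54 ± 0.29 (adjusted p = 0.219) at CKD3/4. The cortical call ended in one fit of all 40 libraries (adjusted p then 0.151).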

The kidney is one of the two organs with sufficient activities of gluconeogenic enzymes, particularly glucose 6-phosphatase (G6Pase), for glucose synthesis and release^27^ (Fig. 3A, blue arrows). Gene expression of G6Pase catalytic subunit 1 (*G6PC1*), and fructose-1,6-bisphosphatases (*FBP1*, *FBP2*), is decreased in CKD3/4 in the cortex (all *P* < 0.01, Supplementary Fig. 4A), and in CKD1/2 in the medulla (*P* < 0.05, *P* < 0.001, *P* < 0.01, respectively, Supplementary Fig. 4B) versus control. 

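G6PC1 encodes the glucose-6-phosphatase that releases free glucose, and FBP1 and FBP2 encode fructose-1,6-bisphosphatases of the step before it. All 3 fell in the CKD3/4 cortex in 7 of 7 cats, G6PC1 4.56-fold (-2.19 ± 0.66, log2 fold change ± standard error, adjusted p = 0.0278), FBP1 2.70-fold (-1.43 ± 0.36, adjusted p = 0.0143) and FBP2 2.39-fold (-1.25 ± 0.39, adjusted p = 0.0310). FBP1 (-2.65 ± 0.73, adjusted p = 0.0586) and FBP2 (-1.97 ± 0.55, adjusted p = 0.0596) fell in the CKD1/2 medulla too, and FBP1 was at -3.29 (adjusted p = 0.0212) without CKD1/2 cat 10. There G6PC1, lower in 7 of 7 cats with a wide spread, was at -3.03 ± 1.20 (adjusted p = 0.127). G6PC1 fell in the CKD3/4 medulla (-3.84 ± 1.43, adjusted p = 0.0900), where FBP1 (-1.43, adjusted p = 0.233) and FBP2 (-1.10, adjusted p = 0.236) did not pass. Of 8 gluconeogenic genes, 4 were lower in the CKD3/4 cortex, 4 in the CKD1/2 medulla and 1 in the CKD3/4 medulla, and none was higher (4, 6 and 0 adjusted over the list alone). The list's adjusted p = 0.00209 from camera at a preset correlation and adjusted p = 0.335 with an estimated correlation in the CKD3/4 cortex. The CKD1/2 medulla gave adjusted p = 4.88e-05 and adjusted p = 0.272 with an estimated correlation. Of the 4 genes that the study, which chose its own on these samples, does not name, 1 was lower in the CKD3/4 cortex and 2 in the CKD1/2 medulla. Markers of the proximal tubule, where these genes are expressed, changed in the cortex by -1.92 in mean log2 CPM at CKD3/4 (exact permutation test, adjusted p = 0.00932), and those of the collecting duct by -0.71 (adjusted p = 0.0210). Medullas had 6 of 11 proximal tubule markers lower at CKD1/2 (median log2 fold change -3.73) and 4 at CKD3/4 (-2.08). The list's count was 0 without control cat 02, 05 or 06 or CKD1/2 cat 07, 11 or 16 or with the podocyte covariate (edgeR, 0 of the list at an unadjusted p below 0.05) and 7 without CKD1/2 cat 10 in the CKD1/2 medulla, and 0 without control cat 01, 02, 05 or 06 or CKD3/4 cat 18, 20, 22 or 23, unfiltered or with the podocyte covariate (edgeR, 1 of the list at an unadjusted p below 0.05) and 2 in one fit of all 40 libraries in the CKD3/4 medulla. FBP2's cortical call ended with the podocyte covariate (adjusted p then 0.109), and the CKD1/2 medullary calls without control cat 02, 05 or 06 or CKD1/2 cat 07, 11 or 16 or with the podocyte covariate (adjusted p then 0.105 to 0.990). That of G6PC1 in the CKD3/4 medulla ended without control cat 01, 02, 05 or 06 or CKD3/4 cat 18, 20, 22 or 23, unfiltered or with the podocyte covariate (adjusted p then 0.101 to 0.260).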

Gene expression of mitochondrial pyruvate carboxylase (*PC*) is also downregulated in CKD1/2 versus control in the medulla (*P* < 0.01, Supplementary Fig. 4 B).

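PC, which carboxylates pyruvate to oxaloacetate, had a log2 fold change of -1.51 ± 0.59 (log2 fold change ± standard error, adjusted p = 0.126) in the medulla at CKD1/2 and did not pass the test, although 7 of 7 cats lay below the control mean. At CKD3/4 in the medulla PC was at -0.31 ± 0.64 (adjusted p = 0.772), below the control mean in 3 of 5 cats. In the cortex it was at -0.16 ± 0.30 (adjusted p = 0.759) at CKD1/2 and -0.43 ± 0.31 (adjusted p = 0.333) at CKD3/4. Its adjusted p at CKD1/2 in the medulla ran from 0.0381 to 0.974 over all alternatives.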

#### Evidence of altered ketone metabolism

Monocarboxylate transporters (MCT1 and MCT2) play a crucial role in facilitating the uptake of ketones from the bloodstream into extrahepatic cells, where ketones undergo oxidation to produce ATP (Fig. 4A). The concentration of β-hydroxybutyric acid (BHBA), the main ketone body, is elevated in the blood in CKD3/4 versus control (*P* < 0.001, Fig. 4B). In protein expression, 3-oxoacid CoA-transferase 1 (OXCT1), catalyzing the first and rate-limiting step of ketolysis, is downregulated in CKD3/4 versus control in both cortex and medulla (both *P* < 0.05, Fig. 4C, D). Expression of OXCT1 gene is downregulated in CKD3/4 in the cortex (*P* < 0.001, Fig. 4E), and in both CKD groups in the medulla (both *P* < 0.01, Fig. 4F) compared to control. Additionally, expression of mitochondrial acetyl-CoA acetyltransferase 1 (ACAT1) gene is downregulated in CKD3/4 in the cortex and in CKD1/2 in the medulla (both *P* < 0.01, Fig. 4E, F). 

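OXCT1 encodes the mitochondrial transferase that activates acetoacetate, the step that lets a tissue use ketone bodies. It was at 93.7 ± 32.3 CPM in the cortex at CKD3/4 (SD, n = 7) and 210 ± 64.6 in controls (n = 6), 2.25-fold lower (-1.17 ± 0.30, log2 fold change ± standard error, adjusted p = 0.0147). In the medulla it fell from 381 ± 62.2 CPM to 134 ± 120 at CKD1/2 (n = 7; -1.51 ± 0.50, adjusted p = 0.0840). It was 98.9 ± 56.3 at CKD3/4 (n = 5; -1.95 ± 0.57, adjusted p = 0.0427), below the control mean in every CKD cat. In the cortex OXCT1 was at -0.59 ± 0.28 (adjusted p = 0.223) at CKD1/2. Of 8 genes of ketone metabolism, of which 6 were measured, 3 were lower in the CKD3/4 cortex, 5 in the CKD1/2 medulla and 4 in the CKD3/4 medulla (3, 6 and 5 adjusted over the list alone). From camera the adjusted p = 0.00988, 9.02e-06 and 1.67e-04, and adjusted p = 0.334, 0.272 and 0.435 with an estimated correlation. The study chose its ketone genes on these samples, and 2 of the 2 it does not name were lower in the CKD1/2 medulla, with 1 in the CKD3/4 cortex and 1 in the CKD3/4 medulla. Of 11 proximal tubule markers 7, 6 and 4 were lower in the same 3 comparisons, with median log2 fold changes of -1.33, -3.73 and -2.08. The list's count in the CKD1/2 medulla was 0 without control cat 02, 05 or 06 or CKD1/2 cat 16 or with the podocyte covariate (edgeR, 4 of the list at an unadjusted p below 0.05), 1 without CKD1/2 cat 07 or 11 and 3 without control cat 01. The call of OXCT1 in the CKD1/2 medulla ended without control cat 01, 02, 05 or 06 or CKD1/2 cat 07, 08, 11, 14, 15 or 16, unfiltered or with the podocyte covariate (adjusted p then 0.107 to 0.616). The CKD3/4 calls held in every alternative in both tissues.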

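ACAT1, the mitochondrial thiolase that splits acetoacetyl-CoA into acetyl-CoA, fell 2.2-fold in the cortex at CKD3/4 (-1.11 ± 0.30, log2 fold change ± standard error, adjusted p = 0.0178). It fell 2.87-fold in the medulla at CKD1/2 (-1.52 ± 0.43, adjusted p = 0.0604), and either group was lower in 7 of 7 cats. The CKD3/4 medulla was at -1.05 ± 0.48 (adjusted p = 0.152), below the control mean in 5 of 5 cats, and in the CKD1/2 cortex at -0.44 ± 0.28 (adjusted p = 0.347). The cortical call held in every alternative, and the medullary call at CKD1/2 ended without control cat 02, 05 or 06 or CKD1/2 cat 07, 11 or 16 or with the podocyte covariate (adjusted p then 0.111 to 0.746).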

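SLC16A7 encodes the monocarboxylate carrier MCT2, and BDH1 the mitochondrial enzyme that interconverts 3-hydroxybutyrate and acetoacetate. In the medulla at CKD3/4 SLC16A7 fell 4.34-fold (-2.12 ± 0.65, log2 fold change ± standard error, adjusted p = 0.0486) and BDH1 4.54-fold (-2.18 ± 0.52, adjusted p = 0.0190), each in 5 of 5 cats. At CKD1/2 BDH1 fell in 7 of 7 (-1.51 ± 0.45, adjusted p = 0.0658), and SLC16A7 was at -1.20 ± 0.56 (adjusted p = 0.183). Neither passed in the CKD3/4 cortex, where BDH1 was at -0.53 (adjusted p = 0.419) and SLC16A7 at -0.17 (adjusted p = 0.792). BDH1 at CKD3/4 was called in every alternative, and SLC16A7 lost its call without CKD3/4 cat 20 (adjusted p then 0.107). BDH1 at CKD1/2 lost it without control cat 01, 02, 05 or 06 or CKD1/2 cat 07, 11 or 16 or with the podocyte covariate (adjusted p then 0.112 to 0.566).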

Further, there is a downregulation of ketone transporter MCT2 gene expression in CKD3/4, and 3-hydroxybutyrate dehydrogenase 1 (BDH1) in both CKD1/2 and CKD3/4 in the medulla when compared with control (all *P* < 0.01, Fig. 4F).

**Fig. 4:**
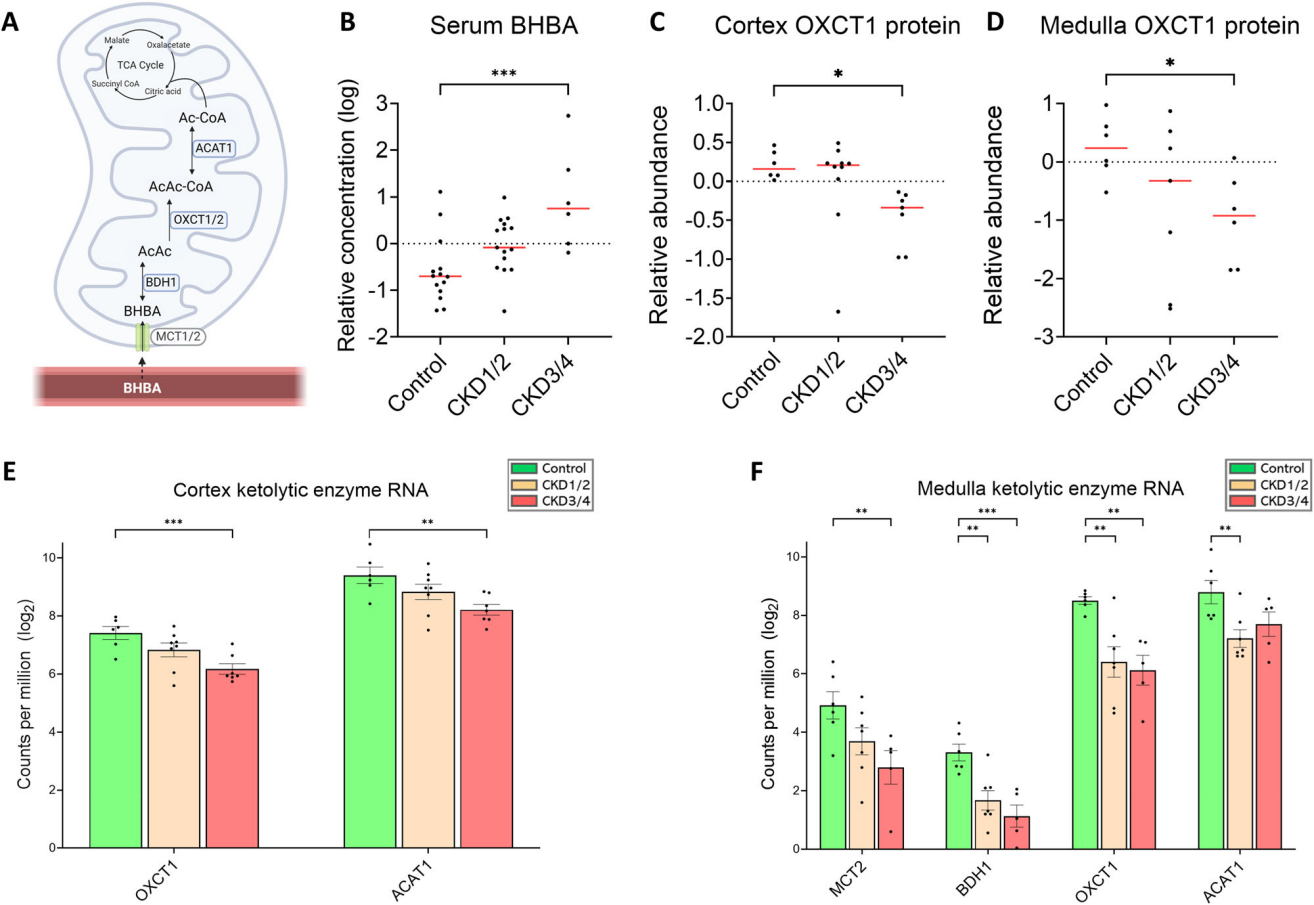
Evidence of impaired renal ketone oxidation. **A** Schematic of ketone metabolism. Update of ketones from the bloodstream (maroon) into extrahepatic mitochondria, where the ketones are oxidized to produce ATP. **B** Serum BHBA concentration. **C**, **D** OXCT1 protein abundance in the cortex and medulla, respectively. Negative values are the results of log2 transformation. **E**, **F** Expression of genes coding for ketolytic enzymes in the cortex and medulla, respectively. Sample size for metabolomics (**B**): control (*n* = 14), CKD1/2 (*n* = 15), and CKD3/4 (*n* = 6). Sample size for proteomic experiments in the cortex (**C**): control (*n* = 6), CKD1/2 (*n* = 10), and CKD3/4 (*n* = 7); in the medulla (**D**): control (*n* = 6), CKD1/2 (*n* = 7), and CKD3/4 (*n* = 6). Sample size for RNA-seq experiments in the cortex (**E**): control (*n* = 6), CKD1/2 (*n* = 8), CKD3/4 (*n* = 7); in the medulla (**F**): control (*n* = 6), CKD1/2 (*n* = 7), CKD3/4 (*n* = 5). Red bars in (**B**−**D**) represent the medians. Error bars in (**E**, **F**) represent the SEM. *P < 0.05, **P < 0.01, ***P < 0.001. Panel A was created in BioRender.com. OXCT1/2 3-oxoacid CoA-transferase gene family members 1 and 2, ACAT1 acetyl-CoA acetyltransferase 1, BHBA β-hydroxybutyric acid, MCT1/2 monocarboxylate transporter family members 1 and 2, BDH1 β-hydroxybutyrate dehydrogenase 1.

#### Evidence of impaired glutamine metabolism

Glutamine, another important energy substrate for the kidney, can be hydrolyzed to glutamate and ammonia by glutaminase (GLS) (Supplementary Fig. 5A). Glutamate enters the TCA cycle as α-ketoglutarate (α-KG)^12,28^, while ammonia, the main proton buffer in the urine, plays an important role in acid-base homeostasis^29^. Glutamine oxaloacetic transaminase 2 (GOT2) and glutamate-pyruvate transaminase 2 (GPT2) are mitochondrial transaminases that convert glutamate to α-KG. There is a downregulation of genes coding for GLS, GOT2, and GPT2 enzymes in CKD3/4 versus control in the cortex (all *P* < 0.05, Supplementary Fig. 5B), and in both CKD groups in the medulla (all *P* < 0.01, Supplementary Fig. 5C). 

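GOT2 and GPT2 encode the mitochondrial transaminases that link glutamate with aspartate and alanine. Both fell in the cortex at CKD3/4 in 7 of 7 cats, GPT2 4.49-fold (-2.17 ± 0.52, log2 fold change ± standard error, adjusted p = 0.0125) and GOT2 1.52-fold (-0.60 ± 0.22, adjusted p = 0.0590). In the medulla at CKD1/2 they fell too, with log2 fold changes of -3.04 (GPT2, adjusted p = 0.0491) and -0.67 (GOT2, 0.0687), and without CKD1/2 cat 10 GPT2 was at -3.77 (adjusted p = 0.0167). At CKD3/4 they fell there with -2.76 (0.0350) and -0.66 (0.0687), in every CKD cat. Of 13 genes of glutamine metabolism, 6 were lower and 4 higher in the CKD3/4 cortex, with 12 measured (6 and 4 adjusted over the list alone). In the medulla 5 were lower at CKD1/2 (5 lower and 2 higher adjusted over the list alone). There 4 were lower and 1 higher at CKD3/4 (8 and 4 adjusted over the list alone). Camera passed at CKD1/2 in the medulla only (adjusted p = 0.00771, and adjusted p = 0.272 with an estimated correlation), with adjusted p = 0.564 in the CKD3/4 cortex. The study chose its genes on these samples, and of the 9 listed genes it does not name, 3 were lower and 4 higher in the CKD3/4 cortex. There the markers of the proximal tubule differed from control by -1.92 in mean log2 CPM (exact permutation test, adjusted p = 0.00932). Their median log2 fold change in the medulla was -3.73 at CKD1/2 (6 of 11 lower) and -2.08 at CKD3/4 (4 lower). The call of GOT2 in the CKD3/4 cortex ended without control cat 04 or 05 or CKD3/4 cat 19, 20 or 23, with the podocyte covariate or without both cats 13 and 20 (adjusted p then 0.105 to 0.171). CKD1/2 medullary calls ended without control cat 02, 05 or 06 or CKD1/2 cat 16 or with the podocyte covariate and also without CKD1/2 cat 07, 11 or 15 for GOT2 (adjusted p then 0.102 to 0.662). At CKD3/4 they ended with the podocyte covariate and also without control cat 02 or 05 or CKD3/4 cat 18, 20 or 22, unfiltered or in a fit of only 2 groups for GOT2 (adjusted p then 0.101 to 0.174). The count of lower listed genes in the CKD1/2 medulla was 0 without control cat 02, 05 or 06 or CKD1/2 cat 16 or with the podocyte covariate (edgeR, 2 of the list at an unadjusted p below 0.05) and 1 without CKD1/2 cat 11. For the CKD3/4 cortex the lower and higher counts were 3 with the podocyte covariate, and 2 in one fit of all 40 libraries or with the podocyte covariate. For the CKD3/4 medulla they were 2 with the podocyte covariate and 7 in one fit of all 40 libraries, and 2 without control cat 04 and 3 in one fit of all 40 libraries or with the podocyte covariate.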

In protein expression, there is a reduction of GOT2 and GPT2 enzyme proteins in CKD3/4 versus control in the cortex (both *P* < 0.05, Supplementary Fig. 5D, E), and GPT2 protein in both CKD groups versus control in the medulla (*P* < 0.05, Supplementary Fig. 5F).

#### Evidence of repressed tricarboxylic acid (TCA) cycle

Under the physiological conditions, renal ATP production takes place in the mitochondria via OXPHOS, which utilizes reducing agents generated from the TCA cycle^15^ (Fig. 5A). In the bloodstream, TCA cycle intermediates such as citrate and aconitate (Fig. 5B, C), as well as TCA cycle metabolite succinylcarnitine (Fig. 5D), accumulate in CKD1/2 and CKD3/4 groups compared to control group (all *P* < 0.05). The concentration of circulating homocitrate^30^, another TCA cycle metabolite that is generated from acetyl-CoA and α-KG by homocitrate synthase, is also increased in CKD3/4 versus control (*P* < 0.05, Fig. 5E). 

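CS encodes citrate synthase, which joins acetyl-CoA to oxaloacetate. Its RNA was 305 ± 49.7 CPM in the cortex at CKD3/4 (SD, n = 7) against 450 ± 104 in controls (n = 6). That 1.48-fold fall (-0.56 ± 0.18, log2 fold change ± standard error, adjusted p = 0.0347) was seen in 7 of 7 cats. In the medulla CS fell at CKD1/2 (-0.75 ± 0.26, adjusted p = 0.0940), in 7 of 7 cats. At CKD3/4 it was at -0.74 ± 0.29 (adjusted p = 0.105), below the control mean in 5 of 5. The CKD1/2 cortex gave -0.37 ± 0.17 (adjusted p = 0.214). The call ended in the cortex without control cat 05 (adjusted p then 0.110). In the CKD1/2 medulla it ended without control cat 01, 02, 05 or 06 or CKD1/2 cat 07, 11, 14, 15 or 16, unfiltered or with the podocyte covariate (adjusted p then 0.102 to 0.757).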

Renal gene and protein expression of citrate synthase (CS), the first and rate-limiting enzyme of the TCA cycle, is downregulated in the cortex (Fig. 5F, H) and in the medulla (Fig. 5G, I) in CKD versus control (all *P* < 0.05). In the cortex, there is a downregulation in gene expression of aconitase 1 (*ACO1*), NAD^+^-dependent isocitrate dehydrogenase 3 subunits (*IDH3B* and *IDH3G*), oxoglutarate dehydrogenase (*OGDH*), succinate-CoA ligase (*SUCLG*) subunits (*SUCLG1* and *SUCLG2*), succinate dehydrogenase complex (SDH) components (*SDHA*, *SDHB*, and *SDHC*) in CKD3/4 versus control (all *P* < 0.05, Fig. 5F). Similarly in the medulla, there is a downregulation in gene expression of *ACO1*, *OGDH*, *SUCLG1*, *SUCLG2*, *SDHA*, and *SDHB* in CKD1/2 versus control, and *ACO1*, *SDHA* and *SDHB* in CKD3/4 versus control (all *P* < 0.05, Fig. 5G). 

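All 9 of ACO1, IDH3B, IDH3G, OGDH, SUCLG1, SUCLG2, SDHA, SDHB and SDHC fell in the cortex at CKD3/4, each in 7 of 7 cats. ACO1, the cytosolic aconitase that also binds iron-responsive RNA elements, fell most (-1.13 ± 0.30, adjusted p = 0.0177, 2.19-fold). SUCLG2 (-1.01 ± 0.30) and SUCLG1 (-0.87 ± 0.23), which make succinate, OGDH (-0.87 ± 0.26), and SDHB (-0.87 ± 0.27), SDHA (-0.77 ± 0.28) and SDHC (-0.61 ± 0.18) of complex II followed, as log2 fold change ± standard error. The isocitrate dehydrogenase subunits IDH3B (-0.47 ± 0.16) and IDH3G (-0.53 ± 0.21) changed least, and the adjusted p of the 9 ran from 0.0177 to 0.0700. None of them passed by edgeR at CKD1/2 in the cortex, where ACO1 was lower in 9 of 9 cats (-0.72 ± 0.28, adjusted p = 0.156). Of 19 genes of the TCA cycle, 15 were lower and none higher at CKD3/4 (17 adjusted over the list alone). At CKD1/2 DESeq2 called 1 of the 19 lower. The list's adjusted p = 6.72e-07 from camera at a preset correlation and adjusted p = 0.334 with an estimated correlation at CKD3/4. The study chose its genes of the list on these samples, and of the 9 others 5 were lower. Intercalated cells, which are rich in mitochondria, moved too: their markers changed by -1.69 in mean log2 CPM (exact permutation test, adjusted p = 0.00699), and those of the proximal tubule by -1.92 (adjusted p = 0.00932). The CKD3/4 count was 8 without control cat 05. Calls of IDH3B, IDH3G, SDHA and SDHB ended without control cat 05, also without control cat 01, 04 or 06 or CKD3/4 cat 19, 21, 22 or 23, in one fit of all 40 libraries or with the podocyte covariate for IDH3G, and also without CKD3/4 cat 19 or 23 or without both cats 13 and 20 for SDHA (adjusted p then 0.102 to 0.221), and those of ACO1, OGDH, SUCLG1, SUCLG2 and SDHC held in every alternative.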

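SUCLG2, a subunit of succinate-CoA ligase, fell 2.39-fold in the medulla at CKD1/2 (-1.26 ± 0.34, log2 fold change ± standard error, adjusted p = 0.0586). It fell with SUCLG1 (-0.91 ± 0.27), SDHA (-0.86 ± 0.25), SDHB (-0.80 ± 0.28) and ACO1 (-0.73 ± 0.21), each in 7 of 7 cats (adjusted p from 0.0586 to 0.0919). OGDH was at -0.68 ± 0.25 (adjusted p = 0.101) and did not pass at CKD1/2, and it fell at CKD3/4 (-0.71 ± 0.27, adjusted p = 0.0996). ACO1 fell at CKD3/4 (-1.07 ± 0.23, adjusted p = 0.0123), in 5 of 5 cats. SDHA (-0.71 ± 0.28, adjusted p = 0.109) and SDHB (-0.79 ± 0.31, adjusted p = 0.101), which bind the substrate and the iron-sulfur clusters of complex II, did not pass at CKD3/4, although every cat lay below the control mean. Of the 19 listed genes of the cycle, 10 were lower at CKD1/2 and 7 at CKD3/4 (14 and 12 adjusted over the list alone), with none higher. Camera gave adjusted p = 5.79e-09 and 1.66e-05, and adjusted p = 0.272 and 0.442 with an estimated correlation. Among the listed genes outside the study's own choice, 4 were lower at CKD1/2 and 5 at CKD3/4. In the CKD1/2 medulla 6 of 11 proximal tubule markers were lower too (median log2 fold change -3.73), as were 2 of 3 of the distal convoluted tubule (median -4.49). At CKD3/4 4 of the former were lower (median -2.08). The count was 0 without control cat 02, 05 or 06 or CKD1/2 cat 11 or 16 or with the podocyte covariate (edgeR, 2 of the list at an unadjusted p below 0.05) and 2 without CKD1/2 cat 07 at CKD1/2, and 2 without CKD3/4 cat 20, 3 without control cat 02 or 05 or with the podocyte covariate, 4 without CKD3/4 cat 22 or in a fit of only 2 groups and 11 without control cat 03, with DESeq2 or with edgeR's newer dispersion method at CKD3/4. All 5 CKD1/2 calls ended without control cat 02, 05 or 06 or CKD1/2 cat 07, 11 or 16 or with the podocyte covariate and also without CKD1/2 cat 14 or 15 or unfiltered for SDHB (adjusted p then 0.105 to 0.807). Of the CKD3/4 calls, ACO1 held in every alternative and OGDH ended without control cat 01, 02, 05 or 06 or CKD3/4 cat 17, 20, 22 or 23, with edgeR's own filter, with the other filter reading, unfiltered, in a fit of only 2 groups or with the podocyte covariate (adjusted p then 0.101 to 0.271).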

At the protein level, expression of ACO1, OGDH, SUCLG2, SDHB and SDHC enzyme proteins in the cortex (Fig. 5H), and expression of SUCLG1 and SDHB in the medulla (Fig. 5I) is reduced in CKD3/4 versus control (all *P* ≤ 0.05). Expression of mitochondrial malate dehydrogenase (MDH2) protein is also reduced in the medulla (*P* < 0.01, Fig. 5I).

**Fig. 5:**
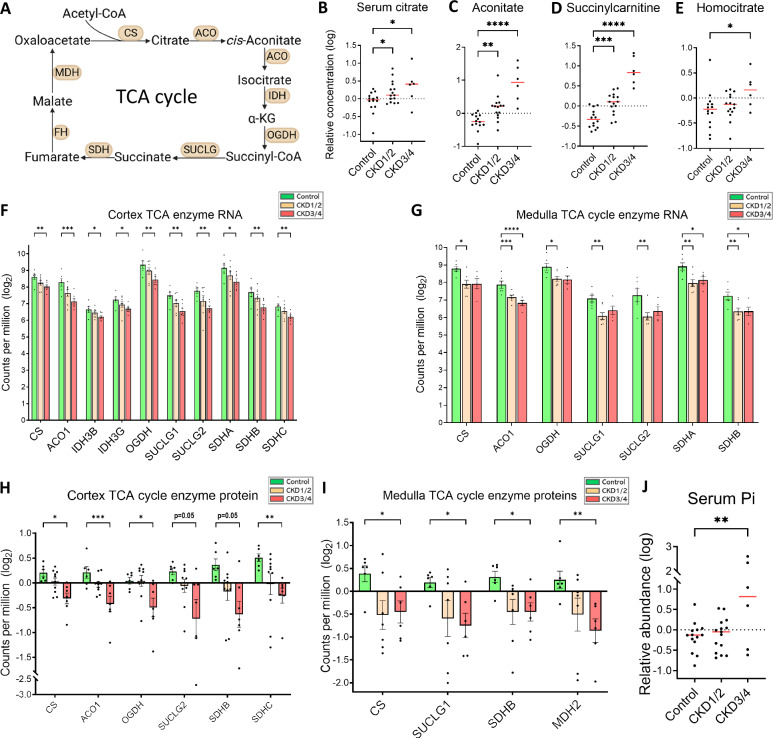
Repressed TCA cycle and OXPHOS. **A** Schematic of the TCA cycle. **B**−**E** Serum relative concentration of TCA cycle intermediates (citrate and aconitate) and metabolites (succinylcarnitine and homocitrate), respectively. **F**, **G** Expression of TCA cycle genes in the cortex and medulla, respectively. **H**, **I** Expression of TCA cycle enzyme proteins in the cortex and medulla, respectively. Negative values are the results of log2 transformation. **J** Serum concentration of inorganic phosphate (Pi). Sample size for metabolomics (**B**–**E**, **J**): control (*n* = 14), CKD1/2 (*n* = 15), and CKD3/4 (*n* = 6). Sample size for RNA-seq experiments in the cortex (**F**): control (*n* = 6), CKD1/2 (*n* = 8), CKD3/4 (*n* = 7); in the medulla (**G**): control (*n *= 6), CKD1/2 (*n* = 7), CKD3/4 (*n* = 5); Sample size for proteomics experiments in the cortex (**H**): control (*n* = 6), CKD1/2 (*n* = 10), and CKD3/4 (*n* = 7); in the medulla (**I**): control (*n* = 6), CKD1/2 (*n* = 7), and CKD3/4 (*n* = 6). Red bars represent the median. Error bars represent the SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Panel A was created in BioRender.com. TCA tricarboxylic acid, OXPHOS oxidative phosphorylation, CS citrate synthase, ACO aconitase, IDH isocitrate dehydrogenase, OGDH 2-oxoglutarate dehydrogenase, SUCLG succinate-CoA ligase GDP-forming, SDH succinate dehydrogenase, FH fumarate hydratase, MDH malate dehydrogenase.

The concentration of inorganic phosphate (Pi), substrate of ATP synthase, is increased in the bloodstream in CKD3/4 versus control (Fig. 5J).

### Disturbed redox homeostasis and impaired mitophagy

Glutathione (GSH) plays a crucial role in cellular redox homeostasis (Fig. 6A). It neutralizes reactive oxygen species (ROS) via cycling between reduced (GSH) and oxidized (GSSG) forms (Fig. 6B). Serum concentrations of oxidized glutathione (GSSH), cysteine-glutathione disulfide (CYSSG), and cysteine-glycine disulfide (CYSSGly) are increased in CKD3/4 compared to control (all *P* < 0.01, Fig. 6C–E). Ophthalmic acid (OPH), an endogenous GSH analog synthesized by the same enzymes involved in GSH biosynthesis (Fig. 6A, blue panel), is believed to act as a competitive inhibitor of GSH synthesis and function^31^. The concentration of OPH in the circulation is higher in both CKD groups versus control group (both *P* < 0.05, Fig. 6F).

**Fig. 6:**
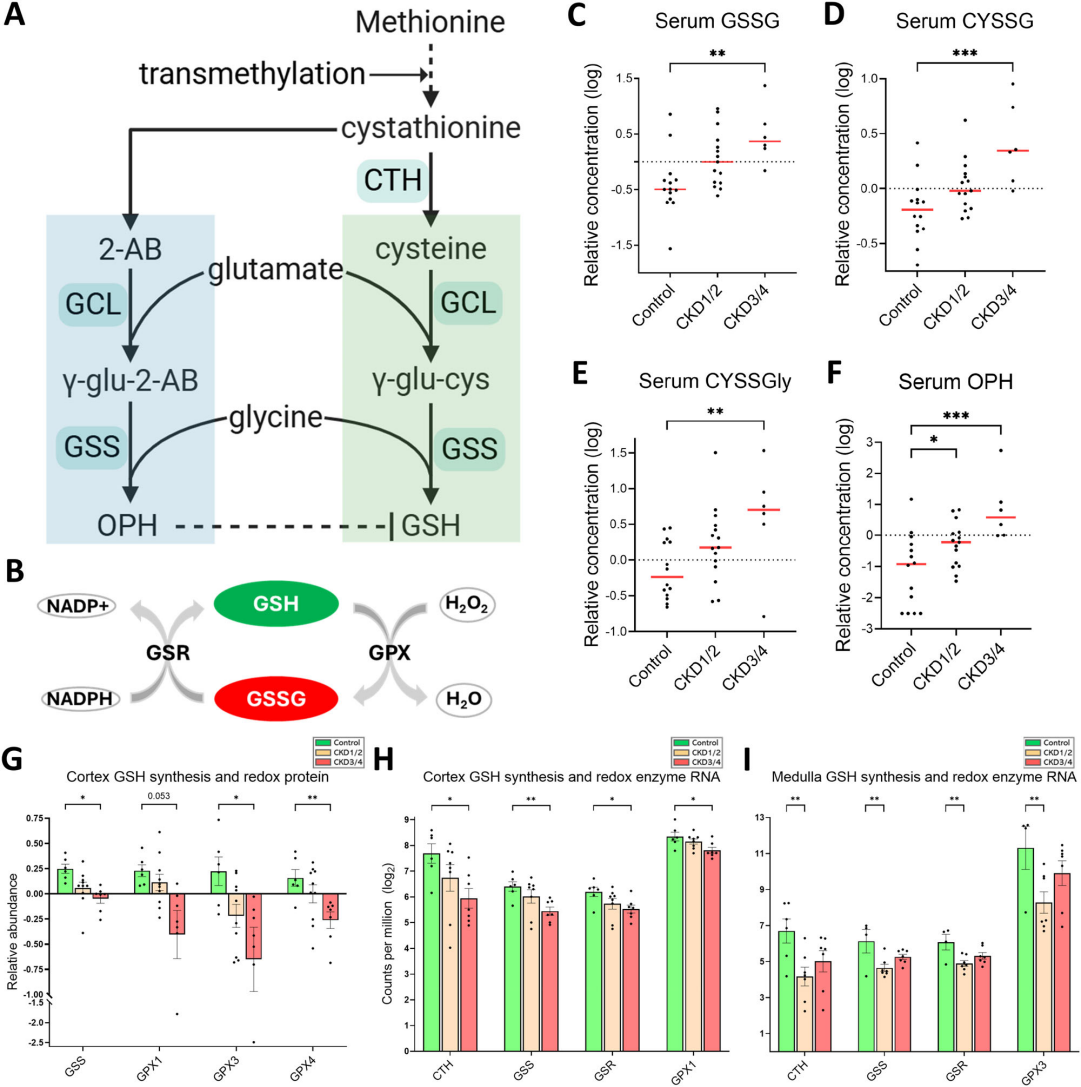
Evidence of disturbed redox homeostasis. Schematic of (**A**) GSH (green) and OPH (blue) synthesis pathways, and (**B**) redox cycle. **C**−**F** Serum concentration of GSSG, CYSSG, CYSSGly, and OPH, respectively. **G** Protein expression of GSS and GPXs. Negative values are the results of log2 transformation. **H**, **I** Gene expression of *CTH*, *GSS*, *GSR*, and *GPX*s in the cortex and medulla, respectively. Sample size for metabolomics (**C**–**F**): control (*n* = 14), CKD1/2 (*n* = 15), and CKD3/4 (*n* = 6). Sample size for proteomic experiments in the cortex (**G**): control (*n* = 6), CKD1/2 (*n *= 10), and CKD3/4 (*n* = 7). Sample size for RNA-seq experiments in the cortex (**H**): control (*n* = 6), CKD1/2 (*n* = 8), CKD3/4 (*n* = 7); in the medulla (**I**): control (*n* = 6), CKD1/2 (*n* = 7), CKD3/4 (*n* = 5). Red bars represent the median. Error bars represent the SEM. *P < 0.05, **P < 0.01, ***P < 0.001. Panel A was created in BioRender.com. GSH reduced glutathione, GSSH oxidized glutathione, CYSSG cysteine-glutathione disulfide, CYSSGly cysteinylglycine disulfide, 2-AB α-aminobutyrate, OPH ophthalmic acid, CTH cystathionine γ-lyase, GSS glutathione synthetase, GCL glutamate-cysteine ligase, GSR glutathione-disulfide reductase, GPX glutathione peroxidase.

At the protein level, glutathione synthetase (GSS) protein and several members of glutathione peroxidase (GPX) family (i.e. GPX1, GPX3 and GPX4) proteins are downregulated in CKD3/4 versus control in cortex (all *P* < 0.05, Fig. 6G). In gene expression, there is a downregulation in genes coding for GSS, GPX, cystathionine gamma-lyase (CTH), and glutathione-disulfide reductase (GSR) in CKD3/4 in the cortex (all *P* < 0.05, Fig. 6 H) and in CKD1/2 in the medulla (all *P* < 0.01, Fig. 6 I), compared to control.

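GSS makes glutathione from γ-glutamylcysteine, and CTH supplies cysteine. GPX1 and GPX3 use glutathione to reduce peroxides, and GSR regenerates it. GSS was at 57.3 ± 16.2 CPM in the cortex at CKD3/4 (SD, n = 7) and 109 ± 31.8 in controls (n = 6; -0.93 ± 0.28, adjusted p = 0.0267). It was at 32.5 ± 14.0 against 84.0 ± 53.9 CPM in the medulla at CKD1/2 (n = 7 and 6; -1.37 ± 0.38, adjusted p = 0.0596). In the CKD3/4 cortex CTH fell 2.90-fold (-1.54 ± 0.53), and GSR (-0.64 ± 0.24), GPX3 (-0.57 ± 0.24) and GPX1 (-0.47 ± 0.19) fell less (log2 fold change ± standard error, adjusted p from 0.0267 to 0.0926 over the 5), each in 7 of 7 cats. At CKD1/2 in the medulla CTH (-2.41 ± 0.72), GPX3 (-2.18 ± 0.72), the form secreted by the proximal tubule, and GSR (-0.97 ± 0.31) fell (adjusted p from 0.0658 to 0.0811). GPX1 was at -0.43 ± 0.29 (adjusted p = 0.354). None of the 5 passed in the CKD3/4 medulla, where GSS was at -0.81 (adjusted p = 0.210). Of 17 genes of glutathione and redox metabolism, of which 16 were measured, 7 were lower and 1 higher in the CKD3/4 cortex (8 and 2 adjusted over the list alone). In turn 5 were lower in the CKD1/2 medulla (10 lower and 1 higher adjusted over the list alone). Camera gave adjusted p = 0.0561 and 2.99e-04, and adjusted p = 0.394 and 0.272 with an estimated correlation. In the CKD3/4 medulla 2 were higher and 0 lower by edgeR (2 and 1 adjusted over the list alone), and DESeq2 called 2 higher and 2 lower. Apart from the genes the study chose on these samples, 2 of 11 were lower in the CKD3/4 cortex. In mean log2 CPM the markers of podocytes changed by -0.97 in the CKD3/4 cortex (exact permutation test, adjusted p = 0.0140), those of the proximal tubule by -1.92 (0.00932) and those of intercalated cells by -1.69 (0.00699). At CKD1/2 in the medulla 6 of 11 proximal tubule markers were lower (median log2 fold change -3.73). The counts of lower genes were 1 without control cat 05, 2 without CKD3/4 cat 23 or with the podocyte covariate, 3 without CKD3/4 cat 19 and 4 without control cat 01 or 04 or CKD3/4 cat 20 or 22, unfiltered, in one fit of all 40 libraries or without both cats 13 and 20 in the CKD3/4 cortex, and that of higher genes there was 0 without control cat 01, 04 or 05 or with the podocyte covariate (edgeR, 6 of the list at an unadjusted p below 0.05) and 2 without control cat 03 or CKD3/4 cat 17 or 18, with DESeq2, with edgeR's own filter, unfiltered, in a fit of only 2 groups, in one fit of all 40 libraries or with edgeR's newer dispersion method. They were 0 without control cat 02, 05 or 06 or CKD1/2 cat 07, 11 or 16 or with the podocyte covariate (edgeR, 1 of the list at an unadjusted p below 0.05) and 8 with DESeq2 in the CKD1/2 medulla. The count of higher genes in the CKD3/4 medulla was 0 without control cat 01, 04, 05 or 06 or CKD3/4 cat 18 or 20 or in a fit of only 2 groups and 1 without control cat 02 or with the podocyte covariate. Cortical calls of GPX1 and CTH ended without control cat 05 or with the podocyte covariate and also without control cat 04 or 06 or CKD3/4 cat 19, 21, 22 or 23 or in one fit of all 40 libraries for GPX1 (adjusted p then 0.106 to 0.268). Those of GSR and GPX3 ended without control cat 01 or 05 or CKD3/4 cat 20 or 23, in one fit of all 40 libraries, unfiltered or without both cats 13 and 20, also without control cat 04 or CKD3/4 cat 19 for GSR, and also without control cat 02 or 06 or CKD3/4 cat 18, 21 or 22, with edgeR's own filter, with edgeR's newer dispersion method, with the other filter reading or with the podocyte covariate for GPX3 (adjusted p then 0.101 to 0.465). CKD1/2 medullary calls ended without control cat 02, 05 or 06 or CKD1/2 cat 07, 11 or 16 or with the podocyte covariate, also without CKD1/2 cat 14 or 15 for GPX3, and also without CKD1/2 cat 08 for GSR (adjusted p then 0.105 to 0.990).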

The cell removes damaged and dysfunctional mitochondria to preserve mitochondrial integrity and function through the PINK1-Parkin-mediated mitophagy pathway^32^. 

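PINK1, a kinase that accumulates on depolarized mitochondria, fell 2.09-fold in the cortex at CKD3/4 (-1.06 ± 0.28, log2 fold change ± standard error, adjusted p = 0.0164). It fell 2.11-fold in the medulla at CKD1/2 (-1.08 ± 0.30, adjusted p = 0.0596), and 7 of 7 cats were lower in each. At CKD3/4 the medulla was at -0.77 ± 0.33 (adjusted p = 0.138). It lies on chromosome C1 from 15052841 to 15078132 in the Fca126 annotation. Of 12 mitophagy genes, 8 were lower in the CKD3/4 cortex, 5 in the CKD1/2 medulla and 2 in the CKD3/4 medulla, with none higher (11, 6 and 2 adjusted over the list alone). The list's adjusted p = 2.00e-04 from camera at a preset correlation and adjusted p = 0.334 with an estimated correlation in the CKD3/4 cortex. The CKD1/2 medulla gave adjusted p = 0.00214, and adjusted p = 0.282 with an estimated correlation. The study chose its genes on these samples, and of the 10 it does not name 7 were lower in the CKD3/4 cortex, 3 in the CKD1/2 medulla and 1 in the CKD3/4 medulla. Proximal tubule markers had a median log2 fold change of -3.73 in the CKD1/2 medulla, 6 of 11 being lower, and of -1.33 in the CKD3/4 cortex, with 7 lower, and -2.08 in the CKD3/4 medulla, with 4 lower. The list's count was 2 without control cat 05, 4 with the podocyte covariate and 5 without control cat 04 in the CKD3/4 cortex, 0 without control cat 02, 05 or 06 or CKD1/2 cat 07, 11 or 16 or with the podocyte covariate (edgeR, 1 of the list at an unadjusted p below 0.05) and 2 without CKD1/2 cat 14 or 15 or unfiltered in the CKD1/2 medulla, and 1 without control cat 02, 04 or 06 or CKD3/4 cat 18, 20 or 22, unfiltered, in a fit of only 2 groups or with the podocyte covariate in the CKD3/4 medulla. The cortical call of PINK1 held in every alternative, and the medullary one ended without control cat 02, 05 or 06 or CKD1/2 cat 07, 11 or 16 or with the podocyte covariate (adjusted p then 0.109 to 0.703).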

Expression of gene encoding PINK1, a sensor for mitochondrial damage, is downregulated in CKD3/4 in the cortex and CKD1/2 in the medulla (both *P* < 0.01, Supplementary Fig. 6A, B). Similarly, there is a downregulation in the gene coding for parkin (PRKN), a ubiquitin protein ligase, in both CKD1/2 and CKD3/4 groups versus control group (all *P* < 0.05, Supplementary Fig. 6C, D).

### Increased renal fibrosis and inflammation in CKD

There is an upregulation of genes coding for alpha-smooth muscle actin (α-SMA), galectin 3 (GAL3), and matrix metallopeptidase 7 (MMP7) proteins in CKD3/4 versus control in the cortex, and those for α-SMA, GAL3, and MMP9 proteins in the medulla (Fig. 7A, B). 

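ACTA2 encodes α-smooth muscle actin of contractile cells and myofibroblasts. LGALS3 encodes galectin 3, a lectin of macrophages and epithelia, and MMP7 and MMP9 encode matrix metalloproteinases. ACTA2 (1.20 ± 0.37, log2 fold change ± standard error, adjusted p = 0.0290) and LGALS3 (0.78 ± 0.23, adjusted p = 0.0258) rose in the CKD3/4 cortex in 7 of 7 cats. MMP7 was at 2.12 ± 1.08 (adjusted p = 0.159), above the control mean in 7 of 7 but with a wide spread. MMP9 rose there too (3.15 ± 1.05, adjusted p = 0.0403), and without control cat 02 it was at 4.58 (adjusted p = 0.0156). In the medulla LGALS3 rose at CKD1/2 (0.78 ± 0.20, adjusted p = 0.0549) and at CKD3/4 (1.60 ± 0.22, adjusted p = 0.00299, 3.03-fold, 5 of 5 cats). MMP9 rose with it, by 4.85 ± 1.36 (adjusted p = 0.0596) and 3.64 ± 1.33 (adjusted p = 0.0839), the latter at 4.61 (adjusted p = 0.0914) with the podocyte covariate. ACTA2 was at 1.27 ± 0.49 (adjusted p = 0.119) and 1.13 ± 0.52 (adjusted p = 0.161) in the medulla and did not pass. At CKD1/2 in the cortex MMP9 (4.07 ± 1.08, adjusted p = 0.0853) and ACTA2 (1.37 ± 0.36, adjusted p = 0.0829) rose, and MMP9 was at 5.49 (adjusted p = 0.0697) without control cat 02. Smooth muscle markers rose in the CKD3/4 cortex by 0.61 in mean log2 CPM (exact permutation test, adjusted p = 0.0252). LGALS3 in both CKD3/4 tissues was called in every alternative, and cortical CKD3/4 calls ended with the podocyte covariate for ACTA2 and without CKD3/4 cat 20 or without both cats 13 and 20 for MMP9 (adjusted p then 0.122 to 0.164). CKD1/2 cortical calls ended without control cat 01, 04, 05 or 06 or CKD1/2 cat 09, 15 or 16, unfiltered, in a fit of only 2 groups or with the podocyte covariate and also with the other filter reading for ACTA2 (adjusted p then 0.102 to 0.200). Medullary calls ended at CKD1/2 without control cat 02, 05 or 06 or CKD1/2 cat 11 or 16 or with the podocyte covariate (adjusted p then 0.100 to 0.566). At CKD3/4 MMP9 ended without control cat 01, 03, 04, 05 or 06 or CKD3/4 cat 18 or 20 or unfiltered (adjusted p then 0.102 to 0.336).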

Similar observation is made on genes such as collagen type I α and β chains (*COL1A1* and *COL1A2*) and collagen type V α and β chains (*COL5A1* and *COL5A2*) (Fig. 7A, B). 

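COL1A1 and COL1A2 encode the chains of type I collagen, the main fibre of scar tissue. COL5A1 and COL5A2 encode those of type V, which sets fibre width. In the cortex at CKD3/4 COL1A1 was at 886 ± 266 CPM (SD, n = 7) and 222 ± 331 in controls (n = 6), 3.99-fold higher (2.00 ± 0.77, log2 fold change ± standard error, adjusted p = 0.0663). Without control cat 03, the highest of its group, COL1A1 was at 3.31 (adjusted p = 0.00483) and COL5A1 at 2.48 (adjusted p = 0.00312). COL5A1 (1.75 ± 0.52, adjusted p = 0.0270) and COL5A2 (1.78 ± 0.49, adjusted p = 0.0187) rose. COL1A2 was at 1.56 ± 0.68 (adjusted p = 0.100), and all 4 were above the control mean in 7 of 7 cats. In the medulla COL5A1 rose at CKD3/4 (1.21 ± 0.36, adjusted p = 0.0446). COL1A1 was at 1.4 ± 0.64 (adjusted p = 0.155), COL1A2 at 0.82 (adjusted p = 0.287) and COL5A2 at 0.45 (adjusted p = 0.398). None of the 4 passed at CKD1/2 in the cortex (adjusted p from 0.340 to 0.528) or the medulla (0.152 to 0.581). Of 23 genes of fibrosis and matrix, 18 were higher in the CKD3/4 cortex and 3 at CKD1/2 (22 and 8 adjusted over the list alone). In the medulla the counts were 9 and 6 (13 and 9 adjusted over the list alone), with none lower. The list's adjusted p = 5.50e-11 from camera at a preset correlation and adjusted p = 0.334 with an estimated correlation in the CKD3/4 cortex. In the cortex at CKD1/2, the medulla at CKD3/4 and the medulla at CKD1/2 camera gave adjusted p = 6.79e-07, 1.10e-06 and 4.13e-06, and adjusted p = 0.319, 0.435 and 0.272 with an estimated correlation. The counts of higher genes were 11 with the podocyte covariate in the CKD3/4 cortex, and 0 without control cat 01, 04, 05 or 06 or CKD1/2 cat 09, 15 or 16, with the other filter reading, unfiltered, in a fit of only 2 groups or with the podocyte covariate (edgeR, 8 of the list at an unadjusted p below 0.05), 8 without CKD1/2 cat 14 or with DESeq2 and 14 without control cat 03 in the CKD1/2 cortex. They were 0 without control cat 02, 05 or 06 or CKD1/2 cat 16 or with the podocyte covariate (edgeR, 8 of the list at an unadjusted p below 0.05), 1 without CKD1/2 cat 11, 3 without control cat 01 or CKD1/2 cat 07 or unfiltered and 16 without control cat 03 in the CKD1/2 medulla, and 3 without CKD3/4 cat 18, 4 without control cat 05 or 06, 5 without control cat 02 or CKD3/4 cat 20 and 15 without control cat 03 in the CKD3/4 medulla. The study chose the collagens and several others of the list on these samples, and 7 of the 10 it does not name were higher in the CKD3/4 cortex. Of the same 10, 1 was higher in the CKD1/2 cortex, 3 in the CKD3/4 medulla and 2 in the CKD1/2 medulla. Fibroblast markers rose in the CKD3/4 cortex by 1.91 in mean log2 CPM (exact permutation test, adjusted p = 0.0140). COL5A1 and COL5A2 in the cortex were called in every alternative, COL1A1 ended without control cat 01, 04, 05 or 06 or CKD3/4 cat 19 or 20 or with the podocyte covariate (adjusted p then 0.103 to 0.166), and COL5A1 in the CKD3/4 medulla without CKD3/4 cat 18 (adjusted p then 0.102).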

In the protein expression level, there is an upregulation in α-SMA, GAL3, MMP7, and COL1A1 proteins in CKD versus control in the cortex (all *P* < 0.05, Fig. 7C–F), and GAL3 and MMP7 proteins in the medulla (both *P* < 0.01, Fig. 7G, H).

**Fig. 7:**
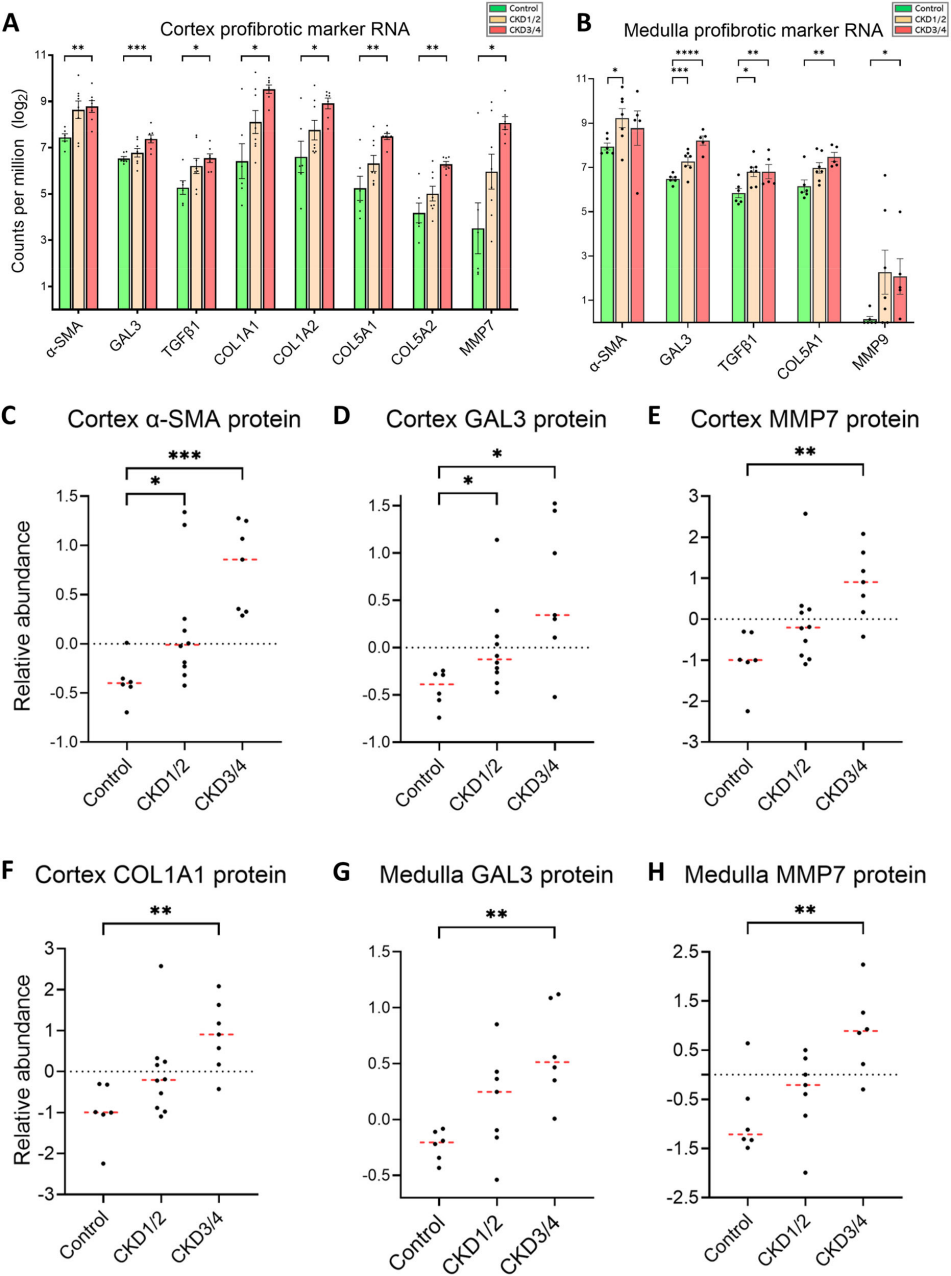
Profibrotic markers. **A**, **B** Gene expression of profibrotic markers in the cortex and medulla, respectively. **C**−**F** Cortical protein expression of α-SMA, GAL3, MMP7 and COL1A1, respectively. **G**, **H** Medullary protein expression of GAL3 and MMP7, respectively. Negative values are the results of log2 transformation. Sample size for RNA-seq experiments in the cortex (**A**): control (*n* = 6), CKD1/2 (*n* = 8), CKD3/4 (*n* = 7); in the medulla (**B**): control (*n* = 6), CKD1/2 (*n* = 7), CKD3/4 (*n* = 5). Sample size for proteomic experiments in the cortex (**C**−**F**): control (*n* = 6), CKD1/2 (*n* = 10), and CKD3/4 (*n* = 7); in the medulla (**G**, **H**): control (*n* = 6), CKD1/2 (*n* = 7), and CKD3/4 (*n* = 6). Red bars represent the median. Error bars represent the SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. α-SMA alpha-smooth muscle actin, GAL3 galectin 3, MMP7/9 matrix metallopeptidases 7 and 9, COL1A1/2 collagen type I alpha 1 and 2 chains, COL5A1/2 collagen type V alpha 1 and 2 chains, TGFβ1 transforming growth factor beta 1.

Gene expression of *NFκB* subunits (*NFκΒ1* and *NFκB2*) in the cortex (both *P* < 0.05, Supplementary Fig. 7A) and *NFκB2* in the medulla (*P* < 0.001, Supplementary Fig. 7B) is upregulated in CKD3/4 versus control. In addition, there is an upregulation of *NLRC5* and *NLRP3* in CKD3/4 versus control in the cortex (both *P* < 0.01, Supplementary Fig. 7A) and *NLRP3* in CKD3/4 in the medulla (*P* < 0.0001, Supplementary Fig. 7B). 

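NFKB1 and NFKB2 encode the p50 and p52 precursors of the transcription factor NFκB. NFKB2 rose 1.74-fold in the CKD3/4 cortex (0.80 ± 0.31, log2 fold change ± standard error, adjusted p = 0.0640) and NFKB1 by 0.39 ± 0.17 (adjusted p = 0.0963), each above the control mean in 6 of 7 cats. In the medulla NFKB2 rose at CKD3/4 (0.79 ± 0.20, adjusted p = 0.0217), in 5 of 5 cats, and at CKD1/2 (0.52 ± 0.18, adjusted p = 0.0950). NFKB1 was at 0.20 (adjusted p = 0.464) at CKD3/4. Of 21 inflammation genes, with 18 measured in the cortex and 17 in the medulla, 11 were higher in the CKD3/4 cortex and 5 at CKD1/2 (15 and 13 adjusted over the list alone). In the medulla the counts were 8 and 9 (11 and 14 adjusted over the list alone), with none lower. Camera gave adjusted p = 1.26e-06, 1.85e-07, 2.71e-05 and 3.17e-07 in that order, and adjusted p = 0.334, 0.319, 0.442 and 0.272 with an estimated correlation. The counts were 5 without control cat 05, 6 without control cat 04 or with the podocyte covariate and 7 without control cat 01 or CKD3/4 cat 20, with the other filter reading or without both cats 13 and 20 in the CKD3/4 cortex. They were 0 without control cat 01, 04, 05 or 06 or CKD1/2 cat 09 or 16, with the other filter reading, in a fit of only 2 groups or with the podocyte covariate (edgeR, 10 of the list at an unadjusted p below 0.05), 1 without CKD1/2 cat 15, 2 unfiltered, 3 without CKD1/2 cat 12, 9 without control cat 03 or with DESeq2 and 10 without CKD1/2 cat 10 or 14 in the CKD1/2 cortex, and 0 without control cat 02, 05 or 06 or CKD1/2 cat 16 or with the podocyte covariate (edgeR, 6 of the list at an unadjusted p below 0.05), 1 without CKD1/2 cat 11, 2 without CKD1/2 cat 07, 4 without CKD1/2 cat 15 and 5 without control cat 01, with the other filter reading or unfiltered in the CKD1/2 medulla. At CKD3/4 the medullary count was 5 with the podocyte covariate. Beyond the genes the study chose on these samples, 5 of 12 were higher in the CKD3/4 cortex. Macrophage markers rose in the CKD3/4 cortex by 1.66 in mean log2 CPM (exact permutation test, adjusted p = 0.00699). Of 7 such markers 3 were higher in the CKD1/2 cortex, 4 in the CKD1/2 medulla and 5 in the CKD3/4 medulla. Of 7 T cell markers 3, 1 and 6 were higher in that order. NFKB2 in the CKD3/4 medulla was called in every alternative. In the CKD1/2 medulla the call ended without control cat 01, 02, 04, 05 or 06 or CKD1/2 cat 07, 08, 11, 15 or 16, in one fit of all 40 libraries, with the other filter reading, unfiltered or with the podocyte covariate (adjusted p then 0.104 to 0.773). Cortical calls ended without control cat 01, 04, 05 or 06 or CKD3/4 cat 20 or 23, with the podocyte covariate or without both cats 13 and 20 and also without control cat 02 or CKD3/4 cat 17, 19 or 22, in one fit of all 40 libraries, with the other filter reading or unfiltered for NFKB1 (adjusted p then 0.101 to 0.233).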

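NLRP3 encodes the sensor of an inflammasome that activates interleukin 1β, and NLRC5 a regulator of MHC class I genes. NLRP3 rose 5.77-fold in the CKD3/4 cortex (2.53 ± 0.48, log2 fold change ± standard error, adjusted p = 0.00518) and NLRC5 4.27-fold (2.10 ± 0.56, adjusted p = 0.0179), in 7 of 7 cats. In the medulla NLRP3 rose at CKD3/4 (2.17 ± 0.54, adjusted p = 0.0221), in 5 of 5 cats, and at CKD1/2 (1.56 ± 0.50, adjusted p = 0.0762). NLRC5 rose at CKD1/2 (1.76 ± 0.59, adjusted p = 0.0839) and was at 1.56 (adjusted p = 0.107) at CKD3/4. Both rose in the cortex at CKD1/2, NLRC5 by 2.05 ± 0.54 (adjusted p = 0.0853) and NLRP3 by 1.45 ± 0.45 (adjusted p = 0.0997), in 8 of 9 cats each. T cell markers rose in the CKD3/4 cortex by 2.40 in mean log2 CPM (exact permutation test, adjusted p = 0.0140). All CKD3/4 calls held in every alternative. CKD1/2 calls ended in the cortex without control cat 01, 04, 05 or 06 or CKD1/2 cat 09, 15 or 16, unfiltered or with the podocyte covariate, also with the other filter reading or in a fit of only 2 groups for NLRC5, and also without CKD1/2 cat 11 or 12 or with edgeR's own filter for NLRP3 (adjusted p then 0.101 to 0.220). In the medulla they ended without control cat 02, 05 or 06 or CKD1/2 cat 07, 11, 15 or 16 or with the podocyte covariate and also without control cat 01 or unfiltered for NLRP3 (adjusted p then 0.101 to 0.875).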

Interleukin 11 (*IL11*) and 16 (*IL16*) gene expression is also upregulated. 

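IL11, a cytokine that acts on fibroblasts and tubular cells, rose 5.77-fold in the cortex at CKD3/4 (2.53 ± 0.53, log2 fold change ± standard error, adjusted p = 0.00734), in 7 of 7 cats. IL16, a chemoattractant of CD4 cells, rose by 1.94 ± 0.70 (adjusted p = 0.0541), in 6 of 7. At CKD1/2 IL11 rose in the cortex (1.75 ± 0.50, adjusted p = 0.0945) and the medulla (2.44 ± 0.67, adjusted p = 0.0586). IL16 was at 1.96 (adjusted p = 0.128) and 0.94 (adjusted p = 0.120). At CKD3/4 in the medulla IL16 rose (1.51 ± 0.39, adjusted p = 0.0263), in 5 of 5 cats, and IL11 was at 1.27 (adjusted p = 0.224). B and plasma cell markers rose in the CKD3/4 cortex by 2.21 in mean log2 CPM (exact permutation test, adjusted p = 0.0157). IL16 in the CKD3/4 cortex lost its call without control cat 01, 04 or 05 or CKD3/4 cat 20 or 23, with the podocyte covariate or without both cats 13 and 20 (adjusted p then 0.102 to 0.159), and was at 2.55 (adjusted p = 0.0260) without control cat 02. IL11 at CKD1/2 lost it in the cortex without control cat 01, 04, 05 or 06 or CKD1/2 cat 09, 12, 15 or 16, unfiltered, in a fit of only 2 groups or with the podocyte covariate (adjusted p then 0.108 to 0.209), and in the medulla without control cat 02, 05 or 06 or CKD1/2 cat 07, 11 or 16 or with the podocyte covariate (adjusted p then 0.108 to 0.629).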

Notably, protein expression of NFKB1 and IL16 is upregulated in both CKD1/2 and CKD3/4 in the cortex (all *P* < 0.05, Supplementary Fig. 7C, D), and IL16 protein level is increased in CKD3/4 in the medulla (*P* < 0.05, Supplementary Fig. 7E), when compared with the control. In addition, expression of profibrotic marker genes lysyl oxidase (*LOX*) and fibronectin 1 (*FN1*) is upregulated in both CKD1/2 and CKD3/4 in the cortex compared to control (all *P* < 0.05, Supplementary Fig. 7F, G). 

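LOX crosslinks collagen and elastin, and FN1 encodes fibronectin of the provisional matrix. Both rose in the cortex at CKD3/4 in 7 of 7 cats, LOX 4.74-fold (2.25 ± 0.48, log2 fold change ± standard error, adjusted p = 0.00786) and FN1 4.28-fold (2.10 ± 0.67, adjusted p = 0.0340). At CKD1/2 LOX was at 1.15 ± 0.45 (adjusted p = 0.158), above the control mean in 8 of 9 cats. FN1 was at 1.22 ± 0.62 (adjusted p = 0.257), above it in 5 of 9, and neither passed. Over all alternatives the adjusted p at CKD1/2 ran from 0.0469 to 0.315 for LOX and from 0.0665 to 0.517 for FN1. In the medulla LOX was at 0.77 (adjusted p = 0.260) and FN1 at 0.46 (adjusted p = 0.571) at CKD3/4. LOX in the CKD3/4 cortex was called in every alternative, and FN1 ended with the podocyte covariate (adjusted p then 0.149). Without control cat 03 FN1 was at 2.91 (adjusted p = 0.00587).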

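EDN1 encodes endothelin 1, a peptide that constricts vessels and acts on collecting duct cells. In the cortex at CKD3/4 it was at 12.9 ± 4.69 CPM (SD, n = 7) and 4.47 ± 1.65 in controls (n = 6), 2.89-fold higher (1.53 ± 0.34, log2 fold change ± standard error, adjusted p = 0.00838). In the medulla it rose at CKD1/2 (1.21 ± 0.41, adjusted p = 0.0852), in 5 of 7 cats, and at CKD3/4 (1.31 ± 0.44, adjusted p = 0.0634), in 5 of 5. At CKD1/2 in the cortex EDN1 was at 0.58 ± 0.31 (adjusted p = 0.281). The cortical call held in every alternative, and that of the CKD1/2 medulla ended without control cat 01, 02, 05 or 06 or CKD1/2 cat 07, 08, 11 or 16, unfiltered or with the podocyte covariate (adjusted p then 0.105 to 0.640). At CKD3/4 it ended without control cat 02, 05 or 06 or CKD3/4 cat 17 or 18 (adjusted p then 0.108 to 0.124).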

Endothelin 1 (*EDN1*) is upregulated in CKD3/4 in the cortex (*P* < 0.001, Supplementary Fig. 7H), and in both CKD1/2 and CKD3/4 in the medulla (both *P* < 0.05, Supplementary Fig. 7 I).

Finally, the correlation of expression among key profibrotic genes (Supplementary Fig. 8A) and between redox proteins and profibrotic protein markers (Supplementary Fig. 8B) in the cortex is examined. There is a strong and positive correlation of gene expression among profibrotic genes transforming growth factor beta 1 (*TGFβ1*), *COL1A1*, *COL1A2*, *COL5A1*, *COL5A2*, fibronectin 1 (*FN1*), and *MMP2*, *MMP7*, and *LOX* (all *P* < 0.0001, ρ > 0.75, Supplementary Fig. 8A, yellow box), which also show a moderate correlation with *GAL3* and *α-SMA* (all *P* < 0.01, *ρ* > 0.5). 

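TGFB1, the growth factor that drives matrix synthesis, and COL1A1 went together over the 22 cortical libraries, with Pearson's r = 0.90 (permutation p = 1.00e-05) and Spearman's rho = 0.92 (permutation p = 1.00e-05). Without the 2 libraries farthest from the median of TGFB1, r was 0.91. Among TGFB1, COL1A1, COL1A2, COL5A1, COL5A2, FN1, MMP2, MMP7 and LOX all 36 pairs were positive, r from 0.64 to 0.99, 31 of them above 0.75 and all above 0.5. LGALS3 and ACTA2 gave 18 of 19 further pairs at an adjusted p below 0.05, 13 with r above 0.5, and were related to each other by r = 0.39 (permutation p = 0.0742, rho = 0.38, p = 0.0810). In all, 54 of the 55 pairs computed passed a Benjamini-Hochberg adjusted p of 0.05 (two-sided, 100000 permutations), 52 by Spearman's rho and 51 without the 2 farthest libraries. The groups differ in these genes, and with each group's mean subtracted 39 pairs passed, TGFB1 and COL1A1 at r = 0.88 among them. Within the groups 33 pairs passed in the 6 controls and 0 in the 7 CKD3/4 libraries by exact permutation, and 25 in the 9 CKD1/2 libraries by 100000 random permutations. TGFB1 and COL1A1 had r = 0.85 in the CKD3/4 libraries.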

Protein expression of redox enzyme GSS is strongly and negatively correlated with that of MMP7, GAL3, and α-SMA (all *P* < 0.0001, *ρ* < -0.75, Supplementary Fig. 8B), while GPX3 and GPX4 show a moderate and negative correlation with MMP7, GAL3, and α-SMA.

### Evidence of impaired oxygen homeostasis

Hypoxia is an intrinsic adaptive response to low blood oxygen levels. Hypoxia-inducible factors (HIFs) are a group of transcription regulators that are targeted for degradation under normoxic conditions, while prolyl hydroxylase domain-containing proteins (PHDs) are oxygen sensors that stabilize and protect HIFs from degradation in low oxygen conditions^33^. 

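HIF1A and HIF3A encode α subunits of the hypoxia-inducible factors. EGLN1 (PHD2) and EGLN3 (PHD3) are the prolyl hydroxylases that mark those subunits for degradation in oxygen, and VEGFA is a growth factor of vessels. In the cortex at CKD3/4 HIF1A rose 2.15-fold (1.11 ± 0.22, log2 fold change ± standard error, adjusted p = 0.00564) and HIF3A 2.99-fold (1.58 ± 0.57, adjusted p = 0.0518), each in 6 of 7 cats. VEGFA fell 2.22-fold (-1.15 ± 0.19, adjusted p = 0.00429), EGLN3 1.57-fold (-0.65 ± 0.19, adjusted p = 0.0251) and EGLN1 1.39-fold (-0.47 ± 0.12, adjusted p = 0.0141), each in 7 of 7. At CKD1/2 EGLN1 fell in 9 of 9 cats (-0.38 ± 0.11, adjusted p = 0.0948), and HIF1A (0.05, adjusted p = 0.887) and VEGFA (-0.46, adjusted p = 0.158) did not pass. Of 11 genes of the hypoxia pathway, of which 10 were measured, 2 were higher and 4 lower at CKD3/4 (the same counts adjusted over the list alone), with adjusted p = 0.201 from camera. In CKD1/2 cats 1 was lower (4 adjusted over the list alone). The study chose its genes of that list on these samples, and of the 3 others 0 was lower at CKD3/4. The higher count at CKD3/4 was 1 without control cat 01 or CKD3/4 cat 18 or with the podocyte covariate, and the lower one at CKD1/2 was 0 without control cat 01, 04, 05 or 06 or CKD1/2 cat 09, 11, 12, 13, 15 or 16, with the other filter reading, with edgeR's own filter, unfiltered, in a fit of only 2 groups, with the podocyte covariate (edgeR, 5 of the list at an unadjusted p below 0.05) or without both cats 13 and 20, 2 without CKD1/2 cat 10 and 3 without CKD1/2 cat 14. Podocytes express VEGFA, and NPHS1, a podocyte gene, had a log2 fold change of -1.40 ± 0.50 (adjusted p = 0.0521) at CKD3/4. HIF1A, EGLN1, EGLN3 and VEGFA at CKD3/4 were called in every alternative and HIF3A ended without control cat 01 or CKD3/4 cat 18 or with the podocyte covariate (adjusted p then 0.100 to 0.121). EGLN1 at CKD1/2 ended without control cat 01, 04, 05 or 06 or CKD1/2 cat 09, 11, 12, 13, 15 or 16, with edgeR's own filter, with the other filter reading, unfiltered, in a fit of only 2 groups, with the podocyte covariate or without both cats 13 and 20 (adjusted p then 0.104 to 0.242).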

In the cortex, there is an upregulation of HIF 1 alpha subunit (*HIF1A*) and HIF 3 alpha subunit (*HIF3A*) genes, but downregulation of *PHD2*, *PHD3*, and vascular epithelial growth factor (*VEGF*) genes in CKD3/4 versus control (all *P* < 0.01, Fig. 8A). In the medulla, expression of *HIF3A* is upregulated, while that of *PHD2* and *VEGF* is downregulated in CKD3/4 versus control (*P* < 0.05, *P* < 0.01, and *P* < 0.0001, respectively, Fig. 8B). 

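In the CKD3/4 medulla VEGFA fell 2.15-fold (-1.10 ± 0.24, log2 fold change ± standard error, adjusted p = 0.0125) and EGLN1 1.41-fold (-0.50 ± 0.13, adjusted p = 0.0293), each in 5 of 5 cats. HIF3A, which can oppose the other α subunits, rose by 1.53 ± 0.57 (adjusted p = 0.0890), above the control mean in 3 of 5. HIF1A (0.68 ± 0.47, adjusted p = 0.344) and EGLN3 (0.33 ± 0.33, adjusted p = 0.524) did not pass. At CKD1/2 none of the 5 passed (adjusted p from 0.165 to 0.743), with HIF1A above the control mean in 6 of 7 cats. Of the listed hypoxia genes 1 was higher and 3 were lower at CKD3/4, also when adjusted over the list alone. At CKD1/2 1 was lower, and the tests gave adjusted p = 0.359 and 0.745 from camera. The count of higher genes at CKD3/4 was 0 without control cat 01, 02, 03, 04 or 06 or CKD3/4 cat 18 or 23, unfiltered or in a fit of only 2 groups and 2 in one fit of all 40 libraries, and that of lower ones at CKD1/2 0 without control cat 02, 05 or 06 or CKD1/2 cat 16 or with the podocyte covariate (edgeR, 3 of the list at an unadjusted p below 0.05). VEGFA and EGLN1 at CKD3/4 were called in every alternative, and HIF3A ended without control cat 01, 02, 03, 04 or 06 or CKD3/4 cat 17, 18 or 23, unfiltered or in a fit of only 2 groups (adjusted p then 0.105 to 0.205).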

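SLC5A2 encodes SGLT2 and is expressed in the first segments of the proximal tubule. It was at 225 ± 110 CPM in the cortex at CKD3/4 (SD, n = 7) and 905 ± 377 in controls (n = 6), 4.02-fold lower (-2.01 ± 0.43, log2 fold change ± standard error, adjusted p = 0.00737). In the medulla it fell from 378 ± 391 CPM to 15.8 ± 24.1 at CKD1/2 (n = 7; -4.57 ± 1.02, adjusted p = 0.0489), and without CKD1/2 cat 10, the highest of its group, it was at -5.80 (adjusted p = 0.0167). It was 36.6 ± 21.8 at CKD3/4 (n = 5; -3.37 ± 1.11, adjusted p = 0.0612), in every CKD cat. At CKD1/2 in the cortex it was lower in 9 of 9 cats and did not pass (-0.96 ± 0.39, adjusted p = 0.168). SLC34A1, another carrier of the same cells, was at -2.49 ± 0.86 (adjusted p = 0.0448) in the CKD3/4 cortex and -4.33 ± 1.43 (adjusted p = 0.0817) in the CKD1/2 medulla. Over the control medullas the proximal tubule score went with the podocyte score (Pearson's r = 0.995, exact permutation p = 0.00278, chosen after the results were seen). Varying amounts of cortex in the control pieces may thus be part of the medullary falls of both carriers. SLC5A2 in the cortex was called in every alternative, and in the CKD1/2 medulla the call ended without control cat 02, 05 or 06 or CKD1/2 cat 16 or with the podocyte covariate (adjusted p then 0.104 to 0.772). At CKD3/4 it ended without control cat 05 or CKD3/4 cat 18 or 20 or with the podocyte covariate (adjusted p then 0.102 to 0.930).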

Further, expression of sodium-glucose cotransporter 2 gene (*SGLT2*), responsible for the reabsorption of filtrated glucose in the PTCs, is downregulated in CKD3/4 in the cortex (*P* < 0.001, Fig. 8A) and in both CKD1/2 and CKD3/4 in the medulla (both *P* < 0.01, Fig. 8B). In the cortex, SGLT2 protein expression has a 1.8-fold decrease in CKD3/4 versus control (*P* < 0.01, Fig. 8C).

**Fig. 8:**
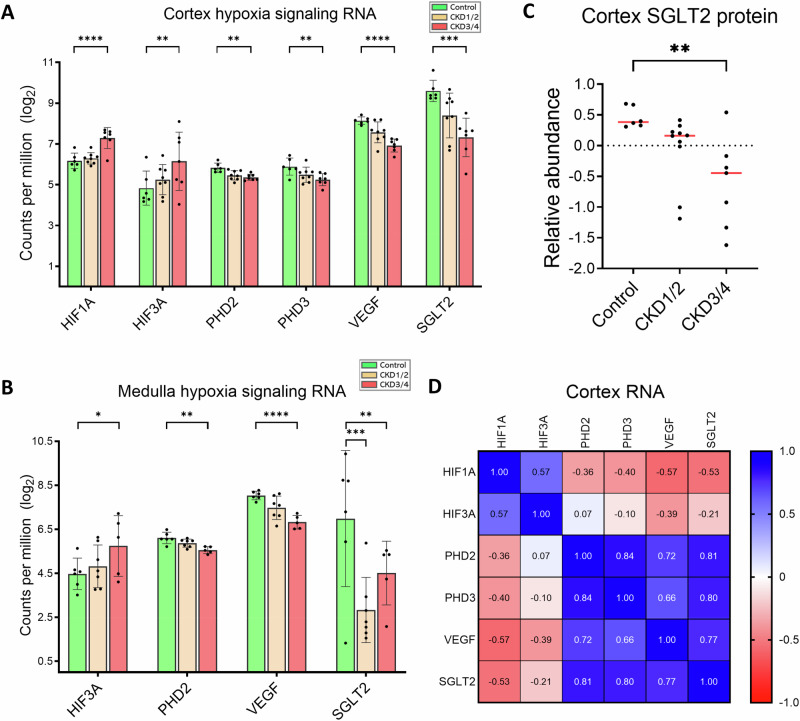
Activation of hypoxia signaling pathway in CKD. **A**, **B** Expression of genes encoding hypoxia signaling pathway enzymes in the cortex and medulla, respectively. **C** Cortical SGLT2 protein expression. Negative values are the results of log2 transformation. **D** Heatmap of Pearson’s correlation of RNA expression in the cortex. Blue and red indicate positive and negative correlations, respectively. The numbers in the heatmap indicate correlation coefficients. Sample size for RNA-seq experiments in the cortex (**A**): control (*n* = 6), CKD1/2 (*n* = 8), CKD3/4 (*n* = 7); in the medulla (**B**): control (*n* = 6), CKD1/2 (*n* = 7), CKD3/4 (*n* = 5). Sample size for proteomics experiments in the cortex (**C**): control (*n* = 6), CKD1/2 (*n* = 10), and CKD3/4 (*n* = 7). Red bars represent the medians. Error bars represent the SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. HIF1A hypoxia inducible factor 1 alpha, HIF3A hypoxia inducible factor 3 alpha, PHD2/3 prolyl hydroxylase domain- containing proteins 2 and 3, VEGF vascular endothelial growth factor, SGLT2 sodium-glucose cotransporter 2.

No expressional change in HIF2A or erythropoietin (EPO) is observed.

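EPAS1 encodes HIF2A, the α subunit that controls erythropoietin. In the cortex it was at -0.17 ± 0.20 (log2 fold change ± standard error, adjusted p = 0.614) at CKD1/2 and -0.15 ± 0.21 (adjusted p = 0.632) at CKD3/4, and in the medulla at 0.35 ± 0.17 (adjusted p = 0.215) and -0.26 ± 0.19 (adjusted p = 0.374). No comparison passed the test, and the values fell on either side of 0 with 4 of 7 cats below the control mean in the CKD3/4 cortex. EPO had too few counts to pass the low-count filter in the cortex or the medulla and is not among the genes tested here.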

Finally, the relationships between *SGLT2* gene and several genes of the hypoxia signaling pathway in the cortex are explored. *SGLT2* expression is positively correlated with that of *PHD2*, *PHD3*, and *VEGF* (all *P* < 0.0001, *ρ*$$ > 0.75$$, Fig. 8D), but negatively with *HIF1A* (*P* = 0.01, *ρ*$$=-0.53$$, Fig. 8D). 

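SLC5A2 (SGLT2) and EGLN1 (PHD2) were related over the 22 cortical libraries with Pearson's r = 0.80 (permutation p = 1.00e-05) and Spearman's rho = 0.86 (permutation p = 1.00e-05). With EGLN3 (PHD3), SLC5A2 had r = 0.80 and rho = 0.79. With VEGFA it had r = 0.75 and rho = 0.76 (permutation p of 4.00e-05 or less for EGLN3 and 1.40e-04 or less for VEGFA). The 3 relations held without the 2 libraries farthest from the median of SLC5A2, at r = 0.73, 0.68 and 0.68. With HIF1A the relation was negative, with Pearson's r = -0.48 (permutation p = 0.0224) and Spearman's rho = -0.43 (permutation p = 0.0468), and the adjusted p of r was 0.0589 over the 21 pairs computed. Without the 2 farthest libraries r was -0.40 (permutation p = 0.0796), and with group means subtracted 0.00 (permutation p = 0.984). HIF1A and VEGFA were related by r = -0.58 (permutation p = 0.00565, rho = -0.62). With group means subtracted, EGLN1 (0.65) and EGLN3 (0.68) kept an adjusted p below 0.05 with SLC5A2. VEGFA (0.42) did not, and HIF1A with VEGFA was at 0.02. Of the 21 pairs, 7 passed an adjusted p of 0.05 over all libraries, 3 with group means subtracted and 0 within any single group.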

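EPAS1, which encodes HIF2A, and SLC5A2 had Pearson's r = 0.02 (permutation p = 0.935) and Spearman's rho = 0.09 (permutation p = 0.694) over the cortical libraries, and without the 2 farthest libraries r was -0.06. For HIF3A and SLC5A2 the values were Pearson's r = -0.22 (permutation p = 0.332) and Spearman's rho = -0.14 (permutation p = 0.522), with r = -0.23 without the 2 farthest. Adjusted over the 21 pairs, p was 0.935 for EPAS1 and 0.497 for HIF3A. With n = 22 a relation of the size of SLC5A2 and HIF1A, -0.48, was at the edge of what these tests call.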

No correlation between *SGLT2* and *HIF2A* or *HIF3A* is observed (both *P* > 0.05).

## Discussion

Concomitant transcriptomic and proteomic analyses reveal spatiotemporal changes in renal tissue gene and protein expression. In the mammalian kidneys, the partial pressure is ~35–50 mmHg in the cortex but only 10−20 mmHg in the medulla^34^. Compared to the cortex, the medulla operates at the lower baseline oxygen levels, and is responsible for high metabolic activities such as active transport in the Loop of Henly, which are energy-intensive and require a large amount of oxygen, making renal medulla more susceptible for further oxygen reduction and vulnerable to ischemic injury. 

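SLC5A2, the glucose carrier of the proximal tubule, had a medullary minus cortical log2 fold change of -3.57 (standard error 1.00, adjusted p = 0.752) at CKD1/2 and -1.30 (standard error 1.04, adjusted p = 0.926) at CKD3/4. For FABP1, which binds fatty acids in the same cells, the values were -3.37 (standard error 1.24, adjusted p = 0.771) and -1.50 (standard error 1.30, adjusted p = 0.927). The podocyte genes, with medulla minus cortex taken within each cat, differed between CKD1/2 and control by -1.97 in mean log2 CPM (exact two-sided permutation test, 6 cats each, p = 0.0606, adjusted p = 0.295 over the 78 tests of lists). Over 16294 genes, 0 interactions were called at CKD1/2 and 0 at CKD3/4 by edgeR, with 918 and 739 at an unadjusted p below 0.05. DESeq2 called 11 at CKD1/2 and 0 at CKD3/4. With the cat as replicate block, edgeR in the 34 libraries of cats with both tissues called 0 and 0 (1992 and 2240 unadjusted), and limma with voom in all 40 libraries 0 and 0 (1698 and 2306 unadjusted). Chance alone would put a share of about 0.05 of the genes below an unadjusted p of 0.05. The counts without the block were near that share, and those with it were above it. Genes vary together, so this excess is not itself a test. At CKD3/4 edgeR called 1 with the podocyte marker score as a covariate and 1 without medullary cat 18.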

The observation that gene and protein expression changes occur earlier (i.e. CKD1/2) in the medulla than in the cortex may be, in part, due to the differences in the vascular anatomy and metabolic activities between the two regions. Accumulating evidence indicates that hypoxia plays a crucial role in the progression of CKD^13^. Hypoxia, a condition of insufficient oxygen supply to the kidneys, activates a myriad of expression of genes involved in fibrosis, oxidative stress, inflammatory response, angiogenesis, and bioenergetics^13,18^. The initial adaptive metabolic shift becomes maladaptive, leading to long-term kidney damage. Renal injury can also increase the needs of tissue repair, which stimulates aerobic glycolysis to provide intermediates for cellular proliferation^13,14^.

The kidney is a metabolic organ with a high mitochondrial density in the renal tubules^10^, and a major consumer of molecular oxygen^15^. The energy substrate preference varies along nephron and is largely driven by oxygen delivery. Under physiological conditions, the PTCs in the cortex metabolize FAs and amino acids via OXPHOS to support its high ATP demands for filtrate reabsorptions^15^. After injury, the kidney cells undergo metabolic reprogramming to meet the high energy demands that are crucial for cellular repair and recovery. The mechanisms by which the kidney shifts its energetic program in CKD are incompletely understood in humans and have not been explored in cats. The study provides multi-omic evidence that the kidney’s abilities to transport FFAs into cytoplasm and mitochondria and metabolize FAs is impaired in CKD. These alterations in FAT and FAO are evidenced as many FFAs and FAO intermediates accumulate in the circulation in CKD. In the medulla, there is a downregulation of genes involved in FAT (such as *FABPs*, *CD36*, and *ACSs*) and FAO (such as *ACADs, HADHA*, and *HADAB*) in the early stages of CKD. But in the cortex, downregulation of these genes occurs in the later stages of CKD (i.e. CKD3/4). Early disruption in FAO in the medulla may reflect the different sensitivity to oxygen tension between cortex and medulla whose unique microenvironment makes it more susceptible to metabolic disturbances. Alternatively, the spatial and temporal differences may suggest a sequential response where early changes in the medulla precede and signal subsequential metabolic adaptations in the cortex.

Very long-chain FAs with chain length of 22 carbons or longer undergo β-oxidation almost exclusively in the peroxisomes, resulting in the production of acetyl-CoA and medium-chain acyl-CoAs. Since the peroxisomes lack the enzymes necessary for the TCA cycle, MCFAs derived from peroxisomal VLCFA β-oxidation are transported into mitochondria^35^. The study provides evidence that VLCFA β-oxidation in peroxisomes is impaired in CKD, supporting the hypothesis that a disruption of peroxisomal VLCFA oxidation may lead to a reduced level of circulating MCFAs, such as capric acid.

Ketone bodies are preferred energy substrates for the distal segments of nephron performing active transport under physiological conditions^36^. But how ketone metabolism changes in CKD is not very well understood. In cats with CKD, BHBA, the main ketone body, accumulates in the circulation, and protein expression of OXCT1, the rate-limiting enzyme for ketone metabolism, is downregulated in both renal cortex and medulla. In gene expression, there is as well a downregulation of both *BDH1* and *OXCT1* in CKD1/2 in the medulla, but the change occurs in CKD3/4 in the cortex. Glutamine is the most abundant amino acid in the circulation of cats^37^ and people^38^. In the kidney, GLS catalyzes the hydrolysis of glutamine to ammonia and glutamate. The kidney is one of the key organs that regulate and maintain systemic acid-base balance by producing ammonia, the main proton buffer in the urine^29^. Venous pH was lower in cats with severe, but not mild or moderate, chronic renal failure (CRF), compared to healthy cats^39^.Urine pH was decreased in feline patients with increasing severity of CRF, and a reduction of urine ammonia to creatinine ratio was already observed in cats with stage 2 CKD vs. healthy cats^39,40^. Taken together, our observation along with previous ones suggests an important role of urine ammonia in regulating systemic acid-base balance in cats. Glutamate, on the other hand, can be further metabolized to produce α-KG by transaminases, GOT2 and GPT2, to feed the TCA cycle. Notably, a spatial and temporal regulation in the expression of genes (*GLS*, *GOT2*, *GPT2*) and proteins (GOT2, GPT2) is observed. Taken together, the data provides evidence of reduced renal energy production via glutamine and ketone oxidation, and a link between impaired glutamine metabolism and acid-base imbalance in feline CKD.

Glucose contributes to little ATP production in the PTCs of the cortex but is a preferred substrate for glomeruli and distal parts of nephron in the medulla^15^. In a recent study to evaluate glucose metabolism using mouse subtotal nephrectomy model of CKD, gene expression of many glycolytic enzymes is upregulated in the PT of the nephrectomized kidney^16^. In contrast, the transcriptomic analysis shows a downregulation of genes associated with glucose metabolism in both cortex and medulla in CKD. The phosphorylation/dephosphorylation cycle of PDH by PDK/PDP leads to its inhibition/activation, respectively, serving as the gatekeeper for glycolysis and pyruvate metabolism. The study provides evidence that gene and protein expression of PDC catalytic components, PDHA, PDHB, and E2, is downregulated. Expression of *PDK4* gene is upregulated, while that of PDP regulatory subunit (*PDPR*) is downregulated in CKD. Intriguingly, an upregulation in protein expression of several glycolytic enzymes (such as PFKP, TPI1, PGAM1, and GAPDH) in the cortex, but not in the medulla, is observed, suggesting a differential post-translational regulation to increase glucose metabolism in the cortex. Because the TCA cycle is repressed in CKD, it is hypothesized that the kidney upregulates cortical enzymes in the glycolytic pathway to provide glycolytic intermediates for shunting pentose phosphate pathway (PPP) towards the synthesis of nucleotides and other macromolecules for rapid cell proliferation and repair, rather than for energy production. Targeting specific enzymes within the PPP may offer an opportunity for novel pharmaceutic or nutritional intervention for feline CKD. Importantly, the interconversion between pyruvate and lactate is altered, further exacerbating energy deficit.

The kidney is one of the only two organs possessing sufficient gluconeogenic enzyme activities besides the liver, thus playing a significant role in glucose homeostasis in humans and animals^27^. It was postulated that renal gluconeogenesis is confined to the PT, which is the only nephron segment with required enzyme activities^41^. However, the transcriptomic data show that several genes in the gluconeogenic pathway, including *G6Pases*, are expressed at similar levels in both cortex and medulla, and their expression is downregulated in CKD. Nevertheless, there is a possibility of differential translational regulations between the two regions. 

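In controls (n = 6 libraries of each tissue), G6PC1, which releases free glucose, was at 210 ± 75.8 CPM in the cortex and 154 ± 136 in the medulla (SD). Its medullary minus cortical log2 fold change was -0.45 (standard error 0.96, adjusted p = 0.857). G6PC3, its ubiquitous relative, was at 44.9 ± 7.18 CPM in the cortex and 36.6 ± 5.12 in the medulla (-0.29, standard error 0.16, adjusted p = 0.368). FBP1 (-0.84, standard error 0.57, adjusted p = 0.475), FBP2 (-1.10, standard error 0.50, adjusted p = 0.240), PCK1 (-1.23, standard error 1.17, adjusted p = 0.637) and SLC37A4 (-1.01, standard error 0.51, adjusted p = 0.301), the glucose-6-phosphate carrier, were not called between the tissues by edgeR without a block either. All 8 listed gluconeogenic genes had a lower mean in the medulla. The control medullas spread widely: G6PC1 ran from 6.97 to 366 CPM and PCK1 from 3.88 to 1377, and a test of 6 against 6 leaves a wide range of differences between the tissues open. Their podocyte scores ran from 1.83 to 6.86 and went with the proximal tubule score (Pearson's r = 0.995, exact permutation p = 0.00278, chosen after the results were seen). Varying amounts of cortex in these pieces may thus be part of the medullary values. Both tissues come from the same 6 control cats, and with the cat as replicate block edgeR called FBP2 (-1.48, adjusted p = 0.0447), SLC37A4 (-1.32, adjusted p = 0.0753) and G6PC3 (-0.27, adjusted p = 0.0681) lower in the medulla. FBP1 (-1.28, adjusted p = 0.150), PCK1 (-2.17, adjusted p = 0.173) and G6PC1 (-1.03, adjusted p = 0.433) did not pass in that fit. Limma with voom and the same block called 6 of the 8 lower, all but G6PC1 and PC (adjusted p = 0.191 and 0.119). Over all 16294 genes, 678 were higher and 196 lower in the control medulla than in the control cortex, among them the urea transporter SLC14A2. With the block, edgeR called 1817 higher and 1595 lower, 838 of them shared with the fit without it.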

Two hypoxia inducible isoforms, HIF1A and HIF2A, both participate in the response to hypoxia^42,43^. While activation of HIF1A increases inflammation, fibrosis and tubular tissue damage, HIF2A exerts anti-inflammatory, and anti-fibrotic effects. The HIF1A regulates the transcription of genes coding for metabolic enzymes, transporters, and mitochondrial proteins to reduce oxygen consumption, and HIF2A is responsible for EPO synthesis. It is postulated that the shift in the balance of HIF1A/HIF2A contributes to the progression of diabetic kidney disease (DKD) in humans^42,43^. In cats with CKD, no expressional change in HIF2A or EPO is observed. Possibly, the discrepancy lies with the different risk factors between the two species, where diabetes is not a significant risk factor for feline CKD. SGLT2, which is localized in the PT, is responsible for >97% reabsorption of filtered glucose from the urine^44^, a process that consumes a significant amount of oxygen. SGLT2 inhibitors (SGLT2i) provides nephroprotective benefits in to human patients with DKD, presumably by suppressing HIF1A and stimulating HIF2A, which in turn augments erythropoiesis^44–47^. In this study, expression of SGLT2 protein is decreased by nearly 2-fold in CKD in the cortex, suggesting reduced tubular glucose reabsorptions and oxygen consumptions. Recently, the US Food and Drug Administration (FDA) approved bexagliflozin, a SGLT2i, to treat diabetic cats^48^. Despite the differences, many of the mechanisms by which SGLT2i exert their effects in human kidney diseases might also apply to cats beyond their use to treat diabetes, which will be determined by future clinical trials^49^. In general, hypoxia stimulates the production of VEGF protein, leading to angiogenesis and protection against ischemic injury^50^. Surprisingly, gene expression of *HIF1A* is upregulated, yet *VEGF* gene is downregulated. However *VEGF* gene expression is strongly and positively associated with *SGLT2* expression. It is possible that a decrease in *VEGF* gene expression is a result of reduced tubular oxygen consumption due to reduced glucose reabsorption. The intricate and complex interplay between glucose homeostasis, hypoxia and neovascularization warrants further investigation.

Tissue fibrogenesis reflects the sequelae of injury or prolonged inflammatory events, and the resultant disruption and graduate destruction of tissue architecture and function^9^. Myofibroblasts, which are differentiated from interstitial fibroblasts, express α-SMA and produce extracellular matrix (ECM) proteins such as collagen and fibronectin^51^. The excessive deposition of ECM proteins in the interstitial spaces contributes to renal fibrosis. The initial phases of fibrogenesis includes activation of macrophages and cytokines, including TGFβ, and dissolution of matrix, followed by production and deposition of matrix proteins such as fibronectin and collagens. TGFβ1 is thought to be the master regulator of renal fibrosis, particularly in CKD^52^. TGFβ1 signaling stimulates the transcription of a cascade of genes related to ECM production, including collagens and fibronectin, and activation of myofibroblasts, which express α-SMA^51,52^. Protein expression of α-SMA, COL1A1, and MMP7 proteins is upregulated in CKD vs. control in the cortex, MMP7 metallopeptidase in the medulla. In gene expression, *TGFβ1* is strongly and positively correlated with *FN1*, *LOX*, *MMP2*, *MMP7*, and *collagens type I* and *V*. Remarkably, many of these profibrotic genes have a correlation coefficient equal to or greater than 0.90 with one another. Expression and secretion of GAL3 by macrophages is thought to play a role in the activation of renal fibroblasts to its profibrotic prototype^53^, and elevated plasma GAL3 is associated with major adverse kidney events and death^54^. To the contrary, a study using a rodent model of induced CKD showed GAL3 protects renal tubular injury by limiting apoptosis and attenuates fibrosis^55^. In cats with naturally occurring CKD, expression of GAL3 protein is upregulated in both cortex and medulla, while its gene expression is positively correlated with that of profibrotic genes, suggesting a role of GAL3 in renal fibrogenesis. NFκB, a transcription factor, is a pivotal mediator of inflammatory responses, while inflammasomes, such as members of NOD-like receptor family, including NLRC5 and NLRP, play a key role in sensing inflammatory signals and triggering the innate immune response^56^. Upregulations of NFκB and inflammatory signaling provide evidence of elevated inflammatory responses in the kidneys of cats with CKD.

Mitochondrial OXPHOS contributes to ~90% of cellular reactive oxygen species (ROS) production, which under physiological conditions, is finely regulated with an array of antioxidants, many of which depend on GSH^57^. The redox cycle between reduced GSH and oxidized GSSG is central to this process. Indeed, GSSG, CYSSG, and CYSSGly are hallmarks of oxidative stress, and their concentrations in the blood are increased in CKD. In the kidney, expression of GSS, GSR and GPXs genes and proteins, is downregulated in CKD. A recent proteome study connected GPX3, ROS generation and kidney fibrosis in CKD^20,21^. GPX3 protects renal tubular cells from oxidative damage and the resulting inflammation. A downregulation of GPX3 may induce kidney fibrosis via developing fibrotic extracellular matrix^20^. A significant negative correlation between redox enzymes, GSS and GPXs, and profibrotic markers, MMP7, GAL3, and α-SMA, indicates a connection between redox homeostasis and fibrosis in cats with CKD.

The study includes paired transcriptomic and proteomic data from kidney tissues of control cats and cats with early and late stages of CKD, as well as serum metabolomic data from a separate cohort of cats. The findings are consistent across groups despite of small sample size. There are some important limitations in the current study. The cats in cohort 1 were significantly different in age and body weight between control and CKD groups. Although indirect blood pressure was measured in cats in cohort 1, cats in cohort 2 had their blood pressure measured only if their health permitted due to ethical considerations. It is thus possible systemic hypertension, common in feline CKD, might confound the transcriptomic and proteomic findings. Serum metabolomic profiling reflects systemic changes of metabolites, which may be influenced by other factors such as diet, medications, or comorbidities. Typically, cats with CKD are on specialized diets that are formulated to support kidney function. Additionally, many cats with CKD experience decreased appetite and weight loss, so it is crucial to encourage food consumption by offering different food types, including dry, wet or both. Medications, including those for CKD management, can also influence global metabolome changes. Moreover, cats with subclinical conditions, such as subclinical cancer or heart disease, might be included. Another limitation is that the majority of cats in cohort 1 are not part of cohort 2, preventing direct correlation analysis between systemic metabolome and tissue transcriptome and proteome. This is likely to be addressed in future studies with a large cohort of cats. Renal tissue metabolomics should be performed in the future to understand metabolome changes in the kidney tissue and to corroborate tissue transcriptome and proteome changes. Due to a high cellular heterogeneity in the kidneys, single-cell RNA sequencing technology will offer a significant advantage over the traditional RNA sequencing by providing a high-resolution transcriptomic atlas with specific cell types and their associations with pathophysiology, including metabolic reprogramming, fibrogenesis, and inflammation, in feline CKD. Finally, CKD in cats is heterogeneous in the rate of progression, which is not accounted for in this cross-sectional study. The study, despite the limitations, utilizes multi-omics analysis to gain initial insights into the complexity of renal metabolism, providing a detailed depiction of metabolic landscape of feline CKD.

## Methods

### Animals and study design

The study protocol was reviewed and approved by the Institutional Animal Care and Use Committee of the Nestlé Purina PetCare Company (approval numbers NT7427 and NT7749). We have complied with all relevant ethical regulations for animal use. Two cohorts of cats were enrolled for the study. The cohort 1 consisted of 35 domestic short-hair cats from the same research colony (Supplementary Table 1), including 14 healthy control cats, 15 CKD cats with International Renal Interest Society (IRIS) stage 1 or stage 2 (CKD1/2), and 6 CKD cats with IRIS stage 3 or stage 4 (CKD3/4). There were 22 females and 13 males with the mean ages of 10.9, 14.9 and 11.7 years for the control, CKD1/2, and CKD3/4 groups, respectively. The cohort 2 included 19 domestic short-hair and 4 domestic long-hair cats that were euthanized for humane reasons unrelated to the study (Supplementary Table 2). There were 14 females and 9 males with the mean ages of 13.7, 14.3, and 12.8 years for the control, CKD1/2, and CKD3/4 groups (*P* = 0.85), respectively. Renal cortical and medullary tissues were collected and stored in the RNA*later* solution (Thermo Fisher Scientific Inc.) until use. Cats with major systemic diseases such as cancer, hyperthyroidism, heart failure, or diabetes mellitus were excluded from the study.

### Metabolomics, RNA-seq, and proteomics

Serum samples were submitted for untargeted metabolomic analysis in a commercial laboratory (Metabolon, Inc.). Sample preparation and extraction, liquid chromatography, MS, compound detection and identification, and statistical analysis were described previously^58^ and available in Supplementary Method 1. Briefly, the raw data (Supplementary Data 2) are generated based on the area-under-the-curve formula using ion counts that provide relative quantification. Metabolites with >80% missing values are removed. For each metabolite, missing values are replaced 20% of its observed minimum. The data are then transformed using the natural log, and autoscaled to achieve a zero mean and unit variance for all metabolites. A multiple linear regression model adjusted for age and sex was applied to the normalized and log transformed data. *P*-values were adjusted to control the false discovery rate (FDR).

Total RNA was extracted from both renal tissues and a cDNA library was constructed. RNA samples with poor RNA integrity numbers were removed. The libraries were quantified to be pooled equimolarly and sequenced on an Illumina NextSeq 2000 with V3 chemistry pair-end 150 cycles to achieve sequencing depth ~100 million reads per sample. Samples with <100 million reads or an average read length shorter than 200 nucleotides were removed, resulting in 21 cortical and 18 medullary samples. The fastq files were created and demultiplexed using casava v1.8.2 from the raw sequencing data, aligned against the domestic cat reference genomes Felis_catus_9.0 using RNAstar v2.5.3. The htseq_count v2.16.2 program was used to quantify the counts and genes were filtered when there were <2 counts per million in ≥5 samples. The normalization method was the trimmed mean of M-values method performed by the function calcNormFactors in edgeR. The edgeR package function glmQLFTest was also used to fit a quasi-likelihood negative binomial generalized log-linear model. More details can be found in Supplementary Method 2. The raw read counts of gene expression data can be found in Supplementary Data 3–4.

The MS-based proteomic analysis is detailed in Supplementary Method 3. Briefly, renal tissues were lysed in RIPA buffer (Sigma-Aldrich) conditions using bead beating. After extraction, protein samples were reduced, alkylated, precipitated, and digested with trypsin/Lys-C mix (Promega). Resulting peptides were labeled with tandem mass tag for quantification purposes. Samples were analyzed with liquid chromatography (LC)-tandem MS (MS/MS) using an Orbitrap Fusion Lumos (Thermo Scientific). Protein identifications were obtained using Mascot 2.6.1 (Matrix Science) against the UniProt Felis catus reference proteome database. Scaffold (Proteome Software) was used for validation and visualization of the data. Triplicate quantitative values, expressed as log2 fold changes with regards to a reference pool of each tissue type, were averaged for each protein and sample. Following sample and data quality control steps, 23 cortical and 19 medullary samples remained. A linear model was fitted to each protein adjusting for sex and compared each CKD groups with control. The *P*-values associated from the linear models were adjusted for multiple testing error using the Benjamini-Hochberg method. The protein expression data can be found in Supplementary Data 5–6.

In many clinical settings, FDR < 0.05 has been suggested as being too low to embrace all potential meaningful results^59,60^. In some studies, less restricted statistical approaches, including *P* < 0.05, were proposed and applied^61,62^. Combining paired RNA and protein-level data enables corroboration between the two independent measurements, substantiating the results obtained from individual datasets^63^. In the context of multi-omics analysis, a threshold of FDR < 0.10 for differentially expressed metabolites and genes, and FDR < 0.30 for differentially expressed proteins is applied.

### Statistics and reproducibility

For serum metabolomics experiment, there were 35 cats divided into three groups: healthy control (*n* = 14), CKD1/2 (*n* = 15) and CKD3/4 (*n* = 6). For RNA-seq experiment, cortical tissues were collected from control (*n* = 6), CKD1/2 (*n* = 8), and CKD3/4 (*n* = 7) cats, and medullary tissues from control (*n* = 6), CKD1/2 (*n* = 7), CKD3/4 (*n* = 5) cats. For proteomic experiment, cortical tissues were collected from control (*n* = 6), CKD1/2 (*n* = 10), and CKD3/4 (*n* = 7) cats, while medullary tissues from control (*n* = 6), CKD1/2 (*n* = 7), and CKD3/4 (*n* = 6) cats. The sample number (*n*) in each group represents individual cats. Bioinformatic and statistical data analyses on metabolomic, RNA-seq and proteomic data were stated in the previous section.

### Diagnosis and IRIS staging of cats

To be eligible for enrollment, cats underwent a complete physical examination, including a 9-point body condition score (BCS)^64^ and muscle condition score (MCS)^65^, and evaluation of medical history, complete blood count (CBC), serum biochemistry profile, SDMA, thyroxine (T4) panel, indirect systolic blood pressure, urinalysis and urinary protein/creatinine ratio. A cat was diagnosed with CKD if urine specific gravity (USG) < 1.035, and serum creatinine or SDMA levels on at least two different assessments, medical history, and physical examination findings supported the diagnosis. Cats diagnosed with CKD were staged according to IRIS guidelines. Cats were staged as IRIS stage 1 based on serum creatinine concentration <1.6 mg/dL, or IRIS stages 2-4 if serum creatinine >1.6 mg/dL. A cat was considered healthy if (1) USG > 1.035, (2) blood SDMA < 18 ug/dL and creatinine <1.6 mg/dL, (3) systolic blood pressure <160 mmHg, and (4) no clinical evidence of kidney disease, urinary tract infection or other major systemic diseases at the time of examination. Diagnosis of cats in cohort 2 was based on renal pathology findings, including assessments on global glomerulosclerosis, fibrosis, inflammation, and tubular atrophy, by a board-certified nephropathologist at a veterinary renal pathology laboratory (Columbus, OH), available health history, as well as clinical observations. Cats were considered for either control or CKD if their renal pathology findings supported the diagnosis. Cats with cancer, heart failure, hyperthyroidism, and diabetes mellitus were excluded. Cats were examined by board-certified veterinarians, staged by a board-certified veterinary internist (S.S.).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1-6

Reporting Summary

## Data Availability

The serum untargeted metabolomics data, renal tissue RNA expression, and protein expression data are provided as Supplementary Data 2–6. The raw sequencing and MS data are also available at the GEO and ProteomeXchange databases with the accession numbers GSE303653 and PXD066590, respectively.

# Supplementary material for: Integrated multi-omics analysis of renal metabolism in domestic cats with spontaneous chronic kidney disease
**Source:** Commun Biol. 2025 Dec 13;8:1794. doi: 10.1038/s42003-025-09164-8
**Supplement:** Supplementary file 1 — Supplementary Information

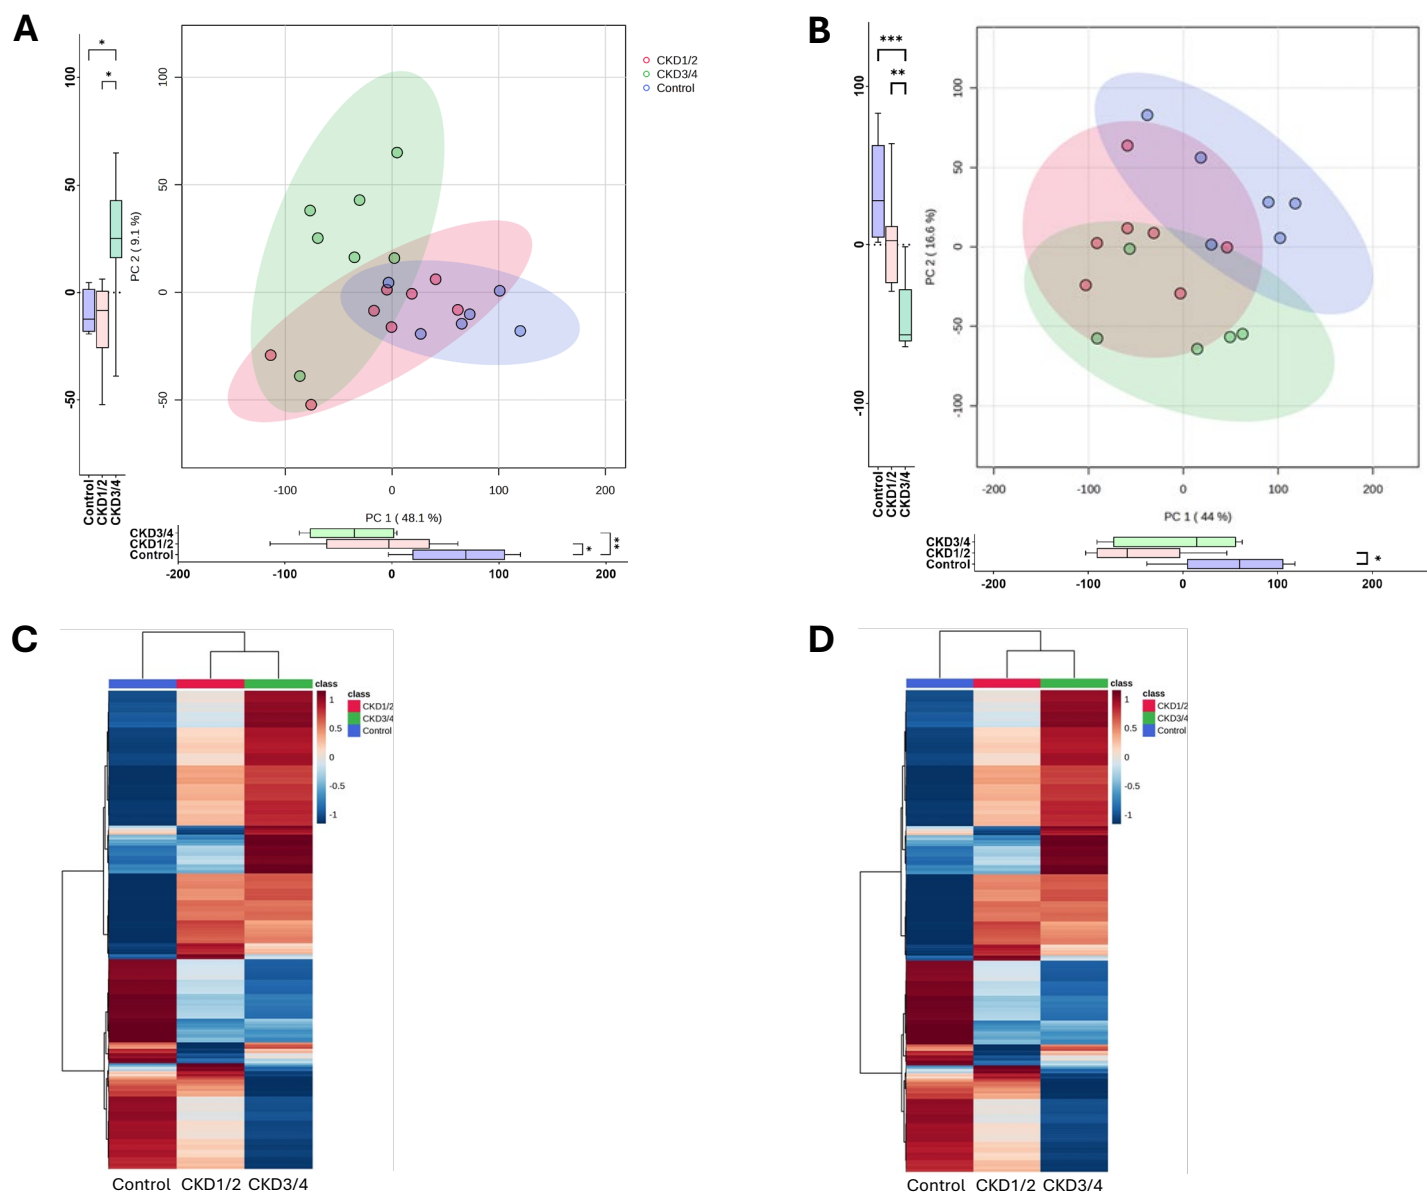

**Supplementary Figure 1.** Transcriptome-wide changes in response to CKD. The PCA plots of global gene expression in (A) the cortex and (B) the medulla in the three groups. The heat maps of the average gene expression in (C) the cortex and (D) the medulla of the three groups. Blue, control; red, CKD1/2; green, CKD3/4. The boxplots below the PCA plots show comparison in PC1 between the three groups. The whiskers extend to 1.5 times the interquartile range from the box.

\*P<0.05; \*\*P<0.01; \*\*\*P<0.001.

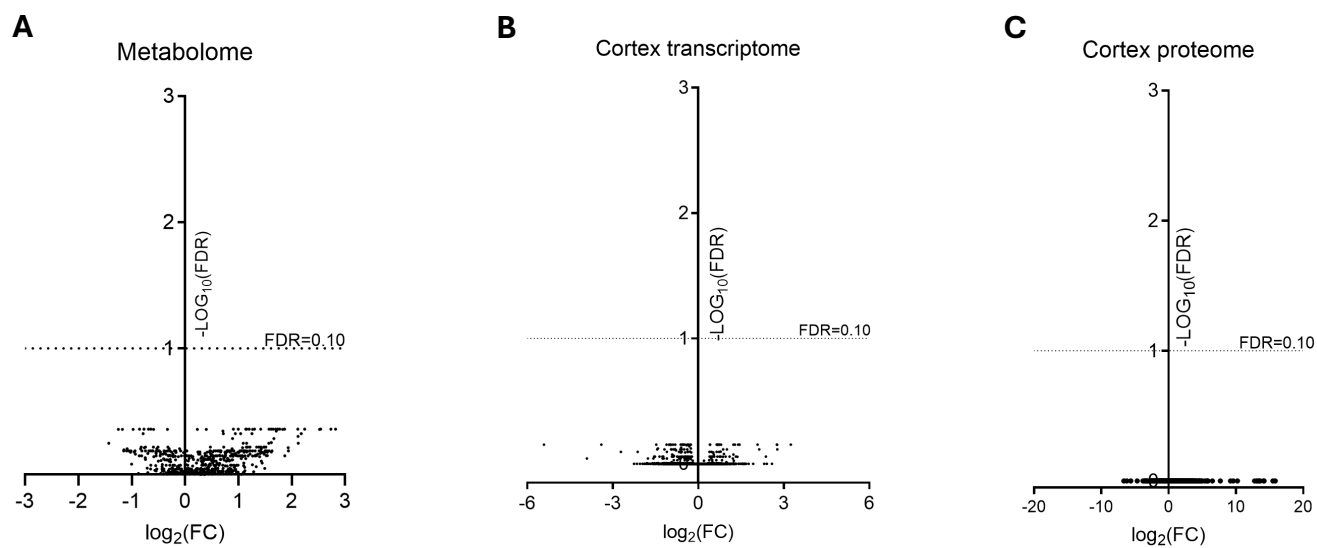

**Supplementary Figure 2.** Sex effect. Analysis of sex effect in **(A)** metabolome, **(B)** transcriptome of the cortex, and **(C)** proteome in the cortex.

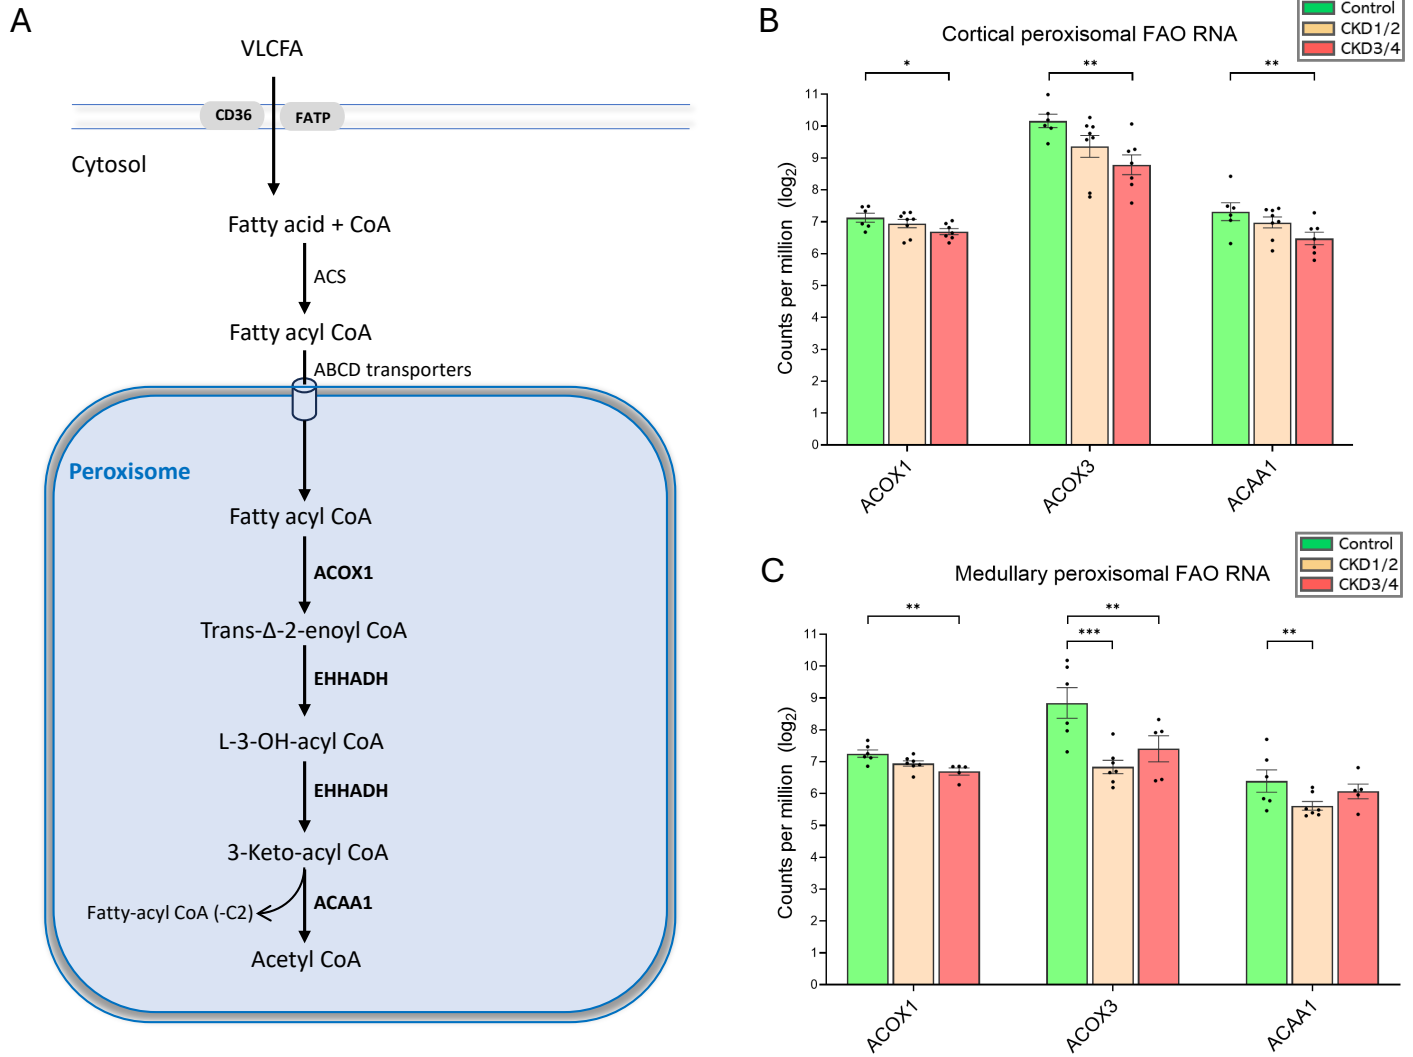

**Supplementary Figure 3.** Peroxisomal VLCFA  $\beta$ -oxidation. **(A)** Schematic of VLCFA  $\beta$ -oxidation in the peroxisomes.

**(B,C)** Expression of genes coding for enzymes involved in peroxisomal VLCFA oxidation in the cortex and medulla, respectively. Sample size for RNA-seq experiments in the cortex **(B)**: control (n=6), CKD1/2 (n=8), CKD3/4 (n=7); in the medulla **(C)**: control (n=6), CKD1/2 (n=7), CKD3/4 (n=5). Error bars represent the SEM. \*P<0.05; \*\*P<0.01; \*\*\*P<0.001. **VLCFA**: very long-chain fatty acid, **ACOX1/3**: acyl-CoA oxidase 1 and 3, **ACAA1**: acetyl-CoA acyltransferase 1, **CD36**: FA translocase, **FABP**: FA binding protein, **ACS**: acyl-CoA synthetase, **ABCD**: ATP binding cassette subfamily D, **EHHADH**: enoyl-CoA hydratase and 3-hydroxyacyl CoA dehydrogenase.

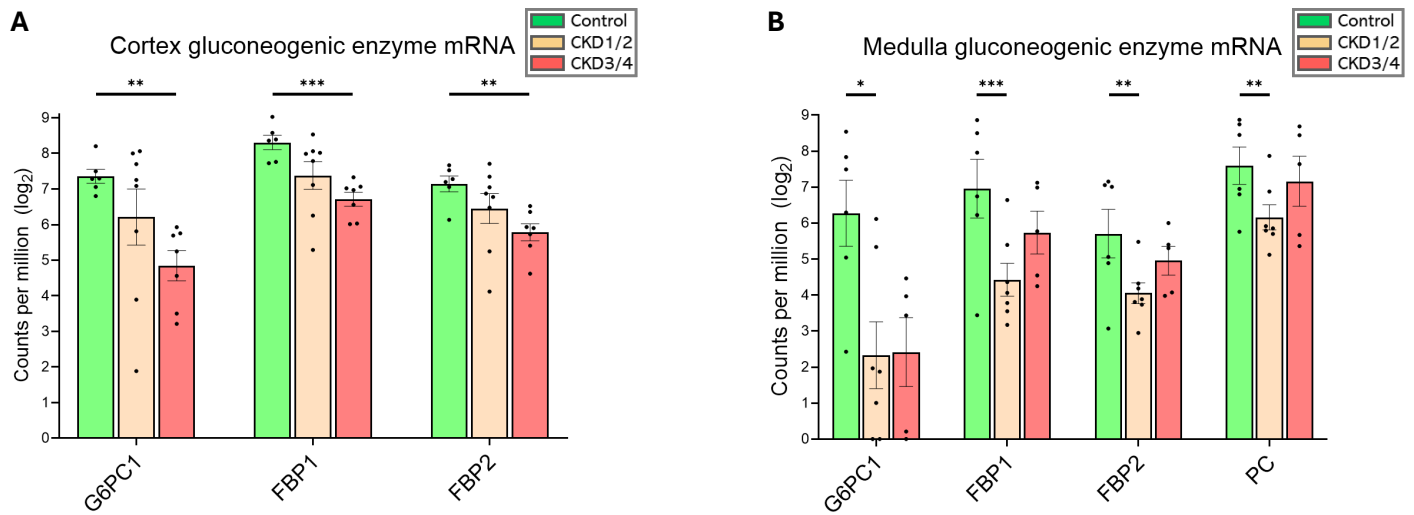

**Supplementary Figure 4. (A,B)** Expression of genes coding for enzymes involved in gluconeogenesis in the cortex and medulla, respectively. Sample size for RNA-seq experiments in the cortex (**A**): control (n=6), CKD1/2 (n=8), CKD3/4 (n=7); in the medulla (**B**): control (n=6), CKD1/2 (n=7), CKD3/4 (n=5). Error bars represent the SEM. \*P<0.05; \*\*P<0.01; \*\*\*P<0.001. **G6PC1**: glucose-6-phosphatase catalytic subunit 1, **FBP1/2**: fructose-bisphosphatase 1 and 2, **PC**: pyruvate carboxylase.

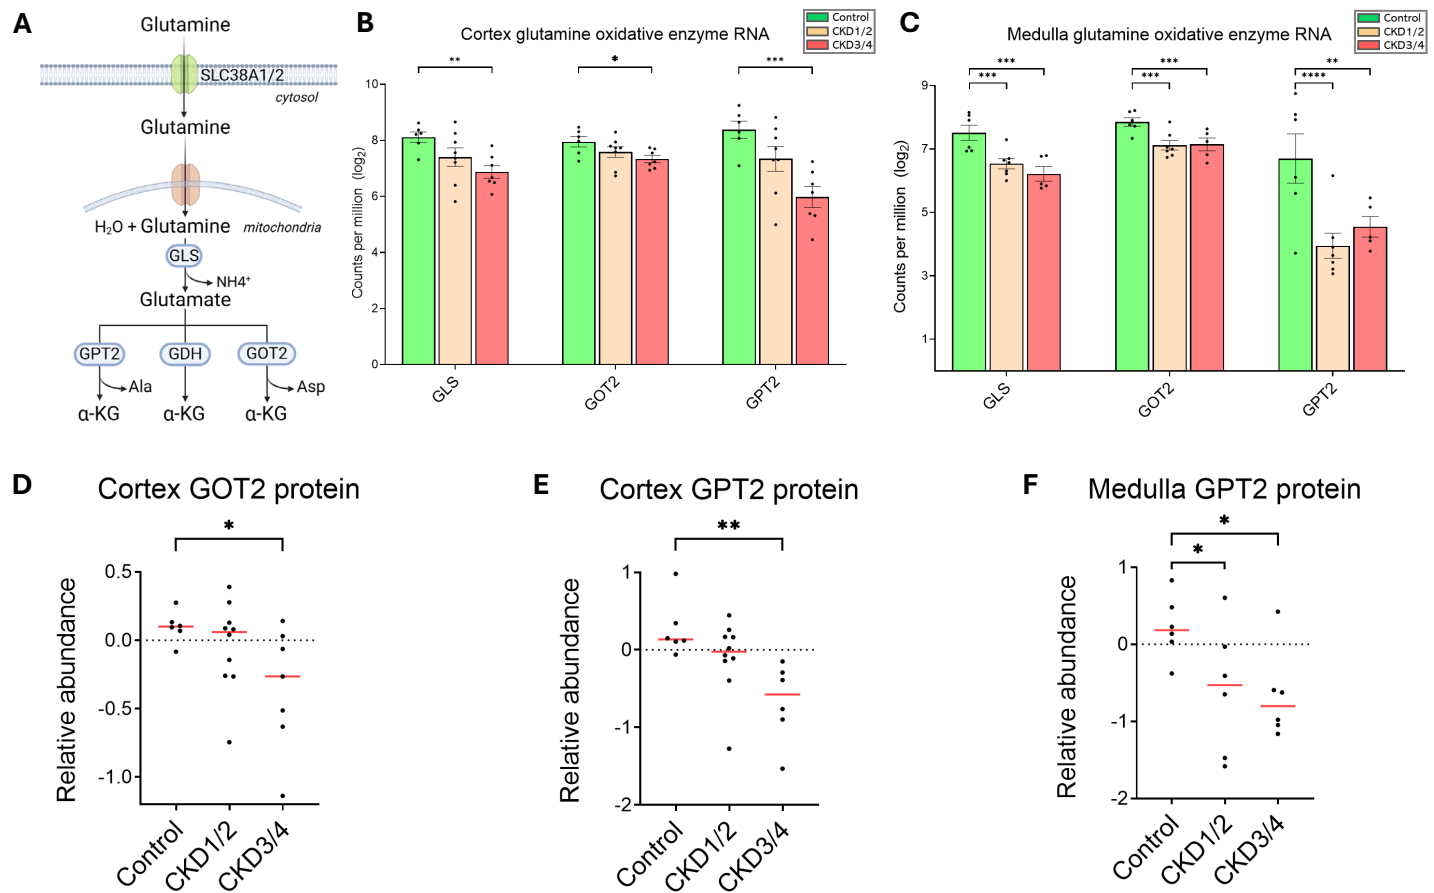

**Supplementary Figure 5.** (A) Schematic of glutamine metabolism. (B,C) Expression of genes encoding the enzymes involved in glutamine metabolism in the cortex and medulla, respectively. (D,E) Protein expression of mitochondrial GOT2 and GPT2 enzyme proteins in the cortex, respectively. (F) Protein expression of mitochondrial GPT2 enzyme protein in the medulla. Sample size for RNA-seq experiments in the cortex (B): control (n=6), CKD1/2 (n=8), CKD3/4 (n=7); in the medulla (C): control (n=6), CKD1/2 (n=7), CKD3/4 (n=5); Sample size for proteomics experiments in the cortex (D,E): control (n=6), CKD1/2 (n=10), and CKD3/4 (n=7) and in the medulla (F): control (n=6), CKD1/2 (n=7), and CKD3/4 (n=6). Error bars represent the SEM. Red bars represent the median. \*P<0.05; \*\*P<0.01; \*\*\*P<0.001; \*\*\*\*P<0.0001. GLS: glutaminase, GOT2: glutamic-oxaloacetic transaminase 2, GPT2: glutamic-pyruvic transaminase 2, GDH: glutamate dehydrogenase 1,  $\alpha\text{-KG}$ : alpha-ketoglutarate, Ala: alanine, Asp: aspartic acid, SLC38A1/2: solute carrier family 38 member 1 and 2.

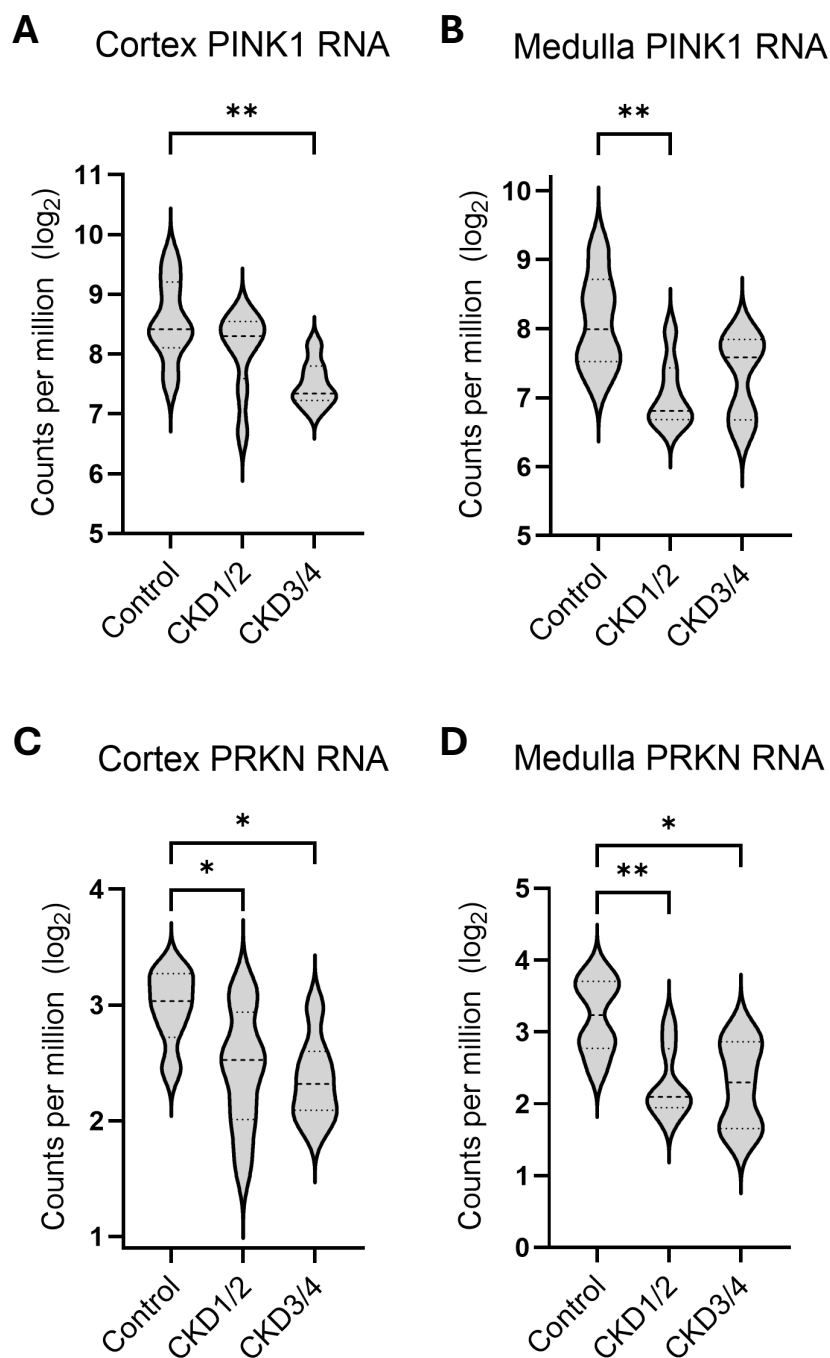

**Supplementary Figure 6.** Pink1/Parkin-mediated mitophagy pathway. (**A,B**) Expression of PINK1 RNA in the cortex and medulla, respectively, (**C,D**) Expression of PRKN (Parkin) RNA in the cortex and medulla, respectively. Sample size for RNA-seq experiments in the cortex (**A,C**): control (n=6), CKD1/2 (n=8), CKD3/4 (n=7); in the medulla (**B,D**): control (n=6), CKD1/2 (n=7), CKD3/4 (n=5). \*P<0.05; \*\*P<0.01. **PINK1**: PTEN induced kinase 1, **PRKN**: parkin RBR E3 ubiquitin protein ligase.

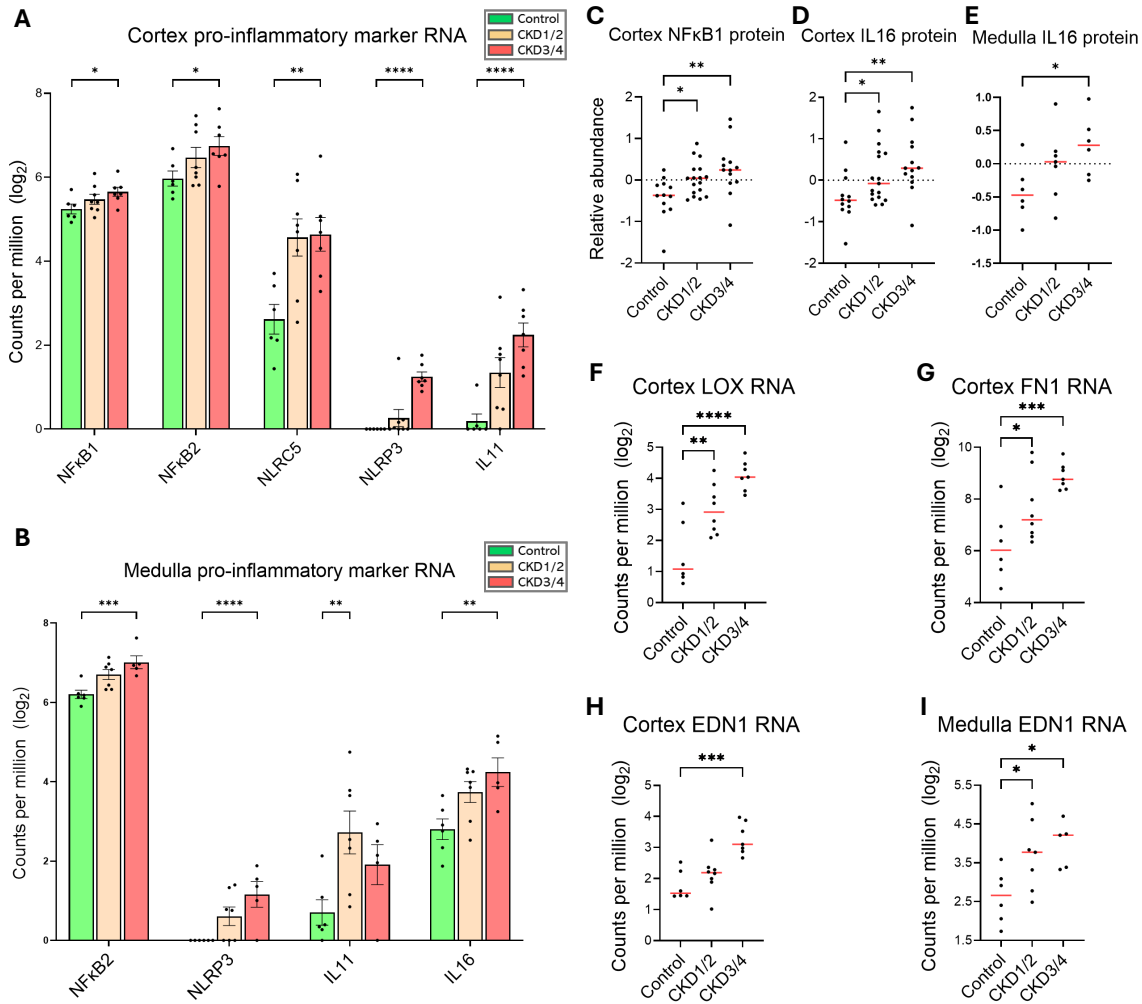

**Supplementary Figure 7.** Proinflammatory and profibrotic markers. (**A,B**) Gene expression of proinflammatory markers in the cortex and medulla, respectively. (**C,D**) Protein expression of proinflammatory markers NFκB1 and IL16 in the cortex. (**E**) Protein expression of IL16 protein in the medulla. (**F-H**) Gene expression of profibrotic markers LOX, FN1, and EDN1 in the cortex. (**I**) Expression of EDN1 RNA in the medulla. Sample size for RNA-seq experiments in the cortex (**A,F-H**): control (n=6), CKD1/2 (n=8), CKD3/4 (n=7); in the medulla (**B,I**): control (n=6), CKD1/2 (n=7), CKD3/4 (n=5); Sample size for proteomics experiments in the cortex (**C,D**): control (n=6), CKD1/2 (n=10), and CKD3/4 (n=7) and in the medulla (**E**): control (n=6), CKD1/2 (n=7), and CKD3/4 (n=6). Red bars represent the medians. Error bars represent the SEM. \*P<0.05; \*\*P<0.01; \*\*\*P<0.001; \*\*\*\*P<0.0001. **NFκB1/2**: nuclear factor kappa B subunit 1 and 2, **NLRC5**: NLR family CARD domain containing 5, **NLRP3**: NLR family pyrin domain containing 3, **IL11**: interleukin 11, **IL16**: interleukin 16, **LOX**: lysyl oxidase, **FN1**: fibronectin 1, **EDN1**: endothelin 1.

### A Correlation of cortical tissue RNA

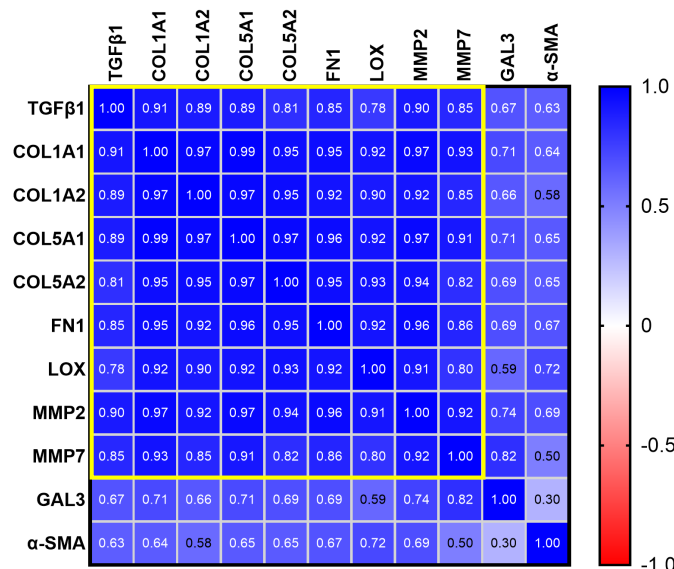

### B Correlation of cortical tissue proteins

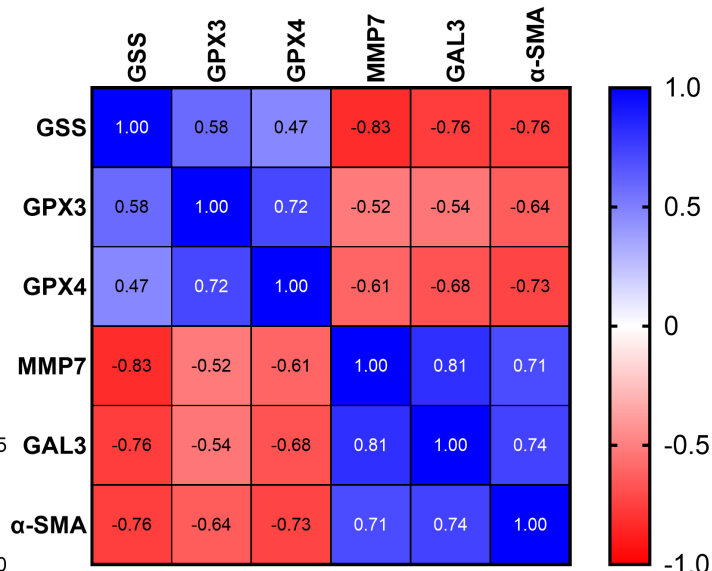

**Supplementary Figure 8.** Heatmap of Pearson's correlation coefficients (A) of cortical tissue RNAs, (B) cortical tissue proteins. between redox proteins (GSS, GPX3, and GPX4), and proinflammatory and profibrotic markers (MMP7, GAL3, and α-SMA). Blue and red colors indicate positive and negative correlations, respectively. The numbers in the heatmap denote Pearson's correlation coefficients. **GSS**: glutathione synthetase, **GPX3/4**: glutathione peroxidase 3 and 4, **MMP2/7**: matrix metalloproteinase 2 and 7, **GAL3**: galectin 3, **α-SMA**, alpha smooth muscle actin, **TGFβ1**: transforming growth factor beta 1, **COL1A1/2**: collagen type I α and β chains, **COL5A1/2**: collagen type V α and β chains, **LOX**: lysyl oxidase, **FN1**: fibronectin 1.

**Supplementary Table 1.** The cohort 1 cats for untargeted serum metabolomics study.

| Group                           | Control         | CKD1/2          | CKD3/4          | P value |
|---------------------------------|-----------------|-----------------|-----------------|---------|
| Sample size                     | 14              | 15              | 6               | n/a     |
| <b>Physical characteristics</b> |                 |                 |                 |         |
| Age (years)                     | 10.9 ± 0.2      | 14.9 ± 0.2      | 11.7 ± 0.3      | 0.0016  |
| Sex (F/M)                       | 9/5             | 8/7             | 5/1             | 0.48    |
| Weight (kilograms)              | 4.7 ± 0.1       | 3.8 ± 0.1       | 2.9 ± 0.1       | 0.0007  |
| <b>Clinical measurements</b>    |                 |                 |                 |         |
| Serum creatinine (mg/dL)        | 1.44 ± 0.02     | 1.70 ± 0.03     | 3.80 ± 0.20     | <0.0001 |
| Serum SDMA (ug/dL)              | 11.0 ± 0.2      | 16.8 ± 0.3      | 30.8 ± 1.1      | <0.0001 |
| Urine specific gravity          | 1.0496 ± 0.0004 | 1.0163 ± 0.0006 | 1.0105 ± 0.0005 | <0.0001 |
| Urine protein/creatinine        | 0.33 ± 0.05     | 0.33 ± 0.02     | 2.35 ± 0.51     | 0.0015  |
| Proteinuria (N/B/Y)             | 10/3/1          | 6/2/7           | 1/0/4           | 0.028   |

<sup>1</sup>Data is presented as mean ± SEM

<sup>2</sup>IRIS guidelines for proteinuria: non-proteinuric (N), UPC<0.2; borderline proteinuric (B), UPC 0.2-0.4 inclusive; proteinuric (Y), UPC>0.4

<sup>3</sup>One cat in the CKD3/4 group had no UPC data

**Supplementary Table 2.** The cohort 2 cats for renal tissue proteomics and RNA-seq studies.

|             | RNA-seq |        |        |      |         |        |        |      | Proteomics |        |        |      |         |        |        |      |
|-------------|---------|--------|--------|------|---------|--------|--------|------|------------|--------|--------|------|---------|--------|--------|------|
|             | Cortex  |        |        |      | Medulla |        |        |      | Cortex     |        |        |      | Medulla |        |        |      |
|             | Control | CKD1/2 | CKD3/4 | P    | Control | CKD1/2 | CKD3/4 | P    | Control    | CKD1/2 | CKD3/4 | P    | Control | CKD1/2 | CKD3/4 | P    |
| Size (n)    | 6       | 8      | 7      | n/a  | 6       | 7      | 5      | n/a  | 6          | 10     | 7      | n/a  | 6       | 7      | 6      | n/a  |
| Age (y)     | 13.7    | 14     | 12.8   | 0.9  | 13.7    | 13.6   | 12.2   | 0.89 | 13.7       | 14.3   | 12.8   | 0.85 | 13.7    | 13.6   | 13.3   | 0.99 |
| Breed (S/L) | 5/1     | 7/1    | 5/2    | 0.8  | 5/1     | 6/1    | 4/1    | 1.00 | 5/1        | 9/1    | 5/2    | 0.79 | 5/1     | 6/1    | 4/2    | 0.81 |
| Sex (F/M)   | 4/2     | 4/4    | 4/3    | 0.87 | 4/2     | 3/4    | 3/2    | 0.84 | 4/2        | 6/4    | 4/3    | 1.00 | 4/2     | 3/4    | 3/3    | 0.85 |

<sup>1</sup>S, domestic short-hair; L, domestic long-hair

<sup>2</sup>P-value from ANOVA test for Age, from Fisher's exact test for Breed and Sex

## Supplementary Method 1. Metabolomics

**Sample Accessioning:** Following receipt, samples were inventoried and immediately stored at -80°C. Each sample received was accessioned into the Metabolon LIMS system and was assigned by the LIMS a unique identifier that was associated with the original source identifier only. This identifier was used to track all sample handling, tasks, results, etc. The samples (and all derived aliquots) were tracked by the LIMS system. All portions of any sample were automatically assigned their own unique identifiers by the LIMS when a new task was created; the relationship of these samples was also tracked. All samples were maintained at -80°C until processed.

**Sample Preparation:** Samples were prepared using the automated MicroLab STAR® system from Hamilton Company. Several recovery standards were added prior to the first step in the extraction process for QC purposes. To remove protein, dissociate small molecules bound to protein or trapped in the precipitated protein matrix, and to recover chemically diverse metabolites, proteins were precipitated with methanol under vigorous shaking for 2 min (Glen Mills GenoGrinder 2000) followed by centrifugation. The resulting extract was divided into five fractions: two for analysis by two separate reverse phase (RP)/UPLC-MS/MS methods with positive ion mode electrospray ionization (ESI), one for analysis by RP/UPLC-MS/MS with negative ion mode ESI, one for analysis by HILIC/UPLC-MS/MS with negative ion mode ESI, and one sample was reserved for backup. Samples were placed briefly on a TurboVap® (Zymark) to remove the organic solvent. The sample extracts were stored overnight under nitrogen before preparation for analysis.

**QA/QC:** Several types of controls were analyzed in concert with the experimental samples: a pooled matrix sample generated by taking a small volume of each experimental sample (or alternatively, use of a pool of well-characterized human plasma) served as a technical replicate throughout the data set; extracted water samples served as process blanks; and a cocktail of QC standards that were carefully chosen not to interfere with the measurement of endogenous compounds were spiked into every analyzed sample, allowed instrument performance monitoring and aided chromatographic alignment.

**Illustrations 1 and 2** describe these QC samples and standards. Instrument variability was determined by calculating the median relative standard deviation (RSD) for the standards that were added to each sample prior to injection into the mass spectrometers. Overall process variability was determined by calculating the median RSD for all endogenous metabolites (i.e., non-instrument standards) present in 100% of the pooled matrix samples. Experimental samples were randomized across the platform run with QC samples spaced evenly among the injections, as outlined in **Illustration 3**.

**Illustration 1.** Description of Metabolon QC Samples

| Type  | Description                                                                                 | Purpose                                                                                                                            |
|-------|---------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------|
| MTRX  | Large pool of human plasma maintained by Metabolon that has been characterized extensively. | Assure that all aspects of the Metabolon process are operating within specifications.                                              |
| CMTRX | Pool created by taking a small aliquot from every customer sample.                          | Assess the effect of a non-plasma matrix on the Metabolon process and distinguish biological variability from process variability. |
| PRCS  | Aliquot of ultra-pure water                                                                 | Process Blank used to assess the contribution to compound signals from the process.                                                |
| SOLV  | Aliquot of solvents used in extraction.                                                     | Solvent Blank used to segregate contamination sources in the extraction.                                                           |

**Illustration 2.** Metabolon QC Standards

| Type | Description       | Purpose                                                                      |
|------|-------------------|------------------------------------------------------------------------------|
| RS   | Recovery Standard | Assess variability and verify performance of extraction and instrumentation. |
| IS   | Internal Standard | Assess variability and performance of instrument.                            |

**Illustration 3.** Preparation of client-specific technical replicates. A small aliquot of each client sample (colored cylinders) is pooled to create a CMTRX technical replicate sample (multi-colored cylinder), which is then injected periodically throughout the platform run. Variability among consistently detected biochemicals can be used to calculate an estimate of overall process and platform variability.

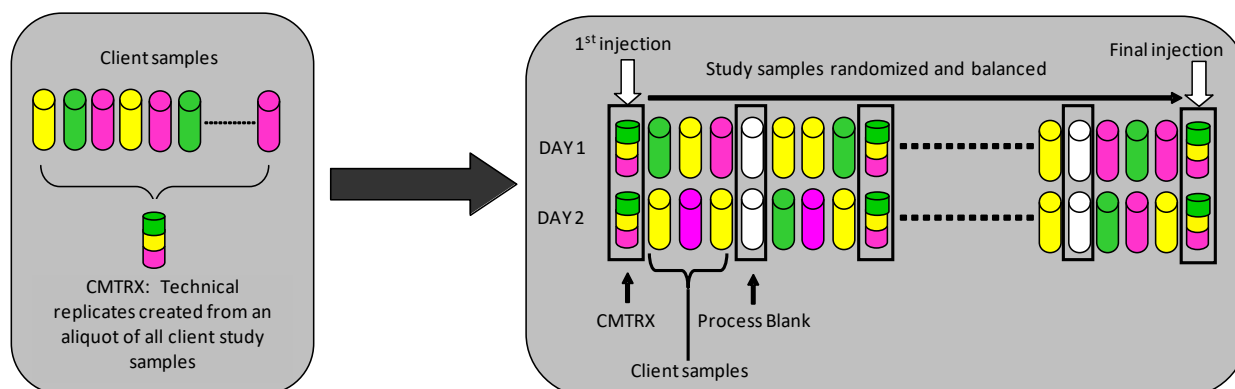

Ultrahigh Performance Liquid Chromatography-Tandem Mass Spectroscopy (UPLC-MS/MS): All methods utilized a Waters ACQUITY ultra-performance liquid chromatography (UPLC) and a Thermo Scientific Q-Exactive high resolution/accurate mass spectrometer interfaced with a heated electrospray ionization (HESI-II) source and Orbitrap mass analyzer operated at 35,000 mass resolution. The sample extract was dried then reconstituted in solvents compatible to each of the four methods. Each reconstitution solvent contained a series of standards at fixed concentrations to ensure injection and chromatographic consistency. One aliquot was analyzed using acidic positive ion conditions, chromatographically optimized for more hydrophilic compounds. In this method, the extract was gradient eluted from a C18 column (Waters UPLC BEH C18-2.1x100 mm, 1.7  $\mu$ m) using water and methanol, containing 0.05% perfluoropentanoic acid (PFPA) and 0.1% formic acid (FA). Another aliquot was also analyzed using acidic positive ion conditions, however it was chromatographically optimized for more hydrophobic compounds. In this method, the extract was gradient eluted from the same afore mentioned C18 column using methanol, acetonitrile, water, 0.05% PFPA and 0.01% FA and was operated at an overall higher organic content. Another aliquot was analyzed using basic negative ion optimized conditions using a separate dedicated C18 column. The basic extracts were gradient eluted from the column using methanol and water, however with 6.5mM Ammonium Bicarbonate at pH 8. The fourth aliquot was analyzed via negative ionization following elution from a HILIC column (Waters UPLC BEH Amide 2.1x150 mm, 1.7  $\mu$ m) using a gradient consisting of water and acetonitrile with 10mM Ammonium Formate, pH 10.8. The MS analysis alternated between MS and data-dependent MS<sup>n</sup> scans using dynamic exclusion. The scan range varied slightly between methods but covered 70-1000 m/z. Raw data files are archived and extracted as described below.

Bioinformatics: The informatics system consisted of four major components, the Laboratory Information Management System (LIMS), the data extraction and peak-identification software, data processing tools for QC and compound identification, and a collection of information interpretation and visualization tools for use by data analysts. The hardware and software foundations for these informatics components were the LAN backbone, and a database server running Oracle 10.2.0.1 Enterprise Edition.

LIMS: The purpose of the Metabolon LIMS system was to enable fully auditable laboratory automation through a secure, easy to use, and highly specialized system. The scope of the Metabolon LIMS system encompasses sample accessioning, sample preparation and instrumental analysis and reporting and advanced data analysis. All of the subsequent software systems are grounded in the LIMS data structures. It has been modified to leverage and interface with the in-house information extraction and data visualization systems, as well as third party instrumentation and data analysis software.

Data Extraction and Compound Identification: Raw data was extracted, peak-identified and QC processed using Metabolon's hardware and software. These systems are built on a web-service platform utilizing Microsoft's .NET technologies, which run on high-performance application servers and fiber-channel storage arrays in clusters to provide active failover and load-balancing. Compounds were identified by comparison to library entries of purified standards or recurrent unknown entities. Metabolon maintains a library based on authenticated standards that contains the retention time/index (RI), mass to charge ratio (*m/z*), and chromatographic data (including MS/MS spectral data) on all molecules present in the library. Furthermore, biochemical identifications are based on three criteria: retention index within a narrow RI window of the proposed identification, accurate mass match to the library +/- 10 ppm, and the MS/MS forward and

reverse scores between the experimental data and authentic standards. The MS/MS scores are based on a comparison of the ions present in the experimental spectrum to the ions present in the library spectrum. While there may be similarities between these molecules based on one of these factors, the use of all three data points can be utilized to distinguish and differentiate biochemicals. More than 3300 commercially available purified standard compounds have been acquired and registered into LIMS for analysis on all platforms for determination of their analytical characteristics. Additional mass spectral entries have been created for structurally unnamed biochemicals, which have been identified by virtue of their recurrent nature (both chromatographic and mass spectral). These compounds have the potential to be identified by future acquisition of a matching purified standard or by classical structural analysis.

**Curation:** A variety of curation procedures were carried out to ensure that a high quality data set was made available for statistical analysis and data interpretation. The QC and curation processes were designed to ensure accurate and consistent identification of true chemical entities, and to remove those representing system artifacts, mis-assignments, and background noise. Metabolon data analysts use proprietary visualization and interpretation software to confirm the consistency of peak identification among the various samples. Library matches for each compound were checked for each sample and corrected if necessary. **Metabolite Quantification and Data Normalization:** Peaks were quantified using area-under-the-curve. For studies spanning multiple days, a data normalization step was performed to correct variation resulting from instrument inter-day tuning differences. Essentially, each compound was corrected in run-day blocks by registering the medians to equal one (1.00) and normalizing each data point proportionately (termed the “block correction”; **Illustration 4**). For studies that did not require more than one day of analysis, no normalization is necessary, other than for purposes of data visualization. In certain instances, biochemical data may have been normalized to an additional factor (e.g., cell counts, total protein as determined by Bradford assay, osmolality, etc.) to account for differences in metabolite levels due to differences in the amount of material present in each sample.

**Illustration 4.** Visualization of data normalization steps for a multiday platform run.

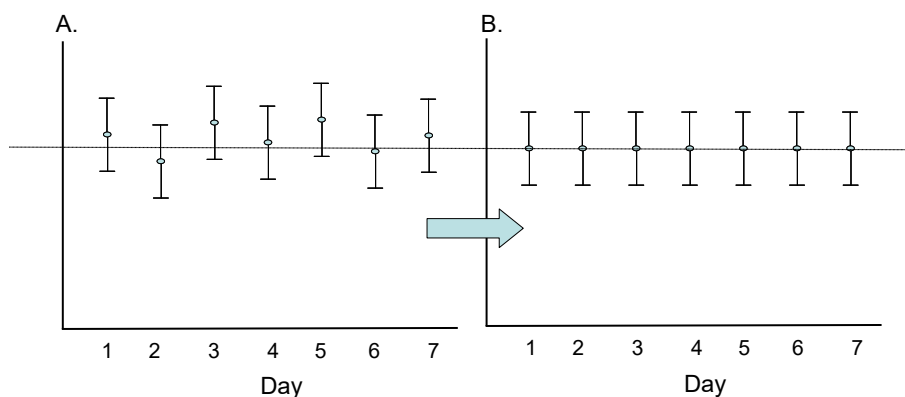

## Supplementary Method 2. RNA sequencing

Total RNA was extracted using the Agencourt RNAdvance Tissue Kit (Beckman Coulter): tissues were disrupted and lysed using the Fastprep 2 x 1' at speed 6. 400 µL of lysate was extracted and eluted in 50µL. The RNA was quantified using Quant It Ribogreen assay (Life Technologies) and its quality was checked on a Fragment Analyzer (Agilent). The samples with an RQN above 4.0 are considered to have passed the quality check. The Stranded mRNA Library Prep protocol convert the mRNA in a total RNA sample into a library of template molecules of known strand origin using the reagents provided in an Illumina® Stranded mRNA library prep workflow. 500ng of total RNA was used of each RNA sample. A bead-based mRNA capture followed by a fragmentation, first and second strand synthesis, an end repair and a 3' adenylation and indexed linker ligation was done. The adapter ligated cDNA library fragments were then enriched by PCR using 13 cycles of amplification. The library size was controlled with the High Sensitivity NGS Fragment Analysis kit on a Fragment Analyzer. The libraries were quantified with Qubit dsDNA HS Assay Kits (Thermo Fisher Scientific). The sequencing was performed on NextSeq 2000 with V3 chemistry PE 150 cycles (Illumina), loaded at 750pM and with 1% PhiX. Six V3 300 flow cells were used to achieve the sequencing depth needed per sample (~100 million reads). Primary data QC was performed during the sequencing run to ensure the optimal flow cell loading (cluster density) and check the quality metrics of the sequencing run (QC 30). The percentage  $\geq Q30$ , means the percentage of bases with a quality Phred score of 30 or higher. It is a measure of the quality of the identification of the nucleobases generated. The Phred score is logarithmically linked to error probabilities. A Phred score equal to 30 means a probability of incorrect base assignment of 1 in 1,000, which corresponds to a base call accuracy of 99.9%. Regarding Illumina specification, the score should be a minimum of 80%. All six flow-cells met Illumina requirements. Sequencing raw data were demultiplexed and transformed into fastq files using casava v1.8.2.

The fastq sequencing files were aligned against the domestic cat reference genomes *Felis\_catus\_9.0* using RNAstar v2.5.3. The RNAstar options --twopassMode Basic --sjdbOverhang 75 --outSAMtype BAM SortedByCoordinate were used. The output bam files were merged using samtools v1.4. The bam files were then filtered to include only sequences which mapped once and where the number of mismatches does not exceed 5. The counts per gene were generated using htseq\_count v2.16.2. The raw counts were converted to counts per million by the cpm function from the R package "edgeR" (Robinson, McCarthy, & Smyth, 2010). Genes with less than 2 counts per million in at least 5 samples were discarded. The remaining sequencing data were normalized by the trimmed mean of M-values (TMM) method as implemented in the function calcNormFactors in edgeR. Differentially expressed genes were defined by fitting a quasi-likelihood negative binomial generalized log-linear model to count data using the glmQLFTest function also implemented in edgeR. The Molecular Signature Database (MSigDB; Subramanian, Tamayo, et al. 2005, PNAS) was used to perform pathway analysis across Biocarta, KEGG, Reactome and Gene Ontology.

### Supplementary Method 3. Proteomics

An amount of 20-30 mg of sample tissue was weighed into a Lysing matrix D tube (MP Biomedicals). Samples were extracted in 20  $\mu$ L RIPA lysis buffer (Sigma-Aldrich) per mg of tissue, in the presence of protease inhibitors (cOmplete™, Mini, EDTA-free Protease Inhibitor Cocktail from Roche Diagnostics), and using the Fast Prep 24 apparatus (MP Biomedicals) for 40 s at 6 m/s (five lysis cycles were performed). Supernatants were recovered after centrifugation at 4 °C and then frozen at -20 °C. Protein concentration in the extracts was determined with the Pierce BCA protein assay (Thermo Scientific). Sample pools combining individual samples were prepared. For each individual sample or sample pools, a sample volume corresponding to 100  $\mu$ g of proteins was spiked with 45  $\mu$ L of a  $\beta$ -lactoglobulin (LACB, Sigma-Aldrich) solution at 0.014  $\mu$ g/ $\mu$ L in triethylammonium hydrogen carbonate buffer (TEAB, Sigma-Aldrich) 200 mM. Sample volume was then adjusted to 100  $\mu$ L with H<sub>2</sub>O. Proteins were reduced by adding 10  $\mu$ L of tris (2-carboxyethyl) phosphine hydrochloride (Sigma-Aldrich) 200 mM in H<sub>2</sub>O, and then alkylated with 10  $\mu$ L iodoacetamide (Sigma-Aldrich) 370 mM in TEAB. Denatured proteins were precipitated with 600  $\mu$ L of cold acetone (Sigma-Aldrich) for 1 hour at -20 °C, and the recovered pellets were evaporated to dryness using a SpeedVac concentrator (Thermo Scientific). The protein pellets were then resuspended in 100  $\mu$ L TEAB buffer 100 mM. A volume of 10  $\mu$ L of 0.25  $\mu$ g/ $\mu$ L trypsin/Lys-C mix (Promega) was added, and digestion was performed overnight at 37 °C. Samples and sample pools were individually labeled using tandem mass tag (TMT) 6-plex (Thermo Scientific) following the manufacturer's instructions. Reaction was stopped by adding 8  $\mu$ L of hydroxylamine (Sigma-Aldrich) 5%. Samples were then pooled into different TMT experiments. Each resulting TMT pooled sample went through reversed-phase (RP) followed by strong cation-exchange purifications as previously described. The purified peptides were evaporated to dryness using a SpeedVac centrifuge. Dried peptides were resuspended into 1.5 mL of H<sub>2</sub>O/CH<sub>3</sub>CN/FA (97/3/0.1) to reach a theoretical peptide concentration of 0.4  $\mu$ g/ $\mu$ L.

Volumes of 4  $\mu$ L were injected and samples were analyzed in triplicate by RP-liquid chromatography (LC)-tandem MS (MS/MS) using an Ultimate 3000 RSLC Nano coupled with an Orbitrap Fusion LUMOS (Thermo Scientific). Peptides were first trapped on an Acclaim PepMap 300  $\mu$ m  $\times$  5 mm (C18, 5  $\mu$ m, 100 Å) pre-column (Thermo Scientific) and then eluted on an Acclaim PepMap RSLC 75  $\mu$ m  $\times$  50 cm (C18, 2  $\mu$ m, 100 Å) nano column (Thermo Scientific) heated at 50 °C at a flow rate of 0.3  $\mu$ L/min, starting with 6.3% of mobile phase B (H<sub>2</sub>O/CH<sub>3</sub>CN/FA (20/80/0.08)) and 93.7% of mobile phase A (H<sub>2</sub>O/CH<sub>3</sub>CN/FA (98/2/0.1)), and reaching 40% of mobile phase B after 157 min. MS data were acquired using a data-dependent method. Ion spray voltage of 1900 V and a transfer tube temperature of 275 °C were set up. For MS survey scans in profile mode, the Orbitrap resolution was 120000 at  $m/z$  = 200 (automatic gain control (AGC) target of  $2 \times 10^5$ ) with a  $m/z$  scan range 300-1500, and a maximum injection time of 100 ms. For MS/MS with higher-energy collisional dissociation at 35% of the normalized collision energy, AGC target was set to  $1 \times 10^5$  (isolation width of 0.7 in the quadrupole), with a resolution of 30000 at  $m/z$  = 200, first mass at  $m/z$  = 100, and a maximum injection time of 105 ms with Orbitrap acquiring in profile mode. A duty cycle time of 3 s (top speed mode) was chosen. Ions were injected for all available parallelizable time. Dynamic exclusion was set for 60 s within a  $\pm$  10 ppm window.

Protein identifications were obtained using Mascot 2.6.1 through the Mascot Daemon (Matrix Science,). Searches of MS raw files were done against the UniProt Felis catus reference proteome database (40213 protein entries, version 2020-11-18) including LACB sequence using the following parameters: Enzyme: Trypsin; Fixed modifications:

Carbamidomethyl (C), TMT6plex (K); Variable modifications: Deamidated (NQ), Oxidation (M), TMT6plex (N-term); Peptide mass tolerance:  $\pm 10$  ppm; Fragment mass tolerance:  $\pm 0.02$  Da; Max missed cleavages: 2. Qualitative and quantitative data analysis was performed with Scaffold Q+ version 4.8.8 (Proteome Software,). A further database search was done with X! Tandem (version Alanine (2017.2.1.4)). Protein and peptide FDR thresholds were set at 1%. Protein identifications were accepted if they contained at least two identified peptides. The triplicate quantitative values were average for each protein and sample. Each sample was compared to the pooled reference from all samples in each tissue type. Proteins with more than 70% of missing values were removed from the analysis, resulting in 2774 medullar proteins and 3047 cortical proteins. A linear model was fitted to each protein adjusting for sex and compared each CKD groups with control. The p-values associated from the linear models were adjusted for multiple testing error using the Benjamini-Hochberg method.

In many clinical settings,  $FDR < 0.05$  has been suggested as being too low to embrace all potential meaningful results<sup>1</sup>. In some studies, less restricted statistical approaches, including  $P < 0.05$ , were proposed and applied<sup>2, 3</sup>. In the context of multiomics analysis, we applied  $FDR < 0.30$  cutoff for differentially expressed proteins (DEPs).

# Supplementary material for: Integrated multi-omics analysis of renal metabolism in domestic cats with spontaneous chronic kidney disease
**Source:** Commun Biol. 2025 Dec 13;8:1794. doi: 10.1038/s42003-025-09164-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** The list of significant metabolites

**File name:** Supplementary Data 2

**Description:** Untargeted serum metabolomics data

**File name:** Supplementary Data 3

**Description:** RNA expression data of renal cortex (log2 counts per million)

**File name:** Supplementary Data 4

**Description:** RNA expression data of renal medulla (log2 counts per million)

**File name:** Supplementary Data 5

**Description:** Protein expression data of the renal cortex.

**File name:** Supplementary Data 6

**Description:** Protein expression data of renal medulla.

# Supplementary material for: Integrated multi-omics analysis of renal metabolism in domestic cats with spontaneous chronic kidney disease
**Source:** Commun Biol. 2025 Dec 13;8:1794. doi: 10.1038/s42003-025-09164-8
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA sequencing data and MS proteomic data are available at GEO with the accession number GSE303653 and at ProteomeXchange with the accession number PXD066590, respectively. The metabolomic data are provided in the Supplementary Table 2.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☐ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

How the deposited data were processed for this re-analysis (not part of the article)

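Messenger RNA of the renal cortex and medulla was sequenced in 40 libraries, 22 of cortex and 18 of medulla, from control cats and cats with CKD1/2 or CKD3/4. The deposited values are read counts per gene: the authors aligned the reads to the cat genome with STAR, kept reads that map once with at most 5 mismatches, and counted them with htseq-count, without normalization. The table lists 35688 genes and, below them, the counter's own summary of reads outside genes (10.3 to 20.3% of a library) and of ambiguous reads (0.392 to 1.90%), which were left out. Of the gene names, 34995 (98.1%) are in the annotation of the Fca126 build used here for positions, while the paper names another build. Tissue, stage and cat were taken from the sample labels, which give no sex, age or sequencing run. The paper gives 8 cats for the CKD1/2 cortex, the table holds 9, and nothing in the labels says which is meant, so all 9 were used. The paper removed samples with too few sequenced reads or too short a mean read length, neither of which the counts per gene give. Cat 13 had the lowest total of counts in that group (6614454).

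Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and components and correlations in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. Genes with at least 2 CPM in at least 5 libraries of the tissue were kept, which is one reading of the paper's filter. The other, which discards every gene under 2 CPM in 5 libraries, was an alternative. TMM factors were computed, and edgeR's quasi-likelihood F test was fitted in each tissue with 1 coefficient per group. All adjusted p values of single genes are two-sided, from edgeR unless another tool is named, adjusted by Benjamini and Hochberg over all genes tested in the tissue. The threshold was an adjusted p of 0.10, as in the paper. Standard errors are those of the log2 fold change, computed as its size divided by the square root of the F statistic. They thus restate the test and are not a separate measure of spread. Log2 CPM carry a prior count of 2, and fold changes edgeR's much smaller default. Differences between tissues, and the control medulla against the control cortex, came from one fit of all 40 libraries with 6 groups, over 16294 genes.

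The 39 lists, 22 of pathways and 17 of cell types, hold 433 symbols, of which 415 are in the table. For each list the members higher and lower were counted over all genes and when adjusted over the list alone, and camera of limma was run with a preset correlation of 0.01 and with an estimated one. Differences in marker scores, list scores and principal components were tested by exact two-sided permutation of the libraries or cats. Correlations were tested with 100000 permutations, whose smallest possible p is 1e-05, or, within the groups of 6 controls and of 7 CKD3/4 libraries, with all permutations. The genes named in the text are every gene the paper names for RNA, whose values in the paper had been seen, the 10 with the largest rise and the 10 with the largest fall among those called in each comparison, and members of the fixed lists, apart from some genes that are not reported here.

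Cats with both tissues numbered 17. After the group means were subtracted, the cortex and medulla of the same cat were correlated with a median r of 0.444 (0.0800 to 0.848, above 0.1 in 16), against -0.0627 with other cats of the group, so fits with the cat as replicate block were run for the comparisons between tissues. No pair of libraries of a group was a copy of another: over 118 pairs the chi-square per degree of freedom ran from 60.4 to 641.

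The tests were tested on simulated data with the depths, group sizes and dispersions of these libraries and 200 changed genes. At a simulated log2 change of 0.5, 1 and 2, edgeR recovered 1.49 to 13.6%, 33.3 to 58.5% and 69.7 to 90.9% of the changed genes over the 4 comparisons with controls. Over all comparisons simulated, 4.26 to 10.2% of the calls of edgeR and 25.3 to 37.3% of those of DESeq2 were unchanged genes. Totals counted in genes ran from 6614454 to 61100039 per library. The alternatives were DESeq2 with the same and with its own filter, other size factors, the other reading of the filter, edgeR's own filter, no filter, a stricter threshold, fits of only the 2 groups compared or of all 40 libraries, the podocyte score as a covariate, the cat as replicate block, and each library of the groups compared left out in turn. A newer dispersion method of edgeR and fits without the shallowest libraries (cats 13 and 20, or cat 20) were added after the data were seen. For the components they were unscaled genes and the 500 genes of highest variance, and for correlations Spearman's rho, the 2 farthest libraries left out and group means subtracted. Proteins, metabolites, plasma and urine were not used here.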

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

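Of the tests in this part, the correlation of marker scores within the control medullas, the comparison of the fall in podocyte genes between the tissues of the same cats, and the test on the other nephron segments were chosen only after the results were seen.

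The CKD1/2 medulla had 1920 called genes and the CKD1/2 cortex 587, and the test of the difference itself called 0 of 16294 genes by edgeR (918 at an unadjusted p below 0.05, 11 called by DESeq2). With the cat as replicate block edgeR called 0 as well, with 1992 of 16088 genes at an unadjusted p below 0.05. Depth is argued against: with every library thinned to 6614454 counts in 20 draws, the medulla still had a median of 3.10 times as many calls as the cortex (2.56 to 3.85). The dissection stays open, since the podocyte score was 2.23 higher in control than in CKD1/2 medullas on the log2 scale (5.39 ± 1.90 and 3.17 ± 0.84, SD; exact two-sided permutation test, p = 0.0210, n = 6 and 7; NPHS1 45.3 ± 37.3 and 1.12 ± 1.67 CPM, 132 ± 40.1 in the control cortex; NPHS1 and PTPRO were called lower and SYNPO higher), and over the 6 control medullas it went with the proximal tubule score (Pearson's r = 0.995, exact permutation p = 0.00278; Spearman's rho = 0.943, exact permutation p = 0.0167; r = 0.987 without the 2 farthest), so that varying amounts of cortex in the control pieces may account for part of the calls. A loss of podocytes in the cats themselves cannot be told apart from this, because the podocyte score fell by 1.97 more in the medulla than in the cortex of the same cats with p = 0.0606 (exact two-sided permutation, 6 cats each), too few to decide. A change of the medulla itself at this stage, the biological reading, stays open as untested.

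Genes of mitochondrial fatty acid oxidation were lower in the CKD3/4 cortex, their mean log2 CPM being 7.10 ± 0.45 against 8.00 ± 0.48 in controls (SD; -0.90, exact two-sided permutation p = 0.00641, n = 7 and 6). A smaller share of proximal tubule cells alone is argued against, since it would raise all other cell types alike, while these moved apart: fibroblast, smooth muscle, macrophage, T cell, and B and plasma cell markers were higher by 1.91, 0.61, 1.66, 2.40 and 2.21 on the log2 scale (exact permutation, adjusted p from 0.00699 to 0.0252), and the mean score of 4 other nephron segments and podocytes differed by -1.12 (5.51 ± 0.46 and 6.63 ± 0.34; exact two-sided permutation p = 0.00175). With the proximal tubule score as a covariate the difference shrank to -0.13 (permutation of the groups, p = 0.435), the size itself and not only the call having gone, so a fall that runs alongside the tubule's other genes, from fewer tubule cells or from a lower expression of many of their genes, is a candidate explanation. Which of these holds, and whether oxidation genes fall within the remaining cells, the libraries of whole tissue cannot decide.

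In 13 of 90 groups tested, each of 5 to 9 libraries, 1 library lay far from the others. Chance alone gives about 1 in 20 where values are normally distributed, which CPM, totals and percentages need not be. The measures also share libraries and are not independent, so the 13 do not show an excess over chance. Cat 13 had 12.1% of its counts in mitochondrial genes in the CKD1/2 cortex, with a group median of 3.50%, and 13.0% in its 10 highest genes, with a median of 4.57%. Control cat 05 had 5.13% and 6.80% in the cortex, with medians of 3.28% and 4.44%. The same library was highest in SLC5A2, a gene of the proximal tubule, at 1659 (median of its group 739) CPM. Among the CKD1/2 medullas cat 10 was highest in SLC5A2 (70.1 against a median of 5.98 CPM), GSS (62.1 against a median of 28.0) and OXCT1 (381 against a median of 100). CD36, a fatty acid carrier, was high in the cortex of control cat 01 (118 against a median of 33.3 CPM), CKD1/2 cat 15 (135 against a median of 41.7) and CKD3/4 cat 20 (58.8 against a median of 24.6). COL1A1, a collagen of scar tissue, was high in the cortex (882 against a median of 71.8 CPM) and the medulla (760 against a median of 152) of control cat 03.

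The genes with the highest and lowest fold change in each comparison are not reported on by the paper. They were NPTX2, a secreted neuronal pentraxin (5.48 ± 1.44, adjusted p = 0.0834, 7 of 9 cats above the control mean), and the synaptic vesicle protein SYT1 (-2.34 ± 0.59, adjusted p = 0.0776, 9 of 9 below it) in the CKD1/2 cortex, as log2 fold change ± standard error. In the CKD3/4 cortex they were MSMP, a small secreted protein (6.09 ± 1.19, adjusted p = 0.00564, 7 of 7 above), and CRYAA (-4.88 ± 1.37, adjusted p = 0.0210, 7 of 7 below). PADI1 was highest in the medulla at CKD1/2 (7.88 ± 1.59, adjusted p = 0.0456, 7 of 7 above) and at CKD3/4 (8.95 ± 1.67, adjusted p = 0.00744, 5 of 5 above). The lowest there were GATM, which makes the precursor of creatine, at CKD1/2 (-5.63 ± 0.83, adjusted p = 0.0396, 7 of 7 below) and CRYAA at CKD3/4 (-6.88 ± 1.76, adjusted p = 0.0244, 5 of 5 below). Control means of NPTX2, MSMP and PADI1 in these comparisons were 0.129, 0.271 and 0.0321 CPM, near the floor.

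Other splits of the same libraries show how often chance gives as many calls. In the cortex at CKD1/2 chance stays open: 5 of 100 splits, the real one with its 587 genes included, called as many. The highest other called 2571, several times the real count, as a structure of these libraries other than the groups could give, for which no test was made. By the rule set beforehand, a share of splits under 0.05, chance is argued against but not excluded in the following, with no adjustment over the comparisons. They are the cortex at CKD3/4 (2 of 100, real count 4844, although the highest other called 5511), the medulla at CKD1/2 (1 of 100, 1920 and 198), the medulla at CKD3/4 (1 of 100, 2872 and 2326) and the control medulla against the control cortex (1 of 32, the smallest share possible, 874 and 429). For the difference between tissues the splits say nothing on chance, because edgeR called 0 genes at either stage (739 at an unadjusted p below 0.05 at CKD3/4, and 918 at CKD1/2) and all 100 of 100 splits reach that count by construction. The highest other was 0 at CKD1/2 and 3 at CKD3/4.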

How the results depend on the processing

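Among these tests, edgeR's newer dispersion method, the fits without cats 13 and 20 and those without cat 20 alone were chosen after the data were seen, as were the r of HIF3A and EGLN1 and the share of the second component without each CKD1/2 cortex, and the other alternatives were planned. Over the genes that the paper names and these settings no called fold change turned its direction, and 7545 results stayed on their side of the threshold, 280 passed it and 788 no longer did. The counts depend on a few cats and on the podocyte score, at CKD1/2 most of all, and with 5 to 9 cats a group a log2 change of 0.5 is mostly missed. Unless the setting itself uses fewer genes or libraries or a stricter threshold, the cause was not tested.

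With the stricter adjusted p of 0.05 the counts were 6 (cortex CKD1/2), 3115 (cortex CKD3/4), 106 (medulla CKD1/2), 1447 (medulla CKD3/4), 74 (shared by the stages in the medulla) and 485 (control medulla against cortex). DESeq2, with either filter, called 1970 genes in the CKD1/2 cortex, 3206 in the CKD1/2 medulla and 1786 in both medullary lists. With the same filter as edgeR it called 1340 between the control tissues and 11 for the CKD1/2 difference between tissues. The CKD1/2 cortex count was 78 with the other reading of the filter, 148 without a filter and 0 in a fit of only the 2 groups (edgeR; 3294 genes at an unadjusted p below 0.05 in the fit of 3 groups, 1970 called by DESeq2). One fit of all 40 libraries gave 883 in the CKD1/2 cortex, 3587 in the CKD1/2 medulla, 4463 in the CKD3/4 medulla and 1876 shared. With the podocyte score as a covariate edgeR gave 4, 2596 (cortex CKD3/4), 0 in the CKD1/2 medulla (without it 4016 at an unadjusted p below 0.05, DESeq2 3206), 0 shared and 1 for the CKD3/4 difference between tissues. Score and stage go together, so these counts do not show that the calls come from podocyte content. Leaving out 1 library at a time gave 0 to 2218 (cortex CKD1/2), 2815 to 5519 (cortex CKD3/4), 1 to 3076 (medulla CKD1/2), 1391 to 3079 (medulla CKD3/4), 608 to 1106 (shared) and 0 to 1 (CKD3/4 difference between tissues), the last 2 only over the CKD3/4 medullas. The ends were control cats 01, 04, 05 and 06 and CKD1/2 cat 14, control cats 05 and 03, control cat 02 and CKD1/2 cat 10, CKD3/4 cats 20 and 17, again 20 and 17, and CKD3/4 cat 18 in the medulla for the 1. Without cat 20, the shallowest medulla, the CKD3/4 count was 1391 and the shared count 608, and with 3 controls for each stage the shared count had a median of 1, edgeR calling no CKD1/2 gene in 10 of the 20 assignments. The cat as replicate block raised the count between control tissues to 3412 (edgeR) and 4725 (limma with voom), and left the counts for the differences between tissues at 0 by edgeR and limma (unadjusted 918 and 739 without the block, DESeq2 11 and 0).

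On the first component the adjusted p of the CKD1/2 cortex was 0.0345 unscaled and 0.0312 with the 500 most variable genes, where that of the CKD1/2 medulla was 0.0517. Leaving out CKD3/4 cats moved the latter from 0.0190 (cat 17) to 0.144 (cat 20), that of the CKD3/4 medulla from 0.0190 (cat 17) to 0.749 (cat 20), and on the second component that of the CKD1/2 medulla from 0.0350 (cat 20) to 0.847 (cat 18). The sign of a component is arbitrary. On the second, the CKD3/4 medulla had 0.0140 (unscaled) and 0.0130 (500 genes) against controls and 0.0345 (unscaled) against CKD1/2, with the sign turned. With group means subtracted 3 hypoxia pairs were called, r was 0.42 for VEGFA and SLC5A2, 0.0207 for HIF1A and VEGFA, and -0.00978 for LOX and LGALS3. With an estimated correlation camera called 0 lists in each of the cortex CKD1/2, cortex CKD3/4, medulla CKD1/2 and medulla CKD3/4 comparisons. Called list members were 109 (cortex CKD1/2) and 207 (medulla CKD1/2) adjusted over the list alone, 83 by DESeq2 in the cortex at CKD1/2, and 0, 150, 0 and 78 in those 4 comparisons with the podocyte score as a covariate.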

Differences from the paper's values

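For the cortex at CKD1/2 the paper's count of genes is 6, and 587 were called here at the same adjusted p of 0.10. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's with an adjusted p of 0.05 (6), with the podocyte score as a covariate (4) and without CKD1/2 cat 09 (6). It was not with DESeq2 (1970 with either filter), DESeq2's size factors in edgeR (616), the other reading of the filter (78), edgeR's own filter (559), no filter (148), only the 2 groups (0, by edgeR; 3294 at an unadjusted p below 0.05 with 3 groups), all 40 libraries (883), or without any 1 of the other 14 libraries (0 to 2218). The group here has 9 cats and the paper's 8. The paper's depth of 100 M reads per sample stands beside a median of 35.1 M here (M for 1e+06), but the paper's is of sequenced reads and the other of reads counted in genes, and no alternative applies.

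The cortex here holds 9 CKD1/2 cats and the paper's 8, so the cortical values below are not over the same libraries. The correlation of HIF3A and EGLN1 in the cortex is about 0.07 in the paper's Fig. 8D, read by eye, and -0.0527 here. With Spearman's rho (-0.02), without the 2 farthest libraries (-0.07) or with group means subtracted (0.38) it differed from the paper's as well. Leaving out each of the 9 cats in turn, a test chosen after seeing the results, gave -0.11 to 0.02, the latter without cat 13. The second component of the cortex holds about 9.1% of the variance in the paper's Supplementary Fig. 1, read by eye, and 19.1% here, and the first of the medulla about 44% there and 27.3% here. Both were within 1.5 times the paper's values with unscaled genes (10.2% and 41.7%) and with the 500 genes of highest variance (10.2% and 62.8%). The cortical share was not, at 14.2 (cat 13) to 20.5%, with each of the 9 cats left out in turn.

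Several genes that the paper reports as changed did not pass an adjusted p of 0.10 here. For most of them the paper gives a P value and does not say that it was adjusted. Its level for single genes may thus be less strict than the one used here, and a gene that did not pass is not a contradiction of the paper. Beside each gene's value stands the range of its adjusted p over the alternatives. PFKM is lower in the CKD1/2 medulla in the paper. PFKM was at -0.23 (adjusted p = 0.280; 0.180 to 0.482) and was called in none of the alternatives. In the CKD3/4 medulla it was lower and called (-0.55, adjusted p = 0.0294). GPX genes are also reported as lower in the CKD1/2 medulla. GPX1 was at -0.43 (adjusted p = 0.354; 0.217 to 0.996) and was called in none of the alternatives. GPX3 was called there (-2.18, adjusted p = 0.0811). The paper further reports transport, gluconeogenic, pyruvate and TCA cycle genes as changed in the CKD1/2 medulla. It also reports smooth muscle actin as higher in the medulla, in a sentence that names only CKD3/4. The values that follow are those of the CKD1/2 medulla. ACSS2 was at -0.69 (adjusted p = 0.106; 0.0203 to 0.920), and was called with DESeq2 (0.0563), a fit of only the 2 groups (0.0958), one fit of all 40 libraries (0.0203), a fit without control cat 04 (0.0667) and a fit without CKD1/2 cat 10 (0.0393), and, chosen after seeing the values, with a fit without cat 20 (0.0901) and edgeR's newer dispersion method (0.0939). ACSM5 was at -2.46 (adjusted p = 0.110; 0.0225 to 0.990), and was called with DESeq2 (0.0271), one fit of all 40 libraries (0.0225), a fit without control cat 04 (0.0688) and a fit without CKD1/2 cat 10 (0.0280), and, chosen after seeing the values, with a fit without cat 20 (0.0936) and edgeR's newer dispersion method (0.0983). G6PC1 was at -3.03 (adjusted p = 0.127; 0.0397 to 0.994), and was called with DESeq2 (0.0436), one fit of all 40 libraries (0.0397), a fit without control cat 04 (0.0877) and a fit without CKD1/2 cat 10 (0.0972) or 15 (0.0904). PC was at -1.51 (adjusted p = 0.126; 0.0381 to 0.974), and was called with DESeq2 (0.0523), a fit of only the 2 groups (0.0945), one fit of all 40 libraries (0.0381), a fit without control cat 04 (0.0729) and a fit without CKD1/2 cat 10 (0.0453). OGDH was at -0.68 (adjusted p = 0.101; 0.0463 to 0.813), and was called with DESeq2 (0.0463), DESeq2's size factors in edgeR (0.0947), a fit of only the 2 groups (0.0955), one fit of all 40 libraries (0.0824), a fit without control cat 01 (0.0964), 03 (0.0599) or 04 (0.0763) and a fit without CKD1/2 cat 08 (0.0919) or 10 (0.0604), and, chosen after seeing the values, with a fit without cat 20 (0.0894) and edgeR's newer dispersion method (0.0894). ACTA2 was at 1.27 (adjusted p = 0.119; 0.0462 to 0.625), and was called with DESeq2 (0.0508), a fit of only the 2 groups (0.0721), one fit of all 40 libraries (0.0462), a fit without control cat 03 (0.0995) and a fit without CKD1/2 cat 14 (0.0858).

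For the CKD3/4 medulla the paper reports citrate synthase, complex II subunits, collagens and smooth muscle actin as changed. CS was at -0.74 (adjusted p = 0.105; 0.0424 to 0.234), and was called with DESeq2 (0.0563), DESeq2's size factors in edgeR (0.0985), one fit of all 40 libraries (0.0424), a fit without control cat 03 (0.0905) and a fit without CKD3/4 cat 17 (0.0940) or 23 (0.0751), and, chosen after seeing the values, with edgeR's newer dispersion method (0.0940). SDHA was at -0.71 (adjusted p = 0.109; 0.0588 to 0.248), and was called with DESeq2 (0.0588) and a fit without control cat 03 (0.0726), and, chosen after seeing the values, with edgeR's newer dispersion method (0.0976). SDHB was at -0.79 (adjusted p = 0.101; 0.0516 to 0.254), and was called with DESeq2 (0.0516), DESeq2's size factors in edgeR (0.0919), one fit of all 40 libraries (0.0787), a fit without control cat 03 (0.0660) and a fit without CKD3/4 cat 18 (0.0638), and, chosen after seeing the values, with edgeR's newer dispersion method (0.0905). COL1A1 was at 1.4 (adjusted p = 0.155; 0.0222 to 0.290), and was called with DESeq2 (0.0932), the podocyte covariate (0.0966) and a fit without control cat 03 (0.0222). COL1A2 was at 0.82 (adjusted p = 0.287; 0.0793 to 0.532), and was called with a fit without control cat 03 (0.0793). COL5A2 was at 0.45 (adjusted p = 0.398; 0.0761 to 0.716), and was called with a fit without control cat 03 (0.0761). ACTA2 was at 1.13 (adjusted p = 0.161; 0.0449 to 0.402), and was called with one fit of all 40 libraries (0.0761) and a fit without CKD3/4 cat 22 (0.0449).

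For the CKD3/4 cortex it reports long-chain acyl-CoA synthetases, a phosphatase subunit, a metalloproteinase and a collagen chain as changed. ACSL1 was at -1.23 (adjusted p = 0.126; 0.0686 to 0.288), and was called with DESeq2 (0.0773), a fit of only the 2 groups (0.0770), a fit without control cat 03 (0.0904) and a fit without CKD3/4 cat 17 (0.0686). ACSL5 was at -0.85 (adjusted p = 0.124; 0.0541 to 0.305), and was called with DESeq2 (0.0838), a fit of only the 2 groups (0.0541), a fit without control cat 03 (0.0828) and a fit without CKD3/4 cat 17 (0.0884). PDPR was at -0.31 (adjusted p = 0.121; 0.0233 to 0.233), and was called with DESeq2 (0.0875), a fit of only the 2 groups (0.0233) and a fit without control cat 03 (0.0945), and, chosen after seeing the values, with a fit without cats 13 and 20 (0.0918). MMP7 was at 2.12 (adjusted p = 0.159; 0.00332 to 0.332), and was called with DESeq2 (0.0893) and a fit without control cat 03 (0.00332). COL1A2 was at 1.56 (adjusted p = 0.100; 0.0138 to 0.214), and was called with DESeq2 (0.0455), a fit of only the 2 groups (0.0751), one fit of all 40 libraries (0.0743), a fit without control cat 03 (0.0138) and a fit without CKD3/4 cat 17 (0.0863) or 18 (0.0957), and, chosen after seeing the values, with edgeR's newer dispersion method (0.0928). For the CKD1/2 cortex it reports LOX and FN1 as higher. LOX was at 1.15 (adjusted p = 0.158; 0.0469 to 0.315), and was called with DESeq2 (0.0759), a fit without control cat 03 (0.0469) and a fit without CKD1/2 cat 14 (0.0968). FN1 was at 1.22 (adjusted p = 0.257; 0.0665 to 0.517), and was called with a fit without control cat 03 (0.0665).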

Other observations

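The tests of lists between the tissues were not planned and were chosen after the data were seen, as were the genes named from each list. Genes of complement, interferon response, T cells and macrophages, which the paper does not report as groups, were higher at CKD3/4 in both tissues. Of 12 measured complement genes 10 were higher in the cortex and 6 in the medulla (10 and 9 adjusted over the list alone), none lower. C1QA, C1QB and C1QC, which start the classical pathway and are made by macrophages, rose by 2.14 ± 0.45, 2.23 ± 0.46 and 2.05 ± 0.44 in the cortex (log2 fold change ± standard error, n = 7 and 6, adjusted p from 0.00653 to 0.00786) and by 2.86 ± 0.62, 2.75 ± 0.57 and 2.64 ± 0.59 in the medulla (n = 5 and 6, adjusted p from 0.0111 to 0.0145). Camera gave adjusted p = 2.65e-06 and 6.34e-05, and adjusted p = 0.334 and 0.435 with an estimated correlation. Of 11 interferon response genes 10 were higher in the cortex and 7 in the medulla (11 and 9 adjusted over the list alone), among them the antiviral proteins MX1 (2.15 ± 0.59 and 1.84 ± 0.56) and OAS1 (1.59 ± 0.46 and 1.65 ± 0.44), with adjusted p = 4.06e-05 and 0.00125 from camera, and adjusted p = 0.334 and 0.475 with an estimated correlation. Markers of T cells were higher in 6 and 6 of 7 (CD3E 2.20 ± 0.71 and 2.56 ± 0.59; 7 and 7 adjusted over the list alone), and those of macrophages in 6 and 5 of 7 (CD163 2.46 ± 0.47 and 2.61 ± 0.57; 6 and 5 adjusted over the list alone). They gave adjusted p = 3.69e-04, 3.90e-05, 1.48e-04 and 7.81e-05 from camera, and adjusted p = 0.334, 0.435, 0.334 and 0.435 with an estimated correlation. In the medulla the complement count was 3 without control cat 01, 05 or 06 or CKD3/4 cat 18 or 20, in a fit of only 2 groups or with the podocyte covariate, that of interferon genes 0 with the podocyte covariate (edgeR, 2 of the list at an unadjusted p below 0.05) and 2 without CKD3/4 cat 20, that of T cell markers 2 without CKD3/4 cat 20 or with the podocyte covariate, and that of macrophage markers 2 without control cat 06 or CKD3/4 cat 20 or with the podocyte covariate and 3 without control cat 05 or CKD3/4 cat 18. In the cortex the T cell count was 1 without CKD3/4 cat 20 and 2 without control cat 05 or without both cats 13 and 20. The macrophage count there was 3 with the podocyte covariate.

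Genes of dividing cells and injured tubules were higher at CKD3/4 too. Of 9 measured cell cycle genes 7 were higher in the cortex and 7 in the medulla (8 and 8 adjusted over the list alone), such as CDK1, the kinase of mitotic entry (1.69 ± 0.42 (adjusted p = 0.0144) and 2.01 ± 0.57 (adjusted p = 0.0356)), and MKI67 (1.77 ± 0.55 and 2.06 ± 0.68). Camera gave adjusted p = 9.83e-05 and 1.05e-04, and adjusted p = 0.334 and 0.435 with an estimated correlation. Of 9 tubule injury genes 5 and 7 were higher (7 and 7 adjusted over the list alone). SOX9, a transcription factor of injured tubules, rose in the cortex (2.24 ± 0.60, adjusted p = 0.0178), CLU, a secreted chaperone, in the medulla (2.42 ± 0.57, adjusted p = 0.0189), and CD44, a receptor of hyaluronan, in both (1.96 ± 0.49 and 1.47 ± 0.43). Their adjusted p = 1.10e-04 and 6.34e-05 from camera, and adjusted p = 0.334 and 0.435 with an estimated correlation. Of 19 measured genes of oxidative phosphorylation 15 were lower in the CKD3/4 cortex (19 adjusted over the list alone), among them NDUFS3 of complex I (-0.73 ± 0.17, adjusted p = 0.0112) and ATP5F1A of the ATP synthase (-0.68 ± 0.20, adjusted p = 0.0235), with adjusted p = 1.11e-06 from camera at a preset correlation and adjusted p = 0.335 with an estimated correlation. At CKD1/2 4 were lower in the medulla (10 adjusted over the list alone), with adjusted p = 7.86e-07 from camera at a preset correlation and adjusted p = 0.282 with an estimated correlation. Only 1 was lower in the CKD3/4 medulla (1 adjusted over the list alone), with adjusted p = 0.00425 from camera at a preset correlation and adjusted p = 0.580 with an estimated correlation. In the same CKD3/4 cortex markers of the proximal tubule differed from control by -1.92 and those of intercalated cells by -1.69 in mean log2 CPM, and 6 and 4 of 11 proximal tubule markers were lower in the CKD1/2 and CKD3/4 medulla (median log2 fold changes -3.73 and -2.08). The cell cycle count was 3 with the podocyte covariate in the cortex and 3 without control cat 05 or 06 or CKD3/4 cat 22 and 4 without control cat 04 or CKD3/4 cat 17 or 23 or with the other filter reading in the medulla, and the tubule injury count in the cortex 3 without control cat 01, 02, 04, 05 or 06 or CKD3/4 cat 19 or 23 or with the podocyte covariate. The count of oxidative phosphorylation was 3 without control cat 05 and 8 without CKD3/4 cat 23 or with the podocyte covariate in the CKD3/4 cortex, and 0 without control cat 02, 05 or 06 or CKD1/2 cat 07, 11 or 16 or with the podocyte covariate (edgeR, 2 of the list at an unadjusted p below 0.05), 2 without CKD1/2 cat 14 or 15 or unfiltered, 8 with DESeq2, 9 in one fit of all 40 libraries and 11 without CKD1/2 cat 08 or 10 in the CKD1/2 medulla. At CKD3/4 it was 2 in one fit of all 40 libraries, 3 with DESeq2 and 5 without CKD3/4 cat 18 in the medulla.

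Whether a list changed differently in the medulla and the cortex of the same cats was tested for the 39 lists at each stage, 78 tests by exact two-sided permutation of the cats. None passed an adjusted p of 0.10, and 12 had a p below 0.05. The smallest adjusted p was 0.113, for oxidative phosphorylation (-0.57 in mean log2 CPM), the TCA cycle (-0.57) and pyruvate metabolism (-0.36) at CKD1/2, each from 6 cats with both tissues in either group. For ketone metabolism it was -1.52 (adjusted p = 0.135) and for proximal tubule markers -3.27 (adjusted p = 0.261).

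In controls the genes highest in the medulla against the cortex were the urea carrier SLC14A2 (8.98), RANBP3L (6.39), DNASE1 (5.52), SLC26A7 (5.46) and ACTN2 (5.36), and those lowest were MASP2, a protease of complement (-5.77), and the anion exchanger SLC26A4 (-2.80), as log2 fold changes from edgeR with n = 6 libraries each (adjusted p from 0.00248 to 0.0696).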
